# IL‐27 produced during acute malaria infection regulates *Plasmodium*‐specific memory CD4 ^+^ T cells

**DOI:** 10.15252/emmm.202317713

**Published:** 2023-10-19

**Authors:** Maria Lourdes Macalinao, Shin‐Ichi Inoue, Sanjaadorj Tsogtsaikhan, Hirotaka Matsumoto, Ganchimeg Bayarsaikhan, Jiun‐Yu Jian, Kazumi Kimura, Yoshiaki Yasumizu, Tsuyoshi Inoue, Hiroki Yoshida, Julius Hafalla, Daisuke Kimura, Katsuyuki Yui

**Keywords:** CD4^+^ T cells, IL‐27, immunological memory, malaria, Th1, Immunology, Microbiology, Virology & Host Pathogen Interaction

## Abstract

Malaria infection elicits both protective and pathogenic immune responses, and IL‐27 is a critical cytokine that regulate effector responses during infection. Here, we identified a critical window of CD4^+^ T cell responses that is targeted by IL‐27. Neutralization of IL‐27 during acute infection with *Plasmodium chabaudi* expanded specific CD4^+^ T cells, which were maintained at high levels thereafter. In the chronic phase, *Plasmodium‐*specific CD4^+^ T cells in IL‐27‐neutralized mice consisted mainly of CD127^+^KLRG1^−^ and CD127^−^KLRG1^+^ subpopulations that displayed distinct cytokine production, proliferative capacity, and are maintained in a manner independent of active infection. Single‐cell RNA‐seq analysis revealed that these CD4^+^ T cell subsets formed independent clusters that express unique Th1‐type genes. These IL‐27‐neutralized mice exhibited enhanced cellular and humoral immune responses and protection. These findings demonstrate that IL‐27, which is produced during the acute phase of malaria infection, inhibits the development of unique Th1 memory precursor CD4^+^ T cells, suggesting potential implications for the development of vaccines and other strategic interventions.

**The paper explained**

**Problem**

Immunity to malaria tends to decline along with the reduction in parasite exposure. It is not clear how the generation and maintenance of immunological memory is regulated during malaria infection.

**Results**

In this paper, we elucidated the role of the cytokine IL‐27 in modulating CD4^+^ T cell memory during malaria infection. Transient inhibition of IL‐27 during acute malaria expanded unique Th1‐type memory CD4^+^ T cells that are maintained during chronic infection independent of active infection. Moreover, IL‐27‐neutralized mice exhibited enhanced immune responses and protection.

**Impact**

Our results suggest that transient IL‐27 neutralization enhanced cellular and humoral immune responses against chronic malaria infection, which contributed to better protective immunity, thus demonstrating its potential application in vaccine development and other interventions.

## Introduction

Protective immunity to malaria develops after repeated infections over time in individuals living in endemic regions (Koch, 1900; Langhorne *et al*, 2008; Hafalla *et al*, 2011; Crompton *et al*, 2014; Doolan *et al*, 2009). In the initial phase of infection with *Plasmodium* parasites, specific T and B cells clonally expand upon recognition of the antigen and differentiate into effector lymphocytes playing crucial roles for the control of infection and disease development. In mouse models, *Plasmodium* infection results in the differentiation of specific CD4^+^ T cells into T helper 1 (Th1) and follicular T helper (Tfh) cells, which have important functions for the control of *Plasmodium* infection during blood‐stage infection (Perez‐Mazliah & Langhorne, 2014; Lonnberg *et al*, 2017). Th1 cells enhance the activation of phagocytic cells that participate in clearing parasites and infected RBCs (iRBCs), while Tfh cells support the differentiation of B cells to generate long‐lived high affinity antibody responses (Hansen *et al*, 2017; Kurup *et al*, 2019; Chan *et al*, 2020; Kumar *et al*, 2020). Immunity to malaria is, however, partial in reducing the parasites, and sterile immunity is hardly achieved by natural human infection with *P. falciparum* (Langhorne *et al*, 2008). Individuals acquire resistance to infection and disease after repeated infection over time through the development of host immune responses that can control parasitemia at a low density, and chronic infection status is established. Epidemiological studies in endemic areas suggest that chronic infection offer protection against newly inoculated malaria parasite infection (Smith *et al*, 1999). Experimental studies using *P. chabaudi chabaudi* AS (Pcc) infection, a murine model of chronic infection, demonstrated that persistent infection can maintain effector and memory CD4^+^ T cells, which effectively control re‐infection, and that the loss of protective immunity against blood‐stage infection correlate with the progressive decline in memory T cell responses (Achtman *et al*, 2007; Freitas do Rosario *et al*, 2008; Opata *et al*, 2018). Furthermore, continuous antigenic stimulation in chronic infection was suggested to enhance Th1 effector function and protective capacity of memory T cells in malaria in a model of TCR transgenic murine CD4^+^ T cells specific for MSP1 (Stephens & Langhorne, 2010). However, memory CD4^+^ T cells in chronically *Plasmodium*‐infected mice show altered function in which they produced cytokines but proliferated poorly upon re‐infection with homologous parasites (Opata & Stephens, 2017). It remains unclear how the generation and maintenance of immunological memory is regulated during chronic malaria infection as observed in endemic areas with stable transmission (Struik & Riley, 2004).

The induction and maintenance of memory T cells is regulated by various cytokines (Raeber *et al*, 2018). IL‐7 and IL‐15 are two major cytokines that are essential for survival and homeostatic proliferation of memory CD8^+^ and CD4^+^ T cells. IL‐2 signal during priming of CD8^+^ T cells is indispensable for their robust recall response upon secondary challenge (Williams *et al*, 2006). Type I interferons that are produced by inflammatory responses act on memory CD8^+^ T cells in the secondary response and enhance their ability to lyse target cells (Kohlmeier *et al*, 2010). IL‐10 and IL‐21 act together via STAT3 signaling pathway to promote memory CD8^+^ T cell differentiation and functional maturation during LCMV infection (Cui *et al*, 2011). IL‐27 is a heterodimeric cytokine of the IL‐12 family composed of p28 and EBI3 subunits and plays critical roles in the regulation of T cell responses (Pflanz *et al*, 2002; Hunter & Kastelein, 2012; Yoshida & Hunter, 2015). It is mainly secreted by dendritic cells and macrophages, while CD4^+^ T cells also produce IL‐27 during chronic infection such as malaria and tuberculosis (Xia *et al*, 2014; Yoshida & Hunter, 2015; Kimura *et al*, 2016). IL‐27 is inhibitory for IL‐2 production by CD4^+^ T cells, suppress development of Th17 cells, and promote effector CD4^+^ T cells to produce IL‐10 and is regulatory for the immune responses (Hunter & Kastelein, 2012). Along with this line, *IL‐27ra* ^−/−^ mice exhibited exacerbated Th1‐mediated immune response in an acute model of *P. berghei* infection and were susceptible to infection due to liver pathology despite efficient parasite clearance, indicating that IL‐27 regulates Th1 response during acute infection (Findlay *et al*, 2010; Villegas‐Mendez *et al*, 2013). Furthermore, *IL‐27ra* ^−/−^ mice that were infected with *P. berghei* NK65 and cured displayed improved parasite control during secondary infection with the homologous parasites, suggesting its role in the memory response (Gwyer Findlay *et al*, 2014). It is, however, unclear how IL‐27 regulates the generation and maintenance of memory immune responses.

We previously showed that *IL‐27ra* ^−/−^ mice that were infected with Pcc displayed reduced parasitemia during chronic phase and enhanced CD4^+^ T cell responses following rechallenge with heterologous *P. berghei* ANKA parasites (Sukhbaatar *et al*, 2020). In this study, we investigated the role of IL‐27 in the development of immunological memory to malaria during chronic *Plasmodium* infection using MHC‐II restricted TCR transgenic mouse, PbT‐II (Fernandez‐Ruiz *et al*, 2017; Enders *et al*, 2021). Our study suggests that IL‐27 produced during acute malaria infection inhibits the development of memory precursor CD4^+^ T cell subsets that are committed to Th1 memory CD4^+^ T cells. Inhibition of IL‐27 during acute infection allowed maintenance of higher levels of memory CD4^+^ T cells and antibody, contributing to better protection upon reinfection, which depended on persistence of the infection. Our findings indicate that IL‐27 is a key cytokine that regulates the generation of memory CD4^+^ T cells during chronic malaria infection.

## Results

### IL‐27 regulates the maintenance of memory PbT‐II cells

We used CD4^+^ T cells from malaria antigen‐specific TCR transgenic mice, PbT‐II, to monitor antigen‐specific T cell response during infection with Pcc (Figs 1A and EV1A). Mice lacking IL‐27 due to a defect in p28 (*Il‐27* ^−/−^) or EBI3 (*Ebi3* ^−/−^) received PbT‐II cells and were infected with *P. chabaudi*. The proportions of CD4^+^ T cells in peripheral blood (PB) were significantly higher at day 7 and 28 compared to wild‐type (WT) for *Ebi3* ^−/−^ mice and at day 21 for *Il‐27* ^−/−^ mice, although parasitemia levels were comparable (Fig 1B and C). The difference between *Il‐27* ^−/−^ and *Ebi3* ^−/−^ may be due to the lack of IL‐35, heterodimer cytokine of EBI3 and p35, in *Ebi3* ^−/−^ mice (Yoshida & Hunter, 2015). The proportions of PbT‐II cells in PB CD4^+^ T cells peaked on day 7, declined by day 14 and were maintained at low levels in WT mice. A substantial increase in the number of PbT‐II cells was observed on day 21 in both *Il‐27* ^−/−^ and *Ebi3* ^−/−^ mice, which allowed for higher proportions to be maintained by day 28. In the spleen of *Il‐27* ^−/−^ mice, PbT‐II cells had consistently higher proportions and total counts on day 14–28 post infection (Fig 1D).

**Figure 1:**
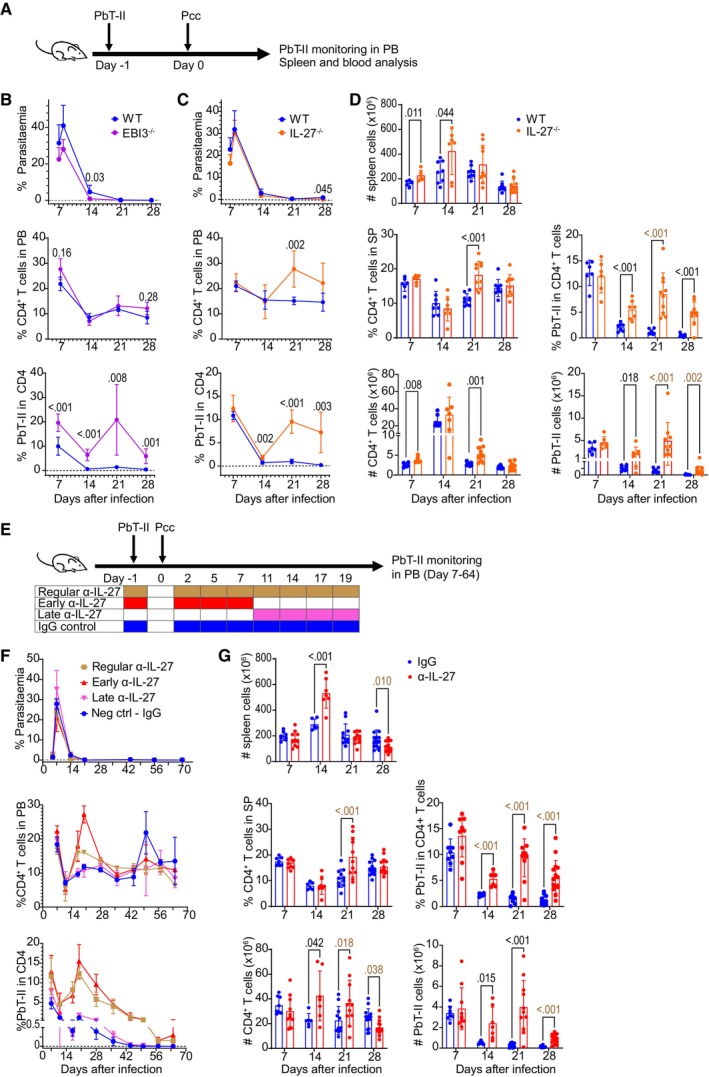
IL‐27 signaling regulates induction and maintenance of *Plasmodium*‐specific CD4^+^ T cells during chronic malaria infection A–DB6, *Ebi3* ^−/−^, and *Il27* ^−/−^ mice were transferred with PbT‐II cells a day before Pcc infection. Levels of parasitemia, proportion of PbT‐II cells in CD4^+^ T cells in peripheral blood (PB), as well as spleen (SP) profiles were monitored. Gating strategy for CD4^+^ T and PbT‐II cell analysis is described in Fig EV1A. (A) Experimental scheme for adoptive transfer of PbT‐II to B6, *Ebi3* ^−/−^, and *Il27* ^−/−^ mice. (B, C) Parasitemia levels and proportions of CD4^+^ T and PbT‐II cells in PB of B6 (WT) vs. *Ebi3* ^−/−^ mice (B; *n* = 4 mice/group) and B6 (WT) vs. *Il27* ^−/−^ mice (C; *n* = 4 mice/ group). Representative data of 2 independent experiments are shown. (D) CD4^+^ T and PbT‐II cell profile in the spleen of B6 (WT) vs. *Il27* ^−/−^ mice (*n* = 6, 8, 9, 9 for WT and *n* = 6, 7, 10, 10 for *Il27* ^−/−^ mice at day 7, 14, 21, 28 post infection (pi), respectively). Data are pooled from 2, 2, 3 and 3 independent experiments for day 7, 14, 21, and 28 timepoint, respectively.E, FAdoptive transfer of PbT‐II cells to B6 mice later infected with Pcc. Anti‐IL‐27 mAb was administered for regular, early, and late αIL‐27 groups at −1 to 19, −1 to 7, and 11 to 19 dpi, respectively, and IgG control group received IgG between −1 and 19 dpi. (E) Experimental scheme of IL‐27 neutralization with anti‐IL‐27 mAb. (F) Parasitemia levels and proportions of CD4^+^ T and PbT‐II cells in PB during weekly monitoring (*n* = 3 mice/group). Dose effect results were replicated in Fig EV1B–D.GAdoptive transfer of PbT‐II to Pcc‐infected B6 mice administered with either IgG or anti‐IL‐27 mAb during the early phase (between −1 and 7 days after infection). Total number of cells, proportion, and number of CD4^+^ T and PbT‐II cells in the spleen were monitored (*n* = 9, 6, 11, 15 for IgG‐treated and *n* = 9, 7, 11, 15 mice for anti‐IL‐27 mAb‐treated mice at day 7, 14, 21, 28 days pi, respectively). Data are pooled from 2, 2, 3 and 4 independent experiments for day 7, 14, 21, and 28 timepoint, respectively. Data information: Statistical significance in (B), (C), (D), and (G) was assessed by unpaired two‐tailed Student's *t*‐tests (*P* values (< 0.05) shown in black) or Mann–Whitney *U* test (*P* values (< 0.05) shown in brown) for comparing WT to EBI3^−/−^/Il27^−/−^ mice or IgG‐ to anti‐IL‐27 mAb‐treated mice per timepoint, depending on normality assessment. Error bars represent SD in all graphs. Source data are available online for this figure.

**Figure EV1:**
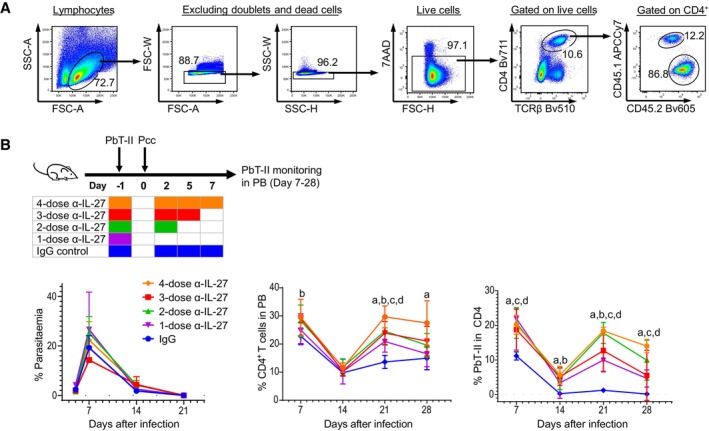
IL‐27 acts on PbT‐II cells during the early phase of infection. Related to Fig 1 Gating strategy for flow cytometry analysis of PbT‐II cells. Samples were stained for CD4, TCRβ, CD45.1, and CD45.2 to identify PbT‐II cells. APCCy7 anti‐CD45.1 and Bv605 anti‐CD45.2 mAbs for the congenic markers and Bv510 anti‐TCRβ mAb were maintained in all panels. For CD4 staining, Bv711 anti‐CD4 mAb was used in Figs 1, 2, and 6E, and EV2A and B; Pacific Blue‐anti‐CD4 mAb for Figs 2C and D, and 3, and 6E, and EV2C, and FITC anti‐CD4 mAb for Figs 2E and 6F and EV2D.B6 mice transferred with PbT‐II cells were administered with anti‐IL27 mAb in 4 different conditions or IgG control at timepoints indicated and were infected with Pcc (*n* = 4 mice/group). Parasitemia levels, proportion of CD4^+^ T cells, and proportions of PbT‐II cells in CD4^+^ T cells in PB were monitored. Representative data of two independent experiments are shown. Data information: Statistical significance was assessed by one‐way ANOVA followed by Tukey's multiple comparison test in (B) and by Student's *t* test in (C). *P* values (< 0.05) are shown. Small letters in (B) indicate significant differences compared to IgG control (a = 4‐dose, b = 3‐dose, c = 2‐dose, d = 1‐dose treatment), and *P*‐values are: day 7, b = 0.010; day 21, a = < 0.001, b = 0.015, c = 0.010, d = 0.022; day 28, a = 0.035 (middle graph); day 7, a = 0.031, c = 0.022, d = 0.009; day 14, a = 0.023, b = 0.029; day 21, a = < 0.001, b = 0.002, c = < 0.001, d = 0.018; day 28, a = 0.001, c = 0.044, d = 0.036 (right graph). Error bars represent SD.

To establish whether neutralization of IL‐27 can lead to enhanced memory CD4^+^ T cell responses as observed in gene‐knock‐out mice, we administered anti‐IL‐27p28 neutralizing antibody in mice infected with Pcc. In initial experiments, we administered anti‐IL‐27 mAb from day −1 to day 19 of Pcc infection, covering the entire period in which the PbT‐II proportion increases, and found that PbT‐II cells increased comparably to those in gene knock‐out mice (Fig 1E and F). Since the proportion of PbT‐II cells increased in the absence of IL‐27 in two phases: early (day 0–7) and late (day 7–14) phases (Fig 1B and C), we administered anti‐IL‐27 mAb at different timepoints to determine the critical window of IL‐27 action on the kinetics of PbT‐II cells (Fig 1E). Mice treated with anti‐IL‐27 mAb in the early phase of the infection had higher proportions of PB PbT‐II cells comparable to continuously treated mice; those treated during late phase did not (Fig 1F). Further analysis showed that a 2‐dose treatment (days −1 and 2 post‐infection) was sufficient to observe the effect of IL‐27 neutralization, although the enhancing effect was reduced when compared with 4‐dose treatment (Fig EV1B). Therefore, the 4‐dose treatment (day −1, 2, 5, 7) was used for further experiments. Analysis of spleen cells in the treated mice showed consistently higher PbT‐II proportions and counts at day 14–28 post‐infection comparable to IL‐27‐deficient mice (Fig 1G). Altogether, these results indicate that transient IL‐27 neutralization during acute phase of Pcc infection enhances the levels of *Plasmodium*‐specific CD4^+^ T cells during chronic phase of Pcc infection, with comparable kinetics and magnitude to mice genetically deficient in IL‐27.

### Distinct subsets of memory CD4 ^+^ T cells were induced during chronic infection by the IL‐27 neutralization

To evaluate how IL‐27 signaling affects the development of PbT‐II cells during Pcc infection, we characterized the phenotype of these cells (Figs 2 and EV2). The proportions of antigen‐experienced CD11a^hi^CD49d^hi^ PbT‐II cells in the spleen were higher in anti‐IL‐27 mAb‐treated mice on days 14 and 21, and the numbers were higher on days 21 and 28 (Fig 2A). The CD127^+^KLRG1^−^ and CD127^−^KLRG1^+^ phenotypes are markers of long‐lived memory precursor and short‐lived effector CD8^+^ T cells, respectively (Kaech & Cui, 2012). Most PbT‐II cells in the control mice were CD127^−^KLRG1^−^ from day 7 to day 28. In anti‐IL‐27 mAb‐treated mice, the proportion of CD127^+^KLRG1^−^ PbT‐II cells was higher when compared with those in control on day 7. On day 28 of infection, CD127^+^KLRG1^−^ and CD127^−^KLRG1^+^ PbT‐II cells were dominant and reached 39.0 ± 1.4% and 39.9 ± 6.5%, respectively (Fig 2B). The proportions of CXCR5^−^CXCR6^+^ and CXCR5^+^CXCR6^−^ PbT‐II cells, putative Th1 and Tfh cells, respectively (Kim *et al*, 2001; Crotty, 2011), were comparable on day 7 in anti‐IL‐27 mAb‐treated and control mice (Fig 2C). The CXCR5^−^CXCR6^+^ PbT‐II cells increased and were maintained at higher levels through day 28 in anti‐IL‐27 mAb‐treated mice, while they decreased after day 14 in control mice. The proportions of CXCR5^+^ PbT‐II cells were maintained at low levels after day 14 in both groups as were the proportion of CXCR5^hi^PD1^hi^ germinal center (GC) Tfh PbT‐II cells. The difference in expression of these surface markers was also observed in PB PbT‐II subsets (Appendix Fig S1). PbT‐II cells expressing transcription factors associated with Th1 and Tfh/memory, T‐bet and TCF‐1, respectively, were not significantly different on day 7, while the proportion of T‐bet^hi^TCF‐1^lo^ cells increased in anti‐IL‐27 mAb‐treated mice from day 14 onward reaching 93.4 ± 1.9% on day 28; however, total numbers of Tbet^lo^TCF‐1^hi^ PbT‐II cells in the spleen were comparable (Fig 2E). The expression of Tfh‐associated transcription factor Bcl6 was also comparable at days 7 and 28, further suggesting that the Tfh subset was not affected by the IL‐27 neutralization (Appendix Fig S1).

**Figure 2:**
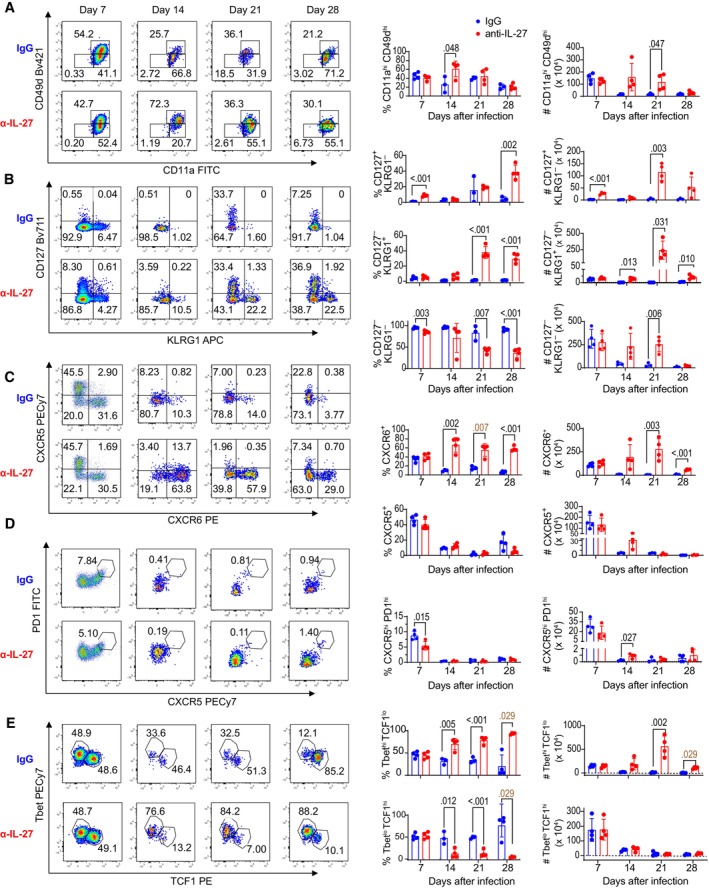
Inhibition of IL‐27 signaling affects the phenotype of *Plasmodium‐*specific CD4^+^ T cells during chronic infection B6 mice were transferred with PbT‐II cells and treated with either control (IgG, blue) or anti‐IL‐27 mAb (α‐IL‐27, red) between −1 and 7 days post‐Pcc infection. Splenic PbT‐II (CD45.1^+^CD45.2^−^TCRβ^+^CD4^+^) cells were analyzed by flow cytometry at 7, 14, 21, and 28 dpi.
A–DRepresentative flow cytometry profiles (left) of cell surface expression of CD11a/CD49d (A), CD127/KLRG1 (B), CXCR5/CXCR6 (C), and PD‐1/CXCR5 (D) on PbT‐II cells from control (blue) and α‐IL‐27 (red) mouse groups, and corresponding summary of the frequencies and total numbers of PbT‐II cell subpopulations for mouse groups (right).ERepresentative flow cytometry profiles (left) of expression of T‐bet and TCF1 in PbT‐II cells and corresponding summary of the frequencies and total numbers of PbT‐II cell subpopulations (right). Data information: Numbers in flow cytometry profiles indicate PbT‐II proportions (%) within each area. *n* = 4, 3, 3, 4 for IgG‐treated and *n* = 4, 4, 4, 4 mice for anti‐IL‐27 mAb‐treated mice at day 7, 14, 21, 28 days pi, respectively. Data for each timepoint are representative of 2, 2, 3, and 4 independent experiments for 7, 14, 21, 28 dpi, respectively. Statistical significance assessed by Student's *t* test (*P* values (< 0.05) shown in black) or Mann–Whitney *U* test (*P* values (< 0.05) shown in brown) per time point, depending on normality assessment. Error bars represent SD. Source data are available online for this figure.

**Figure EV2:**
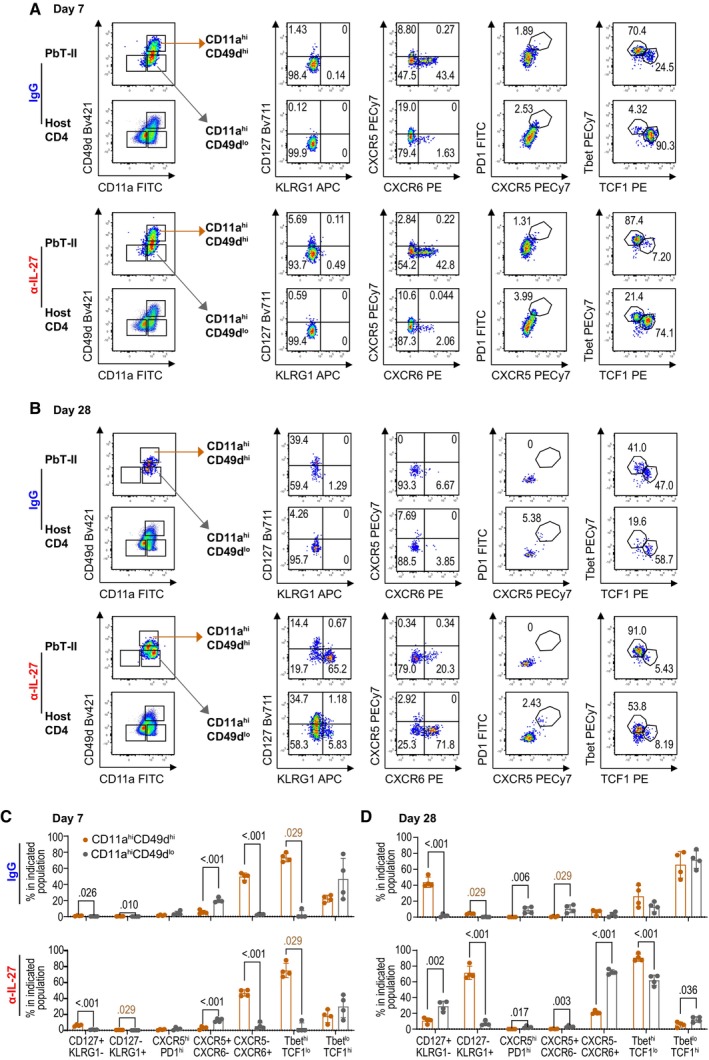
IL‐27 affects development of PbT‐II cells during the transition from acute to chronic malaria infection Spleen cells were prepared from mice on day 7 (A, C) and 28 (B, D) pi and were stained with CD11a and CD49d, along with other markers described in Fig 2 (*n* = 4 mice/group).
A, BRepresentative CD11a/CD49d profiles of CD45.1^+^CD45.2^−^ (PbT‐II) and CD45.1^−^CD45.2^+^ (host CD4^+^ T) cells (left) and flow cytometry profiles of PbT‐II subpopulations of CD11a^hi^CD49d^hi^ and CD11a^hi^CD49d^lo^ PbT‐II subpopulations are shown (right).C, DCorresponding summary frequencies of CD11a^hi^CD49d^hi^ and CD11a^hi^CD49d^lo^ PbT‐II subpopulations. Data information: Numbers in flow cytometry profiles indicate PbT‐II proportions (%) within each area. Statistical significance was assessed by Student's *t* test (*P* values (< 0.05) shown in black) or Mann–Whitney *U* test (*P* values (< 0.05) shown in brown) per time point, depending on normality assessment. Error bars represent SD.

Additionally, we also analyzed phenotypes of CD11a^hi^CD49d^hi^ and CD11a^hi^CD49d^lo^ PbT‐II subpopulations 7 and 28 days after infection to determine whether they represent Th1 and Tfh cells as we previously reported (Jian *et al*, 2021; Fig EV2). On day 7 after infection, majority of CD11a^hi^CD49d^hi^ PbT‐II cells were Th1 type, while Tfh type cells were dominant in CD11a^hi^CD49d^lo^ cells in both anti‐IL‐27 mAb‐ and IgG‐treated mice (Fig EV2A and C). On day 28, however, PbT‐II cells in anti‐IL‐27 mAb‐treated mice showed strong Th1 dominance in which the majority of CD49d^hi^CD49^hi^ and CD49d^hi^CD49^lo^ cells were KLRG1^+^T‐bet^hi^ and CXCR6^+^T‐bet^hi^, respectively, while both CD49d^hi^CD49^hi^ and CD49d^hi^CD49^lo^ PbT‐II cells were dominated by T‐bet^lo^TCF1^hi^ phenotype in IgG‐treated mice (Fig EV2B and D).

To examine the functional activity of PbT‐II cells, we analyzed the cytokines produced as well as their proliferative phenotype (Fig 3). The proportions of PbT‐II cells producing IFN‐γ and TNF in response to PMA and ionomycin were higher in anti‐IL‐27 mAb‐treated mice on day 7, while those in response to antigenic peptide was not significantly different (Fig 3A and B). On day 28, however, PbT‐II cells exhibited significantly higher production of IFN‐γ and TNF in response to the peptide in anti‐IL‐27 mAb‐treated mice, consistent with the higher proportion of Th1 type PbT‐II cells on day 28 (Fig 3B). Production of IL‐2 and IL‐10 was mostly comparable, except for the higher IL‐2 production in response to PMA and ionomycin on day 7 and reduced IL‐10 production in response to peptide in anti‐IL‐27 mAb‐treated mice on day 28. Within PbT‐II subpopulations on day 28, the proportion of IFN‐γ‐producing cells was highest in CD127^−^KLRG1^+^ cells, while production of TNF was the highest in CD127^−^KLRG1^−^ PbT‐II cells (Fig 3C). When compared with IgG‐treated mice, CD127^+^KLRG1^−^ and CD127^−^KLRG1^+^ subsets of PbT‐II cells in anti‐IL‐27 mAb‐treated mice produced more IFN‐γ. Proliferation was enhanced in anti‐IL‐27 mAb‐treated mice compared to control on day 28 as evaluated by Ki67 expression (Fig 3D). Among PbT‐II subpopulations, CD127^−^KLRG1^+^ cells showed highest Ki67 expression followed by CD127^+^KLRG1^−^ and CD127^−^KLRG1^−^ cells in anti‐IL‐27 mAb‐treated mice (Fig 3E). Altogether, these results show that neutralization of IL‐27 in the acute phase of the infection profoundly affected PbT‐II cell phenotype and function during chronic phase, although PbT‐II cells from anti‐IL‐27 mAb‐treated mice were phenotypically indistinguishable from control group during acute phase except for a slight but significant increase in CD127^+^ cells in anti‐IL‐27 mAb‐treated mice.

**Figure 3:**
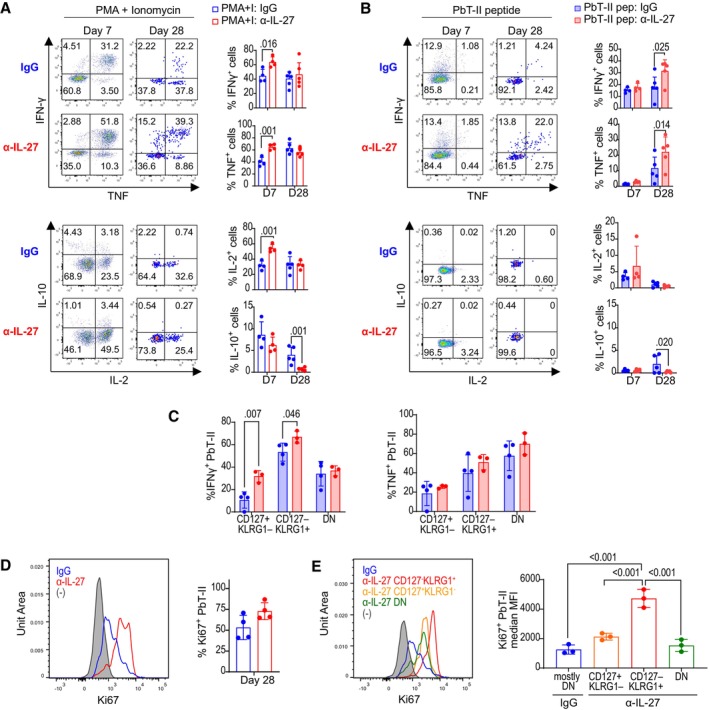
*Plasmodium*‐specific memory CD4^+^ T cells induced under IL‐27 neutralization exhibit enhanced cytokine production Cytokine production was analyzed for PbT‐II cells transferred to B6 mice infected with Pcc and were treated with control (IgG, blue) or anti‐IL‐27 mAb (α‐IL‐27, red) between −1 and 7 days after infection.
A, BSplenocytes from IgG and α‐IL‐27‐treated mice collected 7 and 28 days after infection were stimulated with PMA and ionomycin for 4 h (A), and splenic CD4^+^ T cells were cultured with PbT‐II peptide‐pulsed dendritic cells for 4 h (B), stained for surface markers, fixed, permeabilized, and stained for IFN‐γ, TNF, IL‐10, and IL‐2. Representative flow cytometry profiles (left) of cytokine expression of PbT‐II cells (CD45.1^+^CD45.2^−^TCRβ^+^CD4^+^) and frequencies of cytokine‐producing PbT‐II cells (right) are shown for control (blue) and anti‐IL‐27 mAb (red)‐treated mice at day 7 (*n* = 4 mice/group) and day 28 (*n* = 5 mice/group) days pi. Representative data of two independent experiments are shown.CProportions of IFN‐γ‐ or TNF‐producing cells in response to PbT‐II peptide within indicated subpopulations of control (*n* = 4) and anti‐IL‐27 mAb‐treated (*n* = 3) mice.D, ESplenic cells were prepared 28 days after Pcc infection and stained for TCRβ, CD4, CD45.1, CD127, and KLRG1, fixed, permeabilized, and stained for Ki67 to analyze expression in PbT‐II cell subpopulations.DRepresentative histogram plots (left) and summary graphs (right) of Ki67 expression in PbT‐II cells, and isotype control of IgG group (gray) at 28 days pi (*n* = 4 mice/each group). Data are representative of three independent experiments.ERepresentative histograms (left) and summary graph (right) of median fluorescence intensity (MFI) levels of Ki67 expression of total PbT‐II cells from IgG, and CD127^+^KLRG1^−^ (orange), CD127^−^KLRG1^+^ (red), CD127^−^KLRG1^−^ (green) PbT‐II subpopulations from anti‐IL‐27 mAb‐treated mice (*n* = 3 mice/each group). Data are representative of three independent experiments. Data information: Statistical significance was assessed by Student's *t* test for comparing IgG and anti‐IL‐27 mAb‐treated mouse groups in (A), (B), and (D), and per subpopulation in (C), and one‐way ANOVA followed by Tukey's multiple comparison test in (E). *P* values (< 0.05) are shown. Error bars represent SD in all graphs. Source data are available online for this figure.

### Transcriptome analysis revealed distinct subsets of PbT‐II cells induced by IL‐27 neutralization during malaria

The effect of IL‐27 neutralization suggested that the development of memory precursor subpopulations could be inhibited by IL‐27. To uncover the responding CD4^+^ T cell subsets at the transcriptional level, we performed single‐cell RNA‐seq (scRNA‐seq) and compared PbT‐II cells from anti‐IL‐27 mAb‐ and control IgG‐treated mice on day 7 and 28 after infection (Figs 4, 5 and EV3). 

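PbT-II cells carry a transgenic T cell receptor for a malaria antigen, and here each library holds the PbT-II cells sorted from the spleen of 1 B6 mouse infected with 50000 parasitized red blood cells. The day 7 mice received 3 doses of 250 µg of control IgG or anti-IL-27 mAb between day -1 and day 5, and the day 28 mice 4 doses up to day 7. The authors deposited UMI counts from droplet-based 5′ libraries for genes and for 4 DNA-tagged antibodies (CD127, KLRG1, CD49d and a rat IgG2a isotype control), without normalization. There are no replicates, so no test between conditions was made. Shares of cells are given with exact Clopper-Pearson 95% intervals and expression with exact Poisson intervals, in brackets, which cover counting error only and not differences between mice. On day 7, the cells kept held 46135966 UMIs in the IgG-treated mouse and 78299440 in the anti-IL-27 mAb-treated mouse, with a median per cell of 10419 and 9401 UMIs and of 2920 and 2762 detected genes. Both libraries were log-normalized, integrated on anchors from 5000 variable genes and 30 dimensions, and clustered at the resolution of 0.15 that the methods give. Clusters were named from fixed marker lists as Th1-like, Tfh-like, Tmem-like, proliferating-like or interferon-stimulated-like, a marker counting as detected at a log2 fold of at least 1 over the other cells of its library. A cluster took the class of the list with the most detected markers, with at least 3 needed, at least 1 of them among its 10 genes with the largest fold and no other list with more there. The requirement on the leading genes was added after the clusters had been seen, and a cluster that failed it is called unnamed. Since a gene should not be compared in clusters it defined, shares are also given from a second clustering whose variable genes left out every gene the text names, and genes within a class were read in that second clustering. Its clusters were still named from the full marker lists, which hold several of those genes, so the class names are not independent of them. For each gene, UMIs were summed over the cells of a group and divided by the group's total to give CPM, the count scaled to a fixed total, and log2 ratios were taken after adding 1 CPM.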

Dimensional reduction and clustering of the cells on day 7 of infection based on their gene expression profiles identified 5 clusters: *Tbx21* ^+^ *Id2* ^+^ *Ifng* ^+^ *Cxcr6* ^+^ *Cxcr3* ^+^ cells (cluster 1) with high Th1 as well as T central memory precursor (Tcmp) signature scores, *Bcl6* ^+^ *Id3* ^+^ *Il21* ^+^ *Cxcr5* ^+^ cells (cluster 2) with high Tfh signature scores, *Tcf7* ^+^ *Klf2* ^+^ *Sell* ^+^ *Ccr7* ^+^ cells (Cluster 3) with high memory T cell (Tmem) signature scores, *Mki67* ^+^ *Mcm4* ^+^ *Ctcf* ^+^ cells (Cluster 4) in the S phase of the cell cycle, and cells with low expression in most of the analyzed genes, including those in G2/M phase (Cluster 5; Fig 4A, B and D–F). 

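At the resolution of the methods, the day 7 cells formed 6 clusters, of which 5 could be named. The largest, with 4275 cells, was Tmem-like, with 9 of 20 listed markers detected. Next came a Tfh-like cluster of 3525 cells with 11 of 20 markers and a Th1-like cluster of 2245 cells with 29 of 30. A pair of clusters took the proliferating-like class, 804 cells with 7 and 724 cells with 25 of 25 markers. Seurat's cell cycle scores called 88.3% of the IgG and 89.5% of the anti-IL-27 cells of the first of these G2/M, and 84.7% and 82.8% of the cells of the second S. Over the whole libraries the S calls came to 10.9% with IgG and 13.1% with anti-IL-27 mAb, and the G2/M calls to 9.31% and 8.96%. The remaining 109 cells stayed unnamed, with a median of 4003 UMIs and 4.80% mitochondrial UMIs per cell. They made up 0.540% (0.339 to 0.817%) of the IgG and 1.14% (0.917 to 1.41%) of the anti-IL-27 cells.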

While CD127^+^ cells were slightly increased in anti‐IL‐27 mAb‐treated mouse, this population (*Il7r* ^+^) belongs to cluster 1 (Th1; Figs 2B and 4D). 

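Surface CD127 was read from antibody UMIs, with a threshold on log2(count + 1) placed 2.03 above the background peak of each library. That offset was taken from a 2-component mixture in the anti-IL-27 day 28 library, where positive cells form a peak of their own. By this gate 2.33% (1.89 to 2.85%) of the IgG cells and 4.78% (4.31 to 5.29%) of the anti-IL-27 cells were CD127+ on day 7. The share of CD127+KLRG1- cells was 2.19% (1.76 to 2.68%) and 4.62% (4.16 to 5.12%), a difference of 2.44 (1.76 to 3.09) percentage points. This difference depended on the threshold, and was -21.1 percentage points with a mixture fitted in each library, -0.972 without centring, -0.435 with counts scaled for antibody depth and 0.331 with the 99th percentile of the isotype control as threshold. Of the CD127+ cells, 50 of 95 with IgG (52.6%) and 213 of 364 with anti-IL-27 mAb (58.5%) were Th1-like in the clustering without the genes the text names. A further 27.4% and 20.3% were Tmem-like, and 15.8% and 7.42% Tfh-like. The transcript behind the protein, *Il7r* (ENSMUSG00000003882, chromosome 15, 9505788 to 9530176 of GRCm38), stood at 3.58 (3.05 to 4.17) CPM in the whole IgG library and 8.68 (8.04 to 9.36) CPM in the anti-IL-27 library, a log2 ratio of 1.08.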

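In the 1184 Th1-like cells of the IgG-treated mouse, *Id2* (chromosome 12, 25093799 to 25097140) reached 290.3 (282 to 299) CPM, and in the 1452 of the anti-IL-27 mAb-treated mouse 528 (517 to 539) CPM, a log2 ratio of 0.86. For *Il7r* in the same cells the levels were 7.32 (6.02 to 8.82) and 27.5 (25.0 to 30.2) CPM and the log2 ratio 1.78, which a pseudocount of 10 CPM lowered to 1.12. Other Th1 genes of this class moved less, with log2 ratios of 0.67 for *Cxcr6*, 0.14 for *Cxcr3*, 0.04 for *Ifng* and -0.07 for *Tbx21*. Among Tmem-like cells (1262 with IgG, 3133 with anti-IL-27 mAb), *Id3* rose from 194 (186 to 202) to 299 (293 to 306) CPM, a log2 ratio of 0.63. *Ccr7* (chromosome 11, 99144196 to 99155077) went from 221 (213 to 229.6) to 445 (438 to 453) CPM there, a log2 ratio of 1.01, while *Bcl2* had 0.08. The ratios of *Klf2* and *Tcf7* in Tmem-like cells were 0.58 and 0.40. *Bcl2* was read in the 200 and 524 proliferating-like cells from 28 and 135 UMIs, 8.42 (5.60 to 12.2) and 15.8 (13.3 to 18.7) CPM, a log2 ratio of 0.84. These are 4.91% and 6.88% of the cells, against 12.5% and 13.4% for the class in the first clustering. The ratio therefore need not cover both of the paper's clusters 4 and 5.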

There were variations in the expression among individual genes in each cluster by anti‐IL‐27‐mAb treatment such as increase in *Id2* and *Il7r* in cluster 1 and *Id3* and *Ccr7* in cluster 3, as well as increase in *Bcl2* in minor clusters 4 and 5 (Fig 4D and E). In addition, we observed a shift in the proportions of cells in clusters 1 and 3 between 2 groups (Fig 4C) and higher Tcm population in anti‐IL‐27 mAb‐treated mouse in reference mapping approach (Fig EV3D), suggesting an effect of anti‐IL‐27 mAb‐treatment at day 7 after Pcc infection.

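The Th1-like class held 24.7% (23.4 to 26.1%) of the IgG and 16.3% (15.4 to 17.1%) of the anti-IL-27 cells, a difference of -8.47 (-10.1 to -6.90) percentage points. For the Tmem-like class the shares were 29.1% (27.7 to 30.5%) and 40.6% (39.5 to 41.7%), a difference of 11.6 (9.76 to 13.3) points. Tfh-like cells came to 33.2% (31.7 to 34.6%) and 28.6% (27.6 to 29.6%), and proliferating-like cells to 12.5% (11.5 to 13.6%) and 13.4% (12.6 to 14.2%), a difference of 0.885 (-0.414 to 2.16) points. The proliferating-like level turned on which clusters were named. With IgG it was 4.54 to 4.99% in 7 alternatives and 12.4% on 15 dimensions. Removing cells over 10% mitochondrial UMIs took 1 anti-IL-27 cell, yet 4 of 6 clusters were then named and the IgG share was 4.91%. With the named genes left out of the variable genes, the differences were -10.0 (-11.7 to -8.35) points for Th1-like, 10.2 (8.34 to 12.0) for Tmem-like and 1.97 (1.07 to 2.85) for proliferating-like cells (4.91% and 6.88%), and the unnamed cells 3.68% and 4.90%. The alternative that moved the Th1-like and Tmem-like differences most was clustering without integration, where the Tmem-like difference became 18.2 and the Th1-like difference -10.7 points. Within the Tmem-like cells of the second clustering, the mean log-normalized expression of the 20 listed Tmem genes had a median of 0.579 (SD over cells 0.184) with IgG and 0.721 (SD 0.184) with anti-IL-27 mAb, and the difference of 0.143 became 0.121 once every cell was thinned to 1500 UMIs. The projection on a reference atlas was not analysed here. From the shift between the Th1 and Tmem clusters and from that projection, the paper proposes an effect of the antibody on day 7 after infection.

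**Figure D1:**
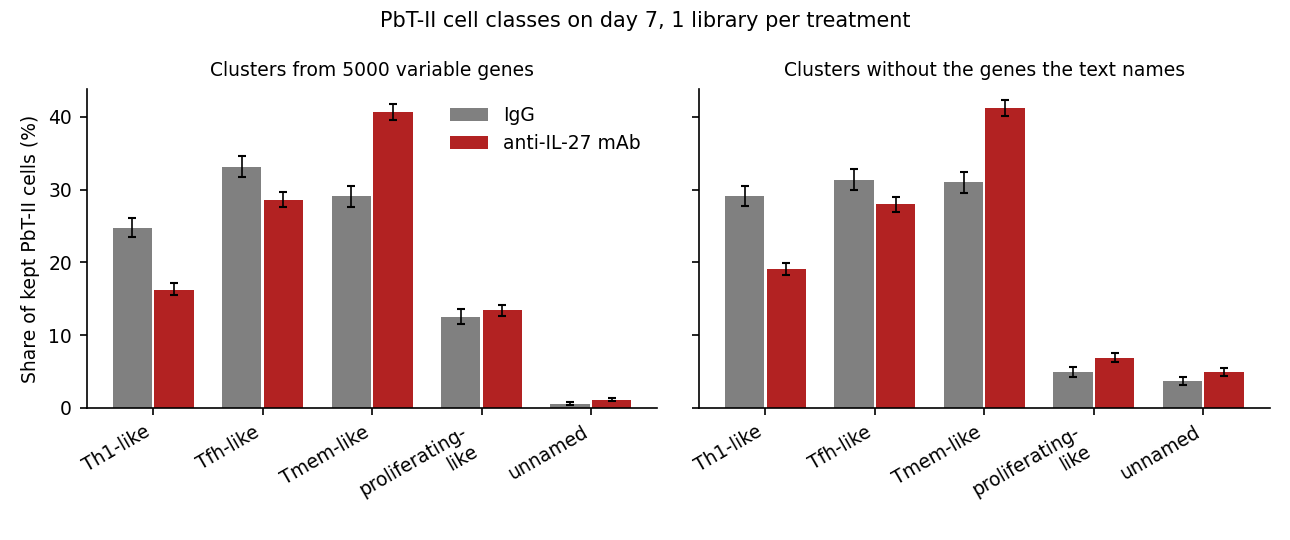
Share of the kept day 7 cells (%) in each class for the IgG-treated and the anti-IL-27 mAb-treated mouse, with bars for exact 95% intervals, in the clustering on all variable genes and in the one without the named genes. Th1-like cells fell from 24.7% to 16.3% and Tmem-like cells rose from 29.1% to 40.6% in the first.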

**Figure 4:**
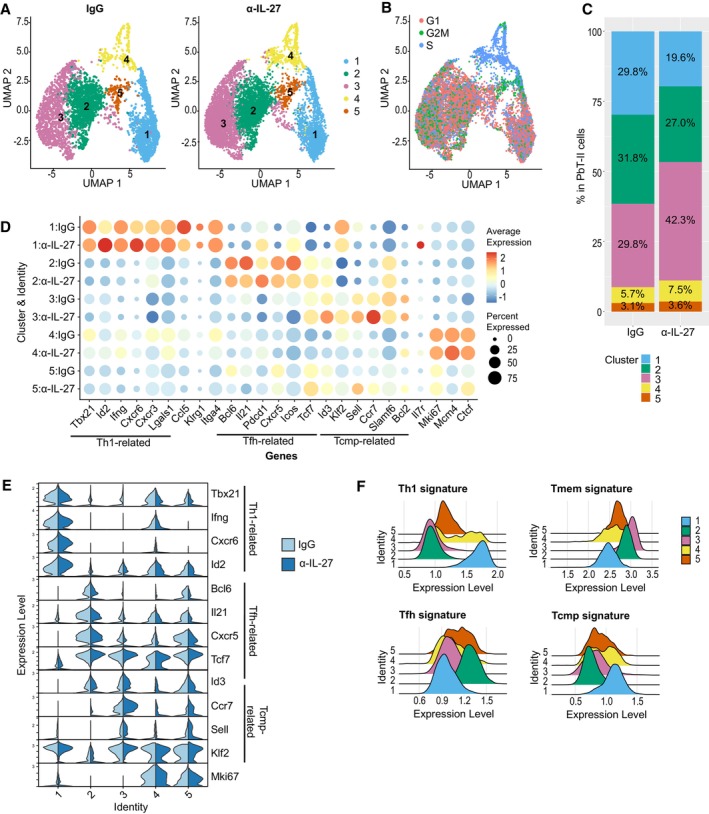
Early IL‐27 neutralization affects memory signature during acute phase of Pcc infection B6 mice were transferred with PbT‐II cells, infected with Pcc, and treated with control (IgG; *n* = 1 biological replicate) or anti‐IL‐27 mAb (α‐IL‐27; *n* = 1 biological replicate) between −1 and 5 days of infection. PbT‐II cells were purified from these mice 7 days after infection and single‐cell RNA sequencing (scRNA‐seq) analysis was performed. Details of the experiments are shown in Fig EV3A–C.
UMAP plots of PbT‐II cells from IgG control (*n* = 4,030) and anti‐IL‐27 mAb‐treated mice (*n* = 7,476) after unsupervised clustering of pooled single‐cell data from the two groups, with clusters colored by gene expression profiles.UMAP clustering of PbT‐II cells colored by cell cycle profiles.Summary graph of proportions of PbT‐II cells in each cluster for IgG and anti‐IL‐27 mAb‐treated mice in (A).Dot plots showing the expression of Th1‐, Tfh‐, Tcmp‐related genes (Ciucci *et al*, 2019), and other genes of interest in each UMAP cluster of PbT‐II cells from IgG and anti‐IL‐27 mAb‐treated mice. Dot colors represent the intensity of expression, while dot size represents the proportion of cells with the corresponding expression.Violin plots showing the expression of Th1‐, Tfh‐, Tcmp‐, and proliferation‐associated genes in PbT‐II cells from IgG (light blue) and anti‐IL‐27 mAb (blue) treated mice.Ridge plots showing the expression of published Th1, Tfh, Tmem, and Tcmp CD4^+^ T cell signatures in each of the UMAP clusters in (A) based on (Ciucci *et al*, 2019).
Source data are available online for this figure.

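The authors deposited 4239 barcodes for the IgG-treated and 8059 for the anti-IL-27 mAb-treated mouse on day 7, those that Cell Ranger 6.0.0 had called as cells. Keeping cells with 1500 to 5000 detected genes, as the methods state, left 4071 and 7611 cells, where the paper's numbers are 4030 and 7476. Mitochondrial UMIs took a median of 1.71% and 1.74% per cell, and 0 and 1 of the kept cells exceeded 10%. No doublet step is named in the methods and none was applied, and Scrublet, run as a check, called 1 and 0 cells, so few that it can be taken not to have worked on these libraries.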

**Figure 5:**
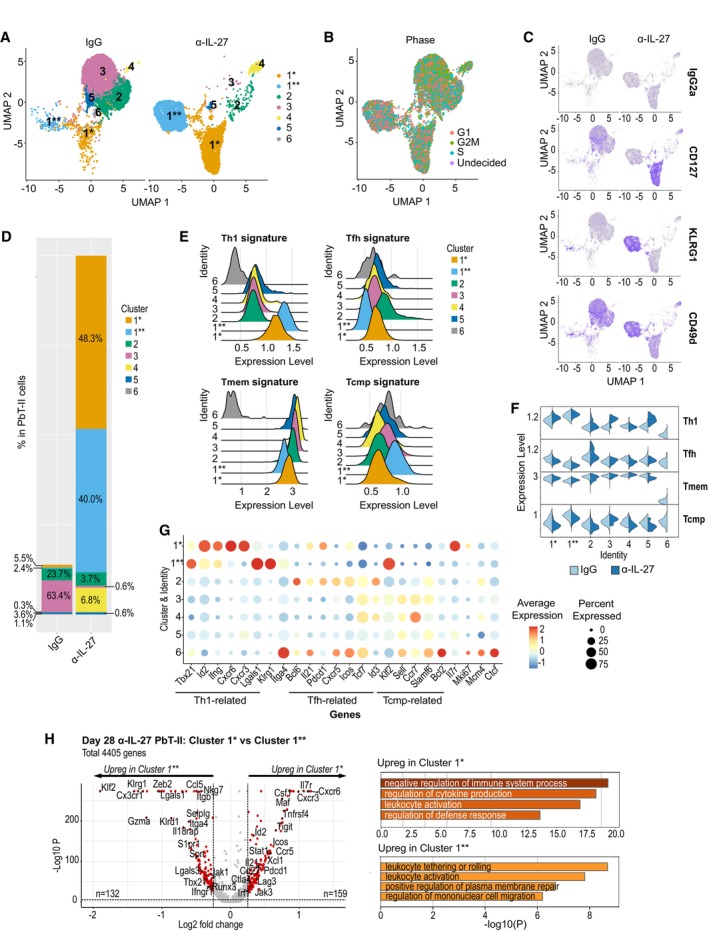
Transcriptome analysis reveals distinct T cell subsets during chronic infection induced by IL‐27 neutralization B6 mice were transferred with PbT‐II cells, infected with Pcc, and were treated with either IgG or anti‐IL‐27 mAb between −1 and 7 days after infection (*n* = 1 biological replicate per timepoint). PbT‐II cells were prepared from spleen at day 28 pi, stained for CD4/TCR/CD45.1 and for CD127, KLRG1, and CD49d with TotalSeq antibodies, sort purified, and processed for scRNA‐seq and CITE‐Seq analysis. Details of the experiment are found in Fig EV3A–C.
A–GComparative analysis of scRNA‐seq data from IgG and anti‐IL‐27 mAb‐treated PbT‐II cells. (A) UMAP plot colored of day 28 PbT‐II cells from IgG control (*n* = 7,491) and anti‐IL‐27 mAb‐treated mice (*n* = 4,944) after unsupervised clustering of pooled single cell data from the two groups, with clusters colored by gene expression profiles. Cluster labels were harmonized to reflect similar gene expression patterns in the clusters at day 7 pi (Fig 4) and anti‐IL27 mAb day 7–28 PbT‐II analysis (Fig EV4). (B) UMAP clustering of PbT‐II cells colored by cell cycle profiles. (C) CITE‐seq analysis of PbT‐II cells for IgG2a (isotype control), CD127, KLRG1, and CD49d, shown in the same UMAP clustering as (A). (D) Proportions (%) of each cluster within PbT‐II cells, with bar graph sizes shown relative to the total number of PbT‐II cells in IgG (36.8 × 10^4^) and anti‐IL‐27 mAb treated (265.7 × 10^4^) mice. (E) Ridge plots of PbT‐II cells showing the expression of published CD4^+^ T cell signature genes (Ciucci *et al*, 2019). (F) Violin plots comparing the expression of the CD4^+^ T cell signature genes. (G) Dot plots showing the expression of Th1‐, Tfh‐, Tcmp‐, and proliferation‐associated genes in each cluster. Dot colors represent the intensity of expression, while dot size represents the proportion of cells with the corresponding expression.HVolcano plot of differentially expressed genes between major clusters 1* and 1** within PbT‐II cells from anti‐IL‐27‐treated mice and corresponding Gene Ontology enrichment analysis for the upregulated genes in each group using Metascape.
Source data are available online for this figure.

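For the IgG-treated mouse on day 28, the deposited matrix holds all barcodes and not only called cells, 375533 of them with at least 1 RNA UMI, and for the anti-IL-27 mAb-treated mouse 5472 barcodes called as cells. The limits of the methods, 1000 to 4000 detected genes for IgG and 1000 to 3000 for anti-IL-27 mAb, left 7708 and 5048 cells, and the paper's numbers are 7491 and 4944. Scrublet called 0 IgG and 195 anti-IL-27 cells (3.86%) doublets, and these were kept.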

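Antibody depth differed between the day 28 libraries, with medians per cell of 8 CD49d, 1 CD127 and 0 KLRG1 UMIs for IgG against 112, 12 and 12 for anti-IL-27 mAb. The isotype control had a median of 0 UMIs in both. Gates set as on day 7 lay at 3.08 CD127 and 6.89 KLRG1 UMIs in the IgG library and at 11.5 and 51.7 in the anti-IL-27 library. They placed 20.3% (19.4 to 21.2%) of the IgG and 41.3% (39.9 to 42.6%) of the anti-IL-27 cells in the CD127+KLRG1- gate, and 1.23% and 36.2% (34.8 to 37.5%) in the CD127-KLRG1+ gate. Cells positive for both made up 0.337% and 8.76%, and cells negative for both 78.2% and 13.8%. When the anti-IL-27 antibody counts were thinned at random to the IgG depth of CD49d, 40.7% (39.3 to 42.1%) of the cells were CD127-KLRG1+ and 22.0% (20.9 to 23.2%) were CD127+KLRG1-. At the IgG depth of all antibodies summed, 13.2% (12.2 to 14.1%) were CD127+KLRG1-, below the IgG share. That sum includes KLRG1 itself, with 1306439 UMIs with anti-IL-27 mAb and 10572 with IgG, so it is no measure of depth alone. By either thinning, the depth of the IgG library limits the comparison of CD127+ shares. Among the thresholds run, fitting a mixture in each library moved the CD127+KLRG1- difference most downward, to 5.35 percentage points from 21.0.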

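Scaled to the paper's totals of 368000 PbT-II cells with IgG and 2657000 with anti-IL-27 mAb, a 7.22-fold difference, the Th1-like class held 24826 and 2310660 cells. The Tmem-like class held 232506 (228503 to 236474) and 195801 (177047 to 215877), a ratio of 0.842. Interferon-stimulated-like cells came to 13893 (12368 to 15548) and 14211 (9373 to 20652), and unnamed cells to 9835 and 2632. The intervals cover the counting of sequenced cells and not the error of the totals.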

**Figure EV3:**
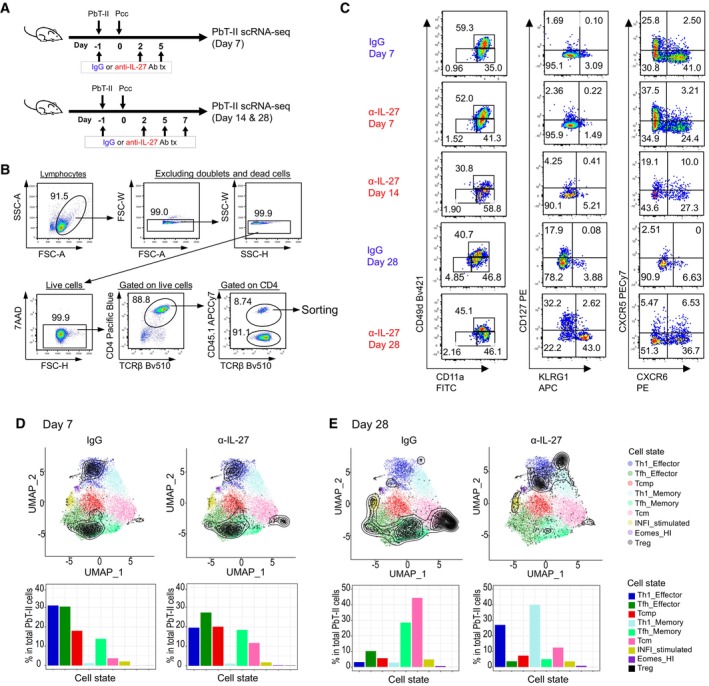
scRNAseq analysis shows Th1‐biased CD4^+^ T cell development during malaria chronic infection. Related to Figs 4 and 5 B6 mice were transferred with PbT‐II cells, treated with IgG or anti‐IL‐27 mAb on day −1, 2 and 5 for day 7 analysis, while mice were treated with anti‐IL‐27 mAb on day −1, 2, 5, and 7 for day 14 and 28 analysis (*n* = 1 biological replicate per timepoint). PbT‐II cells were purified and subjected to single‐cell RNA sequencing (scRNA‐seq) and CITE‐seq analysis. The ProjecTILs algorithm (Andreatta *et al*, 2021) was used to analyze CD4^+^ T cell states of PbT‐II cells based on a published reference atlas (Andreatta *et al*, 2022).
AExperimental scheme.BGating strategy for the sorting of PbT‐II cells for the scRNA‐seq experiments: Spleen cells were stained for CD4, TCRβ, and CD45.1 to distinguish PbT‐II cells and for TotalSeq IgG2a, CD127, KLRG1, and CD49d for CITE‐seq analysis.CFlow cytometry profiles for each PbT‐II sample analyzed for single‐cell transcriptomics.D, EPredicted distribution of the projected PbT‐II cells in IgG and anti‐IL‐27 mAb‐treated mice on day 7 (D) and day 28 (E) after Pcc infection as density contours in a UMAP plot of a CD4^+^ T cell reference map (Andreatta *et al*, 2022). The bar graphs represent the proportions of the PbT‐II cells projected in the indicated reference subtype.

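The day 28 cells kept held 41532765 UMIs with IgG and 15785185 with anti-IL-27 mAb, with medians per cell of 4982 and 2879 UMIs and of 1968 and 1357 detected genes. The header of the IgG day 28 matrix names Cell Ranger 7.1.0, whose default counts intronic reads, whereas the other libraries name 6.0.0. In the 956 genes with the most intronic sequence, the median log2 ratio of the IgG over the anti-IL-27 library was 1.07, against -0.25 in the 248 genes without introns, so a gene with long introns cannot be compared directly between these libraries. Cells were integrated and clustered as on day 7, at the resolution of 0.25 that the methods give for day 28.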

We next analyzed the scRNA‐seq data of PbT‐II cells anti‐IL‐27 mAb‐ and IgG‐treated mice on day 28 after infection (Figs 5 and EV3A–C and E). Dimensional reduction and clustering of the cells based on their gene expression profiles identified 7 clusters and their surface markers were visualized by CITE‐seq analysis (Fig 5A–G). 

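Clustering gave 6 clusters, 5 of them named, and each came mostly from a single library. The Tmem-like cluster of 5242 cells had 16 of 20 markers and took 92.9% of its cells from the IgG library, and the Tfh-like cluster of 2075 cells had 14 of 20 and took 87.8%. A pair of Th1-like clusters, of 2498 and 2412 cells with 15 and 26 of 30 markers, took 88.6% and 90.2% of their cells from the anti-IL-27 library. By antibody, 7.25% of the first and 88.8% of the second were KLRG1+, and they are called Th1-like KLRG1- and Th1-like KLRG1+. An interferon-stimulated-like cluster of 318 cells had all 14 markers of its list, and 91.5% of it was IgG. Without integration there were 9 clusters, and in each over 95% of the cells came from a single library.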

For consistency, we numbered these clusters to correspond with the same‐numbered clusters on day 7 that exhibit similar gene signature (Fig 5A, C and E). Two major clusters exhibiting high Th1 signature scores in anti‐IL‐27‐treated mice were named cluster 1* and cluster 1** based on their relation to day 7's cluster 1, although these cells were rare in IgG control on day 28. 

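The Th1-like clusters together held 87.0% (86.0 to 87.9%) of the anti-IL-27 and 6.75% (6.20 to 7.33%) of the IgG cells. The KLRG1- cluster made up 43.9% (42.5 to 45.2%) and 3.68% (3.28 to 4.13%), and the KLRG1+ cluster 43.1% (41.7 to 44.5%) and 3.06% (2.69 to 3.47%). When the named genes did not enter the variable genes, 86.8% and 7.34% of the cells were Th1-like, 47.1% and 6.91% KLRG1- and 39.7% and 0.428% KLRG1+. The shares moved most without integration, where the difference between the mice fell to 33.7 percentage points from 80.2 (79.1 to 81.3), and a cluster of 2358 anti-IL-27 cells stayed unnamed there, with no marker of its best list among its leading genes.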

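To compare genes in groups that no transcript had defined, anti-IL-27 cells of day 28 were taken by protein, 2083 of them CD127+KLRG1- and 1826 CD127-KLRG1+. In the clustering without the named genes, of the former 87.9% lay in the Th1-like KLRG1- cluster, and of the latter 95.8% in the Th1-like KLRG1+ cluster. *Cxcr6* (ENSMUSG00000048521, chromosome 9, 123806475 to 123811760 of GRCm38) had 1322 (1294 to 1349.6) CPM in CD127+KLRG1- and 136 (126 to 146) CPM in CD127-KLRG1+ cells, a log2 ratio of 3.27, and *Cxcr3* had 551 (533 to 569) and 31.6 (26.9 to 36.9) CPM, a log2 ratio of 4.08. *Id2* and *Ifng* differed less, from 823 to 1528 CPM (log2 ratio 0.89) and from 228 to 322 CPM (0.50). Higher in CD127-KLRG1+ cells were *Klf2*, at 2985 (2938 to 3033) against 145 (136 to 154) CPM (log2 ratio -4.36), and *Lgals1*, at 3835 (3782 to 3889.7) against 462 (446 to 479) CPM (-3.05). The log2 ratios of *Itga4* and *Tbx21* were -1.48 and -1.12. All these ratios kept their sign with 10 CPM added, with doublet calls removed, with thinned cells and with isotype-based gates.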

Cluster 1* cells were CD127^+^KLRG1^−^ based on CITE‐Seq and showed high *Id2*, *Ifng*, *Cxcr6*, and *Cxcr3*; Cluster 1** cells were CD127^−^KLRG1^+^ and expressed *Tbx21*, *Lgals1*, *Itga4*, and *Klf2* at high levels and exhibited high Tcmp signature in addition to high Th1 score, suggesting their memory potential (Fig 5E–G). 

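Between the same protein gates of the anti-IL-27 day 28 library, the co-inhibitory genes *Tigit*, *Lag3* and *Pdcd1* were higher in CD127+KLRG1- cells, at 179 (169 to 189.7), 67.7 (61.6 to 74.2) and 107 (99.6 to 115) CPM against 13.0 (10.1 to 16.6), 13.2 (10.2 to 16.8) and 25.9 (21.6 to 30.7) CPM. Their log2 ratios were 3.68, 2.27 and 2.01. On the side of CD127-KLRG1+ cells, *Klrg1* (ENSMUSG00000030114, chromosome 6, 122270596 to 122282882) had 846 (821 to 872) against 6.71 (4.90 to 8.98) CPM, a log2 ratio of -6.78, and *Klrd1* had -6.96. *Cx3cr1* was read at 746 (722 to 769.8) against 9.99 (7.75 to 12.7) CPM, a log2 ratio of -6.09. The log2 ratios of *Zeb2*, *Ccl5* and *S1pr1* were -4.45, -2.43 and -1.89. *Tbx2* gave 0 and 1 UMIs, and 0 UMIs allow up to 0.448 CPM, so a difference was not detectable at this depth. Ranked by log2 ratio among the 6167 genes with at least 200 UMIs, the genes furthest toward CD127+KLRG1- cells were *Xcl1* (5.19), *Rflnb* (4.89), *Serpina3f* (4.59), *Il7r* (4.50) and *Bmp7* (4.42). Furthest toward CD127-KLRG1+ cells were *Gzma* (-8.26), *Klrd1*, *S1pr5* (-6.80), *Klrg1* and *Cx3cr1*. The gates were set on the proteins of *Il7r* and *Klrg1*, so the direction of these genes follows from the gating and is no independent result. The alternative that moved *Tigit* most was a pseudocount of 10 CPM, to 3.04. In the IgG day 28 library, whose 95 CD127-KLRG1+ cells limit the comparison, the ratio between the gates was on the same side for *Cxcr3* (1.97), *Lag3* (1.15) and *Cx3cr1* (-6.48), and on the other side for *Id2* (-0.86), *Ifng* (-1.48) and *Cxcr6* (-0.82). There 66.8% of the CD127+KLRG1- cells were Tmem-like and 90.5% of the CD127-KLRG1+ cells Th1-like in the clustering without the named genes, so the gates hold other classes than with anti-IL-27 mAb.

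**Figure D2:**
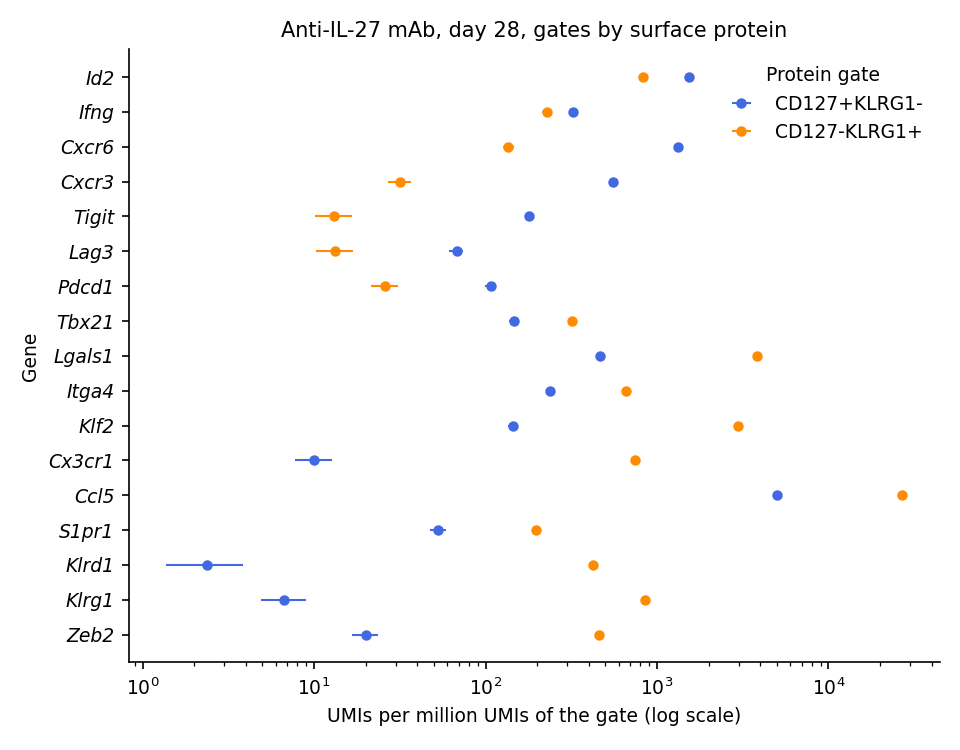
CPM (log axis) of genes the text names for these groups in the CD127+KLRG1- and CD127-KLRG1+ cells of the anti-IL-27 mAb-treated mouse on day 28, with bars for exact 95% Poisson intervals. Points furthest apart are *Klrd1* (log2 ratio -6.96), *Klrg1* (-6.78) and *Cx3cr1* (-6.09). The direction of *Klrg1* follows from the gating on its protein.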

Comparison of the 2 clusters showed that cluster 1* cells are distinguished by their expression of co‐inhibitory genes (*Tigit*, *Lag3*, and *Pdcd1*) and chemokine receptors (*Cxcr6*, *Cxcr3*, and Ccr5), while cluster 1** express genes related to leukocyte migration (*Cx3cr1*, *Ccl5*, *and S1pr1*), killer cell lectin‐like receptors (*Klrg1* and *Klrd1*), and transcription factors (*Klf2*, *Zeb2*, and *Tbx2*) suggesting their differential function (Fig 5H). 

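Outside the Th1-like clusters, 31.5% (26.8 to 36.4%) of the 372 Tmem-like and 37.8% (31.8 to 44.1%) of the 254 Tfh-like anti-IL-27 cells passed the CD127 gate, and 6.18% and 3.94% the KLRG1 gate. In the KLRG1- Th1-like cluster of that library the CD127 gate held 87.7%, and in the KLRG1+ cluster the KLRG1 gate held 94.5%. The 27 interferon-stimulated-like anti-IL-27 cells were CD127+ in 81.5% (61.9 to 93.7%) and KLRG1+ in 7.41% of cases. In the IgG library, whose antibody counts were lower, the CD127 gate held 20.8% of Tmem-like, 16.8% of Tfh-like, 37.5% of interferon-stimulated-like and 20.9% of unnamed cells. The KLRG1 gate held 0.411%, 0.220%, 1.37% and 1.46% of the same IgG classes.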

Clusters 2–6 were CD127^lo^KLRG1^lo^ (Fig 5A and C). Cluster 2 cells, although a minority in anti‐IL‐27 mAb‐treated mice, were present in similar absolute numbers in anti‐IL‐27 mAb‐ and IgG‐treated mice, exhibited a high Tfh signature score, and expressed genes including *Bcl6*, *IL21*, and *Cxcr5* (Fig 5A and D–G). 

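Tfh-like cells made up 23.6% (22.7 to 24.6%) of the IgG and 5.03% (4.44 to 5.67%) of the anti-IL-27 cells, a difference of -18.6 (-19.7 to -17.5) percentage points. At the paper's totals these are 86939 (83463 to 90489) and 133692 (118102 to 150682) cells, a ratio of 1.54. Without integration the shares were 23.5% with IgG and 0.376% with anti-IL-27 mAb, fewer cells with the latter at the same totals. The class was sensitive to the genes that define it, and with the named genes left out a Tfh-like cluster of 528 cells held 5.36% and 2.28%, or 19718 and 60529.9 cells, a ratio of 3.07, next to an unnamed cluster of 1460 cells led by *Egr3* and *Egr2*, all unnamed cells then making up 19.7% and 2.77%. In that smaller cluster *Bcl6* had 170.2 (154 to 188) CPM with IgG and 156 (119 to 201) CPM with anti-IL-27 mAb, a log2 ratio of -0.13, and *Cxcr5* 188 (170.3 to 206) and 293 (241 to 353) CPM, a log2 ratio of 0.64. *Il21* had a log2 ratio of -0.05 there, and in the larger Tfh-like class of the clustering on all variable genes the log2 ratios of *Bcl6* and *Il21* were 0.18 and 0.56.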

Cluster 3 cells comprised the largest cluster in IgG‐treated mice, exhibited high Tmem score and expressed memory phenotype genes including *Tcf7*, *Sell*, *Ccr7*, and *Bcl2* (Fig 5A and D–G). 

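The Tmem-like class held 63.2% (62.1 to 64.3%) of the IgG cells, more than any other class, and 7.37% (6.66 to 8.12%) of the anti-IL-27 cells. Leaving the named genes out changed these shares to 63.6% and 7.63%. Within the class, in 4902 IgG and 385 anti-IL-27 cells, *Tcf7* had 731 (720.1 to 741) and 709 (666 to 754) CPM, a log2 ratio of -0.04. *Ccr7* stood at 343 (336 to 350.2) and 466 (431 to 502) CPM, a log2 ratio of 0.44. *Bcl2*, a gene with 166940 intronic bases compared across the pair of counting modes, had -0.27.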

Cluster 4 was the third largest population in anti‐IL‐27 mAb‐treated mice exhibiting highest Tmem score (Fig 5A, D and E). 

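By size, the Tmem-like class came after the KLRG1- and KLRG1+ Th1-like clusters in the anti-IL-27 library, with 372 of 5048 cells. All of these shared a single cluster with the IgG Tmem-like cells, and no integrated setting gave a Tmem-like cluster that was mostly anti-IL-27, while without integration one of 523 cells was 98.7% anti-IL-27. In the clustering without the named genes, the median score of the Tmem list in this class was 0.559 (SD 0.202) with anti-IL-27 mAb and 0.661 (SD 0.197) with IgG, a difference of -0.101, or -0.0313 in thinned cells. In anti-IL-27 Th1-like cells the same list scored 0.119 and in Tfh-like cells 0.398.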

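The list of 30 Th1 genes stands in for the published signature, whose genes the text does not print. Over the day 28 Tmem-like cells its median score differed by -0.00172 between anti-IL-27 mAb (SD 0.306) and IgG (SD 0.160), and by 0 in thinned cells. That 0 does not exclude a small difference, and a median can miss a shifted part of the cells. In the paper's source data, read with the condition headings exchanged, clusters 3 and 4 hold 27 and 338 anti-IL-27 cells. The Tmem-like class here is not split between them, so its values do not bear on cluster 3 alone. Over the interferon-stimulated-like cells, 28 with anti-IL-27 mAb and 305 with IgG, the difference was 0.597 (SDs 0.294 and 0.210) and 0.435 when thinned. Of single genes, read from UMIs summed over Tmem-like cells with no share of free RNA or of misplaced Th1-like cells taken off, *Ccl5* had 1425 (1364 to 1488) CPM with anti-IL-27 mAb, a log2 ratio over IgG of 4.17, and *Cxcr6* 62.6 (50.4 to 77.0) and 1.24 (0.849 to 1.75) CPM, a log2 ratio of 4.83. *Lgals1* and *Id2* had log2 ratios of 1.73 and 0.53 in these cells, but *Tbx21* -0.69, and *Klrg1* rested on 42 and 2 UMIs. In interferon-stimulated-like cells the ratios of *Ccl5* and *Cxcr6* were 3.48 and 6.18, and those of *Id2* and *Tbx21* 1.62 and 0.52. Scaling by edgeR's TMM factors shifts every ratio of this class by -0.23 and those of the day 28 Th1-like class by 0.19.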

Interestingly, the expression levels of Th1 signature genes in cluster 3 and 5 cells in anti‐IL‐27‐treated mice were higher than those in IgG‐treated mice (Fig 5F). 

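A day 28 cluster of 211 cells, left unnamed, held 206 IgG and 5 anti-IL-27 cells, 2.67% (2.32 to 3.06%) and 0.0990% (0.0322 to 0.231%) of their libraries. Its cells had a median of 2504 UMIs and 3.18% mitochondrial UMIs. Its 50 leading genes had a median of 227080 intronic bases, against 18385 over 9553 tested genes.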

Cluster 6 was detected in IgG control alone. Mapping to the CD4^+^ T cell reference atlas (Andreatta *et al*, 2022) showed that the major populations in PbT‐II cells in the anti‐IL‐27 mAb‐treated mouse had Th1 effector and Th1 memory subsets, while those in the IgG‐treated mouse were Tcm and Tfh memory subsets (Fig EV4E). These features indicate the expansion of unique Th1‐type PbT‐II cells in Pcc‐infected mice when IL‐27 is neutralized during acute infection. 

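Over whole day 28 libraries, which need no clusters, *Cxcr6* had 758 (745 to 772) CPM with anti-IL-27 mAb and 9.56 (8.64 to 10.5) CPM with IgG, the largest log2 ratio (6.17) among the 9559 genes with at least 200 UMIs. *Xcl1* (6.10), *Klrg1* (6.07), *Plac8* (5.40) and *Mmp9* (5.32) followed. At the other end stood *Il31ra* (-10.53), *Cmss1* (-9.81), *Gm19951* (-9.45), *Cdk8* (-8.62) and *Gm15564* (-7.83), and among genes with at most 5000 intronic bases, which the counting of introns can affect least, 3 of these 10 genes (*Cxcr6*, *Xcl1* and *Gm19951*) stayed among the most changed. *Il7r* had 468 (457 to 479) and 99.8 (96.7 to 103) CPM, a log2 ratio of 2.22, and *Ifng* and *Id2* had ratios of 2.44 and 1.76. Lower with anti-IL-27 mAb were *Ccr7* (-2.43) and *Tcf7* (-1.38).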

Taken together, PbT‐II cells in anti‐IL‐27 mAb‐treated and IgG‐treated mice were comprised of clearly distinct subpopulations on day 28 of infection. 

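From IgG to anti-IL-27 mAb, the Th1-like KLRG1- share differed by 40.2 (38.7 to 41.6) and the Th1-like KLRG1+ share by 40.0 (38.6 to 41.5) percentage points. The Tmem-like difference was -55.8 (-57.1 to -54.5) and the interferon-stimulated-like difference -3.24 (-3.73 to -2.76) points. At the paper's totals, Th1-like KLRG1- cells went from 13559 to 1165330 and Th1-like KLRG1+ cells from 11267 to 1145330. With the named genes left out of the variable genes, the former went from 25447 to 1250600 and the latter from 1576 to 1054800, a ratio of 669 in place of 102, but 66.3% of the IgG cells that were CD127-KLRG1+ by protein then lay in the Th1-like KLRG1- cluster. Interferon-stimulated-like cells were 3.78% of IgG and 0.535% of anti-IL-27 cells. The paper attributes the larger population with anti-IL-27 mAb to its Th1-like clusters and a Tmem-like cluster, with a minor Tfh cluster.

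**Figure D3:**
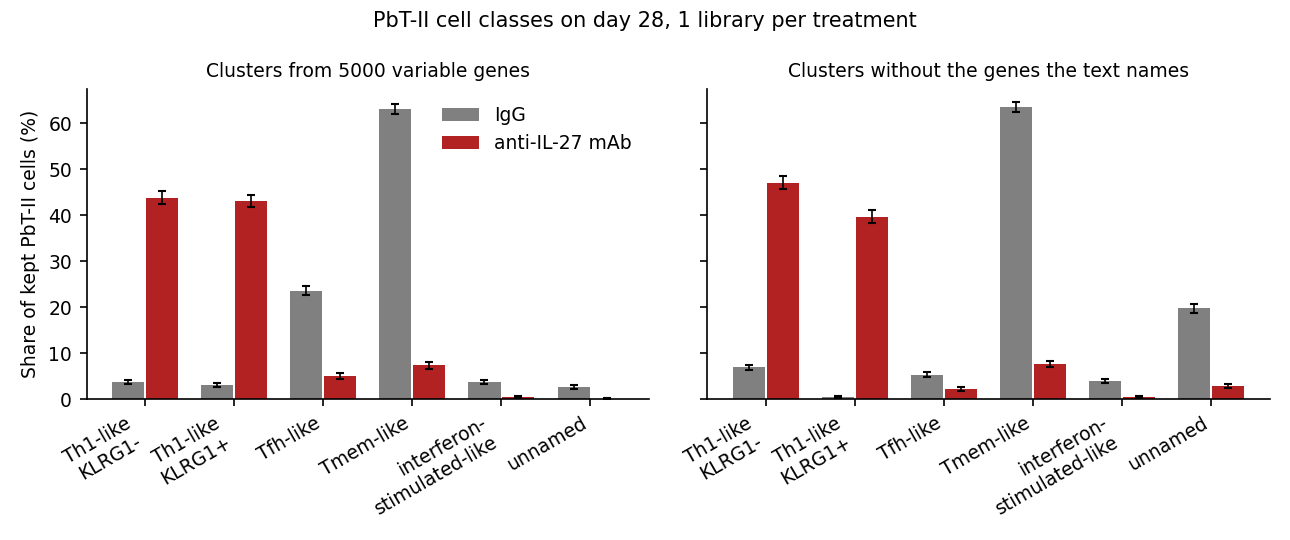
Share of the kept day 28 cells (%) in each class for the IgG-treated and the anti-IL-27 mAb-treated mouse, with bars for exact 95% intervals, in the clustering on all variable genes and in the one without the named genes. In the first, Tmem-like cells are 63.2% of IgG and 7.37% of anti-IL-27 cells.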

The increase in the maintained PbT‐II populations in anti‐IL‐27 mAb‐treated mice at day 28 was due to two major populations of Th1‐like clusters 1* and 1**, and Tmem‐like cluster 4 as well as a minor Tfh cluster.

**Figure EV4:**
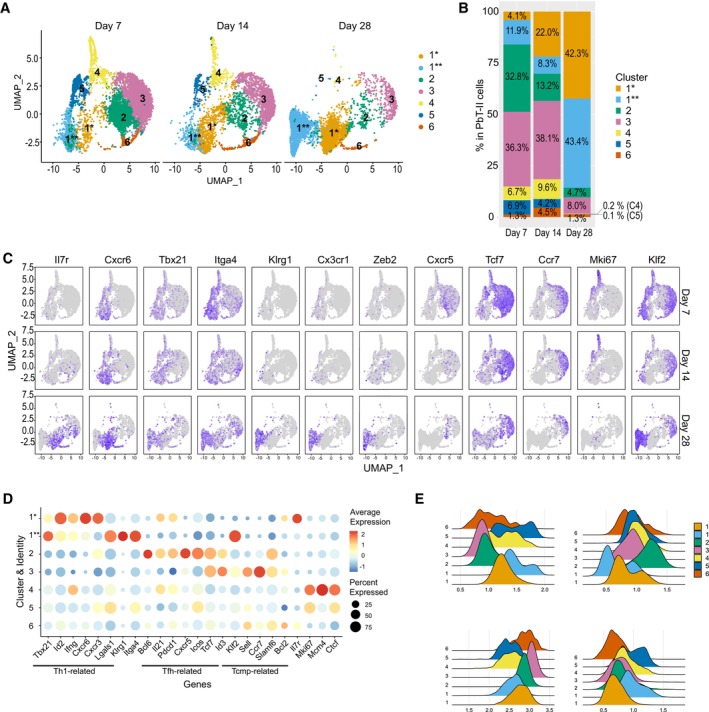
scRNA‐seq analysis suggests transition of CD4^+^ T cell subsets under IL‐27‐neutralization condition. Related to Fig 5 scRNA‐seq data of PbT‐II cells from Pcc‐infected anti‐IL‐27 mAb‐treated mice (day7, 14, and 28) were pooled, and unsupervised clustering was performed.
UMAP plot colored by gene expression clustering.Proportions (%) of each cluster for each time point.Feature plots of indicated genes across cell clusters as distributed in UMAP plots.Dot plots showing the expression of Th1‐, Tfh‐, Tmem‐, and proliferation‐associated genes in each cluster. Dot colors represent the intensity of expression, while dot size represents the proportion of cells with the corresponding expression.Ridge plots of PbT‐II cell clusters showing the expression of published CD4^+^ T cell signature genes (Ciucci *et al*, 2019).

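A further library comes from an anti-IL-27 mAb-treated mouse on day 14 after infection, dosed like the day 28 mice. Of its 3809 barcodes, 3711 had 1000 to 4000 detected genes and were kept, with 21290165 UMIs and a median of 4978 UMIs and 1889 genes per cell. No IgG library of that day was analysed here. The day 7, day 14 and day 28 libraries were integrated and clustered at the resolution of 0.3 that the methods give, which gave 10 clusters, 7 of them named. Of the rest, 744 cells were led by *Cdc20* and *Ccnb2*, 316 by *Shmt1* and *Pus7*, and 105 had a median of 4136 UMIs. Together the unnamed cells made up 10.5% (9.83 to 11.2%) on day 7, 8.81% (7.92 to 9.77%) on day 14 and 0.753% (0.533 to 1.03%) on day 28.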

We next compared scRNA‐seq data of PbT‐II cells in anti‐IL‐27 mAb‐treated mice in transition from acute to chronic infection (Fig EV4). The scRNA‐seq data of PbT‐II cells from day 7, 14, and 28 after infection were dimensionally reduced and their clustering analysis revealed a total of 7 clusters, which were labeled with the same numbering applied to previous cluster analyses (Fig EV4A). 

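Through the time course of the anti-IL-27 mAb-treated mice, Th1-like cells held 14.8% (14.0 to 15.7%) on day 7, 26.8% (25.3 to 28.2%) on day 14 and 85.8% (84.8 to 86.7%) on day 28. The KLRG1- part, a cluster of 2914 cells mostly from day 28 and one of 1520 cells mostly from day 7, held 26.7% (25.3 to 28.2%) on day 14 and 45.8% (44.5 to 47.2%) on day 28. The KLRG1+ cluster of 2017 cells, 99.9% of them from day 28, held 39.9% (38.6 to 41.3%) of that library, 0.0539% (0.00653 to 0.195%) on day 14, and 0 of 7611 cells on day 7, which allows a share of up to 0.0485%. With the named genes left out, the Th1-like share was 15.3%, 31.8% and 86.7%. The step from day 7 to day 14, 11.9 (10.3 to 13.6) percentage points, was the least stable in sign. It became -14.3 points without integration and -1.09 when the cells over 10% mitochondrial UMIs were removed. In the latter a KLRG1- cluster of 3207 cells stayed unnamed, with Th1 markers detected but none among its leading genes. The step from day 7 to day 28, 70.9 points, moved in 5 of 10 alternatives and fell as low as 29.0. With Scrublet doublets removed, the KLRG1- share of day 28 was 1.09%, as such a cluster stayed unnamed there too. By protein, 13.8% (12.7 to 14.9%) of the day 14 cells were CD127+KLRG1- and 1.64% (1.26 to 2.11%) CD127-KLRG1+. The CD127-KLRG1+ share depended on the threshold. It was 29.5% with the 99th percentile of the isotype control, 19.1% with a mixture in each library, 1.75% without centring and 0.377% with depth-scaled counts.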

Cluster 1* and 1**, both corresponding to Th1 cluster on day 7, increase with time and each occupied > 40% on day 28 (Fig EV4B). Cluster 2, corresponding to the Tfh cluster on day 7, was reduced on day 14 and became a minor cluster (< 5%) by day 28. 

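In the time course, Tfh-like cells formed a cluster of 3349 cells and made up 32.7% (31.6 to 33.8%) on day 7, 17.1% (15.9 to 18.3%) on day 14 and 4.50% (3.94 to 5.11%) on day 28. The difference from day 7 was -15.6 (-17.2 to -14.0) percentage points on day 14 and -28.2 (-29.4 to -27.0) on day 28. From the clustering without the named genes, the shares were 31.4%, 11.4% and 3.45%. In whole libraries, *Cxcr5* had 90.4 (88.3 to 92.5), 20.0 (18.1 to 22.0) and 11.7 (10.1 to 13.5) CPM on the successive days and *Bcl6* 46.3 (44.8 to 47.8), 19.2 (17.4 to 21.2) and 16.2 (14.2 to 18.3) CPM, whereas *Il21* had 107, 229 and 59.9 CPM.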

Cluster 3, which corresponds to the Tmem‐like cells on day 7, were maintained through day 14 but became a minor population on day 28. These features suggested a gradual shift in the phenotypes of PbT‐II cells during transition from acute to chronic infection.

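A Tmem-like cluster of 4099 cells held 33.3% (32.3 to 34.4%) of the day 7, 32.0% (30.5 to 33.5%) of the day 14 and 7.43% (6.72 to 8.19%) of the day 28 cells. Between day 7 and day 14 the difference of -1.39 (-3.23 to 0.471) percentage points lay within counting error, and between day 7 and day 28 it was -25.9 (-27.2 to -24.6). The earlier difference ranged from -31.8 without integration to 1.46 points at a lower resolution. With the named genes left out of the variable genes, the shares were 30.9%, 30.0% and 7.41%. *Ccr7* fell from 213 (209 to 216) over 192 (186 to 197.5) to 51.1 (47.7 to 54.8) CPM of the whole libraries.

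**Figure D4:**
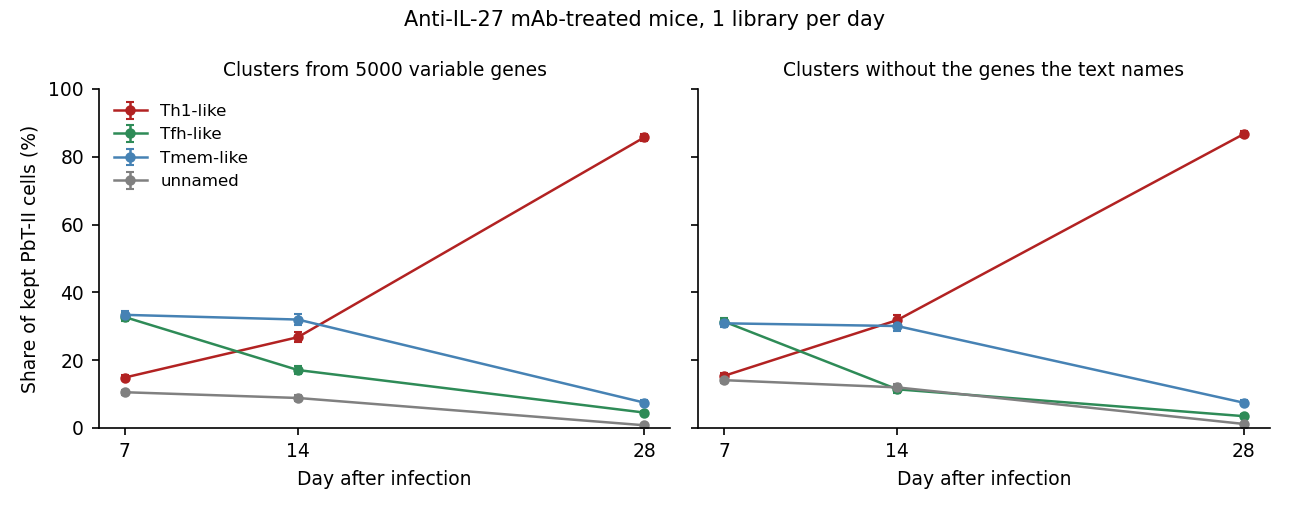
Share of the kept cells (%) in each class of the anti-IL-27 mAb-treated mice on days 7, 14 and 28 after infection, with bars for exact 95% intervals. Tmem-like cells go from 32.0% on day 14 to 7.43% on day 28.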

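Proliferating-like cells held 6.99% (6.43 to 7.59%) on day 7, 9.43% (8.51 to 10.4%) on day 14 and 0.277% (0.152 to 0.465%) on day 28, and interferon-stimulated-like cells 1.62% (1.34 to 1.93%), 5.98% (5.24 to 6.79%) and 1.29% (0.995 to 1.64%). A cluster led by *Cdc20* and *Ccnb2*, 76.6% of it from day 7, is not in the proliferating-like shares, because none of the listed markers was among its leading genes, so the order of the day 7 and day 14 shares rests on the naming rule. Over the whole day 14 library *Il7r* had 45.2 and *Cxcr6* 239.5 CPM, both between their day 7 and day 28 values. On days 7, 14 and 28, *Klrg1* had 3.51, 9.07 and 328 CPM and *Zeb2* 6.27, 25.0 and 188 CPM, with most of the rise after day 14. *Tcf7* fell, at 728, 398 and 259 CPM, and so did *Id3*, at 185, 60.2 and 22.4 CPM. *Ifng* was highest in the middle, at 147, 1193 and 263 CPM. From the changes of these clusters over the days, the paper proposes a gradual shift in the phenotype of PbT-II cells from acute to chronic infection.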

### Active infection is not essential for the maintenance of Th1‐type memory PbT‐II cells

To determine whether live parasites are required for the induction and maintenance of memory CD4^+^ T cells, Pcc‐infected mice with and without anti‐IL‐27 mAb were treated with antimalarial drugs (Fig 6). Antimalarial drug treatment starting 6 days post‐infection did not have significant impact on the proportions of PbT‐II cells in control IgG group on day 28. In anti‐IL‐27 mAb‐treated mice, however, the increase in PbT‐II cells on day 21 after infection was not observed in mice also treated with antimalarial drugs, suggesting its dependence on active infection. Despite this lack of increase, the total number of PbT‐II cells remained higher in antimalarial‐treated anti‐IL‐27 mAb‐treated mice when compared with its IgG‐treated counterpart in both PB and spleen after 28 days of infection (Fig 6B and C). Phenotypically, PbT‐II cells in anti‐IL‐27 mAb‐treated mice exhibited higher proportions of CD127^+^KLRG1^−^, CD127^−^KLRG1^+^, CXCR6^+^, and T‐bet^hi^TCF‐1^lo^ cells than those in control IgG‐treated mice in both antimalarial drug‐treated and untreated mice (Fig 6D and E). These results suggest that the increase of PbT‐II cells between 14 and 21 days of infection is dependent on active infection, while phenotypical differentiation of PbT‐II cells during memory phase is independent of the presence of live parasites during chronic infection.

**Figure 6:**
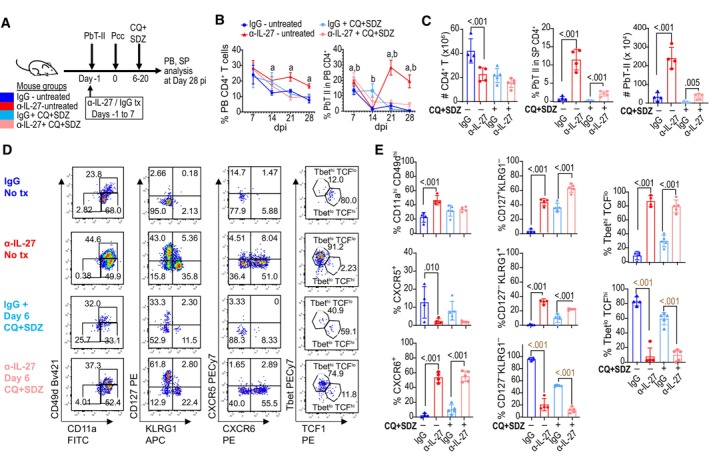
Enhanced memory PbT‐II cells induced by transient IL‐27 neutralization are maintained without live parasites during chronic phase B6 mice were transferred with PbT‐II cells, treated with IgG (blue, light blue) or anti‐IL‐27 mAb (red, pink), and treated (light, blue pink) or not treated (blue, red) with antimalarial drugs starting 6 days after Pcc infection.
Experimental scheme for antimalarial treatment experiment (*n* = 4 for antimalarial untreated groups and *n* = 5 mice for antimalarial‐treated groups).Kinetics of the proportion of CD4^+^ T cells in PB and of PbT‐II cells in PB CD4^+^ T cells during the course of Pcc infection. Small letters indicate significant differences (*P* < 0.05) between IgG vs. anti‐IL‐27 in antimalarial‐untreated (a), and ‐treated (b) mice.Total number of CD4^+^ T cells in the spleen and proportions of PbT‐II cells in CD4^+^ T cells and their total numbers in spleen on day 28 pi.Representative flow cytometry profiles of splenic PbT‐II cells on day 28 pi.Proportions of PbT‐II cells with the indicated phenotype on day 28 pi. Data information: Data are representative of 4 independent experiments. Statistical significance was assessed by Student's t test per time point for (B), and one‐way ANOVA followed by Tukey's multiple comparison test (*P* values (< 0.05) shown in black) or Kruskal–Wallis test with Dunn's *post hoc* tests (*P* values (< 0.05) shown in brown) for (C, E) depending on normality assessment. In (B), “a” corresponds to the *P*‐values of 0.002, < 0.001, and < 0.001 in the left graph and 0.012, < 0.001, and < 0.001 in the right graph for days 14, 21, and 28, respectively, while “b” corresponds to *P*‐values 0.001, 0.024, 0.002, and < 0.001 for days 7, 14, 21, and 28, respectively. Error bars represent SD. Source data are available online for this figure.

Next, we treated mice with antimalarial drug starting at day 21 post‐infection (Fig EV5). The proportion of PbT‐II cells in PB and the number of PbT‐II cells in spleen did not decrease, although the total number of CD4^+^ T cells decreased 14 days after infection (Fig EV5B and C). The proportions of PbT‐II cells expressing CD127, KLRG1, CXCR5, CXCR6, T‐bet, and TCF‐1 were not significantly different between antimalarial treated and untreated mice (Fig EV5D and E). In sum, these results imply that once memory CD4^+^ T cells are induced, their maintenance does not require live parasite infection for more than 14 days.

**Figure EV5:**
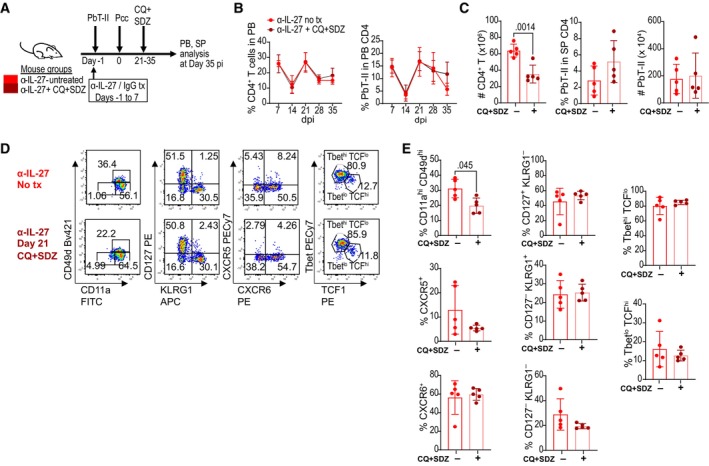
Antimalarial treatment during chronic phase of Pcc infection does not affect the persistence and phenotype of memory PbT‐II cells. Related to Fig 6 B6 mice were transferred with PbT‐II cells, treated with anti‐IL‐27 mAb, and treated (dark red) or not treated (red) with antimalarial drugs starting 21 days after Pcc infection (*n* = 5 biological replicates per treatment group). PB was monitored weekly and PbT‐II cells in the spleen were analyzed 35 days post‐Pcc infection.
Experimental scheme.Kinetics of proportions of CD4^+^ T cells in PB and of PbT‐II cells in PB CD4^+^ T cells.Total number of CD4^+^ T cells in spleen and proportions within CD4^+^ T cells and total number of PbT‐II cells in spleen (*n* = 5 mice/group).Representative flow cytometry profiles of splenic PbT‐II cells on day 35 of Pcc infection.Proportions of PbT‐II cells with the indicated phenotype and those expressing the indicated transcription factors 35 days after Pcc infection (*n* = 5 mice/group). Data information: Representative data of two independent experiments are shown. Statistical significance was assessed by Student's *t* test (*P* values (< 0.05) shown in black) or Mann–Whitney *U* test, depending on normality assessment. Error bars represent SD.

### Memory CD4 T cells induced by IL‐27 neutralization contribute to protective immunity

Finally, we examined whether the immunity induced under IL‐27‐neutralizaion exhibit enhanced recall response against challenge infection. Mice treated with anti‐IL‐27 mAb or control IgG were infected with *P. chabaudi* and treated and not treated with antimalarial drugs without transfer of PbT‐II cells (Fig 7, Appendix Fig S2). Mice were sacrificed 63 days after infection, and splenocytes were examined. Phenotypical analysis did not show significant skewing in lymphocyte composition and CD4^+^ T cell subpopulations between anti‐IL‐27 mAb‐treated and control mice except the reduction of CD11a^hi^CD49d^hi^ CD4^+^ T cells in antimalarial‐treated mice (Figs 7B and EV5B and C). However, production of IFN‐γ by CD4^+^ T cells in response to crude Pcc antigens in antimalarial untreated mice was higher than IgG control, suggesting that memory CD4^+^ T cells were maintained at higher levels in anti‐IL‐27 mAb‐treated mice (Fig 7C). In the nonlymphoid compartment, there was a reduction in the proportion of CD11b^+^Ly6C^hi^ inflammatory monocytes observed in anti‐IL‐27 mAb‐treated antimalarial untreated mice, suggesting that IL‐27 neutralization also has long‐term effect on the non‐lymphoid compartment (Appendix Fig S2C). Levels of anti‐*Plasmodium* IgM and IgG were highest in anti‐IL‐27 mAb‐treated mice without antimalarial therapy (Fig 7D). Among IgG isotypes we observed a significant difference between IgG and anti‐IL‐27 mAb‐treated mice only in IgG1 levels (Fig 7E). IgG cross reactive to *P. berghei* ANKA (PbA) antigens was also higher in anti‐IL‐27 mAb‐treated mice (Fig 7F). We used a previously established re‐challenge infection model with heterologous virulent parasites, PbA (Nakamae *et al*, 2019). Mice were challenged with PbA 63 days after Pcc infection, and the protective ability was evaluated. In anti‐IL‐27 mAb‐treated antimalarial‐untreated mice, the levels of parasitemia reduced and clinical score recovered after 10 days of infection, and mice survived the infection, while parasitemia levels continued to increase, clinical scores continued to increase, and body weights reduced in all other three groups, with mice eventually succumbing to death (Fig 7G). We also evaluated whether the protective ability of Pcc‐primed mice after rechallenge with *Plasmodium* parasites was improved in anti‐IL‐27 mAb‐treated mice. However, these mice barely exhibited parasitemia after rechallenge with homologous Pcc due to strong protective immunity, as reported previously (Achtman *et al*, 2007). Taken together, these results denote that neutralization of IL‐27 during acute infection induced and maintained cellular and humoral immune responses that are protective against recall challenge infection, although chronic infection is required for the maintenance of the protective ability.

**Figure 7:**
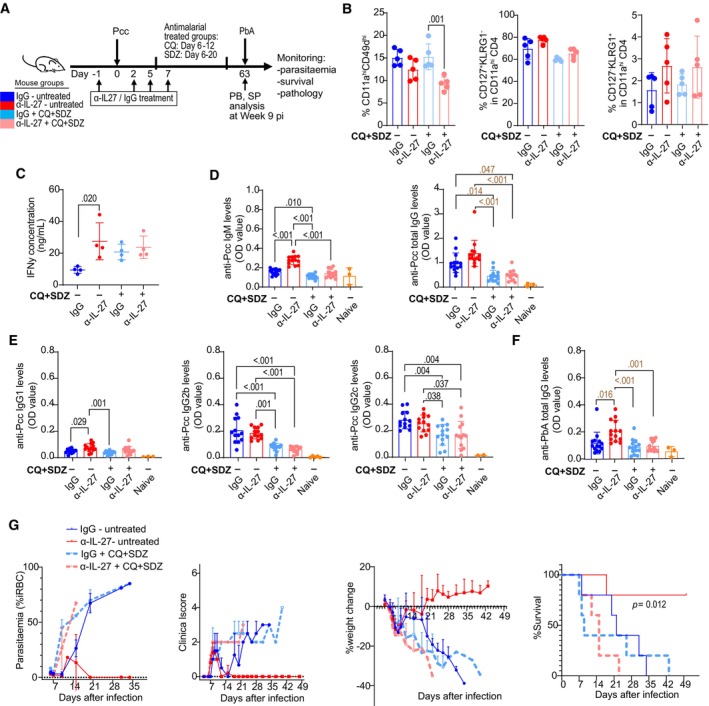
Transient IL‐27 neutralization induces long‐lasting protective immunity against challenge infection with heterologous parasites B6 mice were treated with IgG (blue, light blue) or anti‐IL‐27 mAb (red, pink), infected with Pcc, and treated (light blue, pink) or not (blue, red) with antimalarial drugs. PB profiles were monitored weekly. Splenocytes were examined at 63 dpi (B‐F), or mice were challenged with PbA at 63 days post‐Pcc infection and monitored post‐PbA infection (G).
AExperimental scheme.B–FSplenocytes and serum were examined 63 days after infection. (B) Summary of the proportions of CD11a^hi^CD49d^hi^ cells in splenic CD4^+^ T cells, and the proportions of CD127^+^KLRG1^−^ and CD127^−^KLRG1^+^ cells in CD11a^hi^CD4^+^ T cells (*n* = 4 mice/group). (C) IFN‐γ production as determined by ELISA of splenic CD4^+^ T cells purified and cultured in the presence of dendritic cells and crude Pcc antigens for 48 h (*n* = 4 mice/group). (D‐F) Levels of anti‐Pcc IgM and IgG (D), IgG subclasses (E), and anti‐PbA cross‐reactive IgG (F) in the serum (*n* = 13 mice/group). Pooled data from 3 experiments (4–5 mice/ group) are shown. Serum from uninfected mice (naïve, *n* = 3 mice) was used as negative control.GParasitemia, clinical scores, body weight, and survival were monitored after challenge infection with PbA at day 63 post‐Pcc pi (4 mice/group). Survival was assessed using log‐rank test. Data information: Representative data of 2 independent experiments are shown before (B, C) and after challenge infection (G). Statistical significance assessed by one‐way ANOVA followed by Tukey's multiple comparison test (*P* values (< 0.05) shown in black) or Kruskal–Wallis test with Dunn's *post hoc* tests (*P* values (< 0.05) shown in bown), depending on normality assessment. Error bars represent SD. Source data are available online for this figure.

## Discussion

This study shows that IL‐27 produced during the acute phase of malaria infection quantitatively and qualitatively modulates the induction and maintenance of memory CD4^+^ T cells. Monitoring of the *Plasmodium* specific‐CD4^+^ T cells, PbT‐II, showed that they exhibit biphasic expansion in the absence of IL‐27. The first phase derived from clonal expansion of activated CD4^+^ T cells resulting in the generation of Th1 and Tfh effector cells as well as memory precursor‐like cells, followed by their contraction. The second expansion phase came between 2 and 3 weeks after infection, dominated by the expansion of Th1‐type memory cells, which remained for a long time thereafter during chronic infection. In a classical model of *P. chabaudi* infection, it was proposed that CD4^+^ T cells undergo biphasic activation; IFN‐γ producing Th1‐type CD4^+^ T cells, followed by antibody‐helper‐type response which were earlier proposed to be Th2 and later described as predominantly Tfh cells (Perez‐Mazliah & Langhorne, 2014; Soon & Haque, 2018). We found that IL‐27 is critical regulator that switches Th1 dominance to Tfh type response during *P. chabaudi* infection. Our study also shows that this second expansion phase of malaria‐specific CD4^+^ T cells is not a direct effect of IL‐27 inhibition, since inhibition with anti‐IL‐27 Ab starting 11 days of infection had no such effect. Rather, inhibition of IL‐27 during the initial 7 days of infection was critical, suggesting that IL‐27 inhibits the generation of memory precursor CD4^+^ T cells that were destined toward differentiation to Th1‐type. Several studies suggest that memory CD4^+^ T cell fate is determined early during infection with Pcc. Memory precursor CD4^+^ T cells are detected among those with effector differentiation during early activation of lymphocytic choriomeningites virus (LCMV) infection and these cells exhibited a gene signature that distinguishes memory precursors (Tcmp) from effectors supporting for an early decision of memory precursors (Harrington *et al*, 2008; Marshall *et al*, 2011; Pepper & Jenkins, 2011; Ciucci *et al*, 2019). In *Plasmodium* infection model, the decision of Th1‐Tfh fate is suggested to be made early after activation by studies on the endogenous TCRαβ sequences in PbT‐II cells and by cell transfer experiments (Soon *et al*, 2020). Our study indicates that the critical time span of the effective IL‐27 neutralization is limited to a short period during early activation of specific CD4^+^ T cells, revealing the critical window of T cell activation for fate determination towards memory generation. IL‐27 is produced mainly by myeloid cells including macrophages and dendritic cells in response to Toll‐like receptor‐dependent signaling as well as immune stimuli such as type I and type II IFNs (Yoshida & Hunter, 2015). IL‐27 may directly modulate precursor memory CD4^+^ T cells as observed in the gene expression patterns during acute infection. Alternatively, early IL‐27 neutralization might have long‐term effects on the environment of T cell response in a way that predominantly induce high levels of Th1‐type memory cells. Further studies will reveal details of molecular mechanisms that underlie the modulation of memory CD4^+^ T cell generation during early activation and their maintenance.

Previous studies of scRNA‐seq analysis on PbT‐II cells suggested that CD4^+^ T cells bifurcate to Th1 and Tfh differentiation at a single‐cell level during acute Pcc infection and these cells transit to memory cells while partially retaining effector phenotypes (Lonnberg *et al*, 2017; Soon *et al*, 2020). However, our study identified PbT‐II cells that do not belong to either Th1 or Tfh on day 7 of Pcc infection and exhibit high Tmem scores. These may include memory precursor cells that differentiate in parallel to effector cells. Th1‐type cells on day 7 also exhibited high Tcmp scores, suggesting their potential as memory precursors (Ciucci *et al*, 2019). While adoptive transfer experiments may resolve the relationship between memory precursor and their progenies, the limited ability of CD4^+^ T‐cell expansion *in vivo* after adoptive transfer hampered these studies. Nonetheless, during chronic infection, majority of the PbT‐II cells exhibited the gene expression signatures of Th1 effector and memory in mice, in which IL‐27 was neutralized during acute infection, suggesting the generation of Th1 memory‐like characteristics is inhibited by IL‐27 produced during acute phase of malaria infection.

Circulating memory CD4^+^ T cells are categorized into CCR7^+^CD62L^hi^CD45RA^−^ central memory (T_CM_) and CCR7^−^CD45RA^−^ effector memory (T_EM_) subsets based on their trafficking potential (Sallusto *et al*, 1999). Studies using Pcc infection model demonstrated that T_EM_ cells are the major memory cells during chronic infection, which produce cytokines and participate in the control of parasitemia, while T_CM_ were induced after short‐term exposure to parasites with infection followed by the drug treatment (Stephens & Langhorne, 2010; Opata *et al*, 2018). We demonstrated that memory type PbT‐II cells induced without IL‐27 were phenotypically and functionally distinct from those induced in IL‐27 sufficient mice. Furthermore, scRNAseq analysis clearly demonstrated that largely nonoverlapping populations of PbT‐II cells are induced in IL‐27‐mAb‐treated and IgG‐treated mice. We identified three populations of PbT‐II cells in IL‐27 neutralized mice: CD127^+^KLRG1^−^, CD127^−^KLRG1^+^, and CD127^−^KLRG1^−^ PbT‐II cells. While both CD127^+^KLRG1^−^ (cluster 1*) and CD127^−^KLRG1^+^ (cluster 1**) populations expressed Th1‐like gene signatures, they are distinct in their gene expression and function. CD127^+^KLRG1^−^ cells expressed higher levels of *Id2*, *Ifng*, Cxcr6, and *Cxcr3*, genes, produced less IFN‐γ and TNF in response to antigenic peptide, and proliferated less *in vivo* when compared with CD127^−^KLRG1^+^ cells. These cells also express *Bcl2* at high level suggesting their memory potential. CD127^−^KLRG1^+^ cells expressed higher levels of *Tbx21*, *Lgals1*, *Klf2*, *Cx3cr1*, *Ccl5* and produce proinflammatory cytokines and proliferate more than CD127^+^KLRG1^−^ cells. Recent studies reported KLRG1^hi^CD127^lo^ effector‐like long‐lived memory CD8^+^ T cells in mice with chronic viral infection that can survive long‐term, have robust effector function, and are effective in clearance of pathogens against rechallenge infection, and also sensitive to checkpoint blockade therapy (Olson *et al*, 2013; Hudson *et al*, 2019; Renkema *et al*, 2020). Not only KLRG1 protein expression but the transcriptional profile of CD127^−^KLRG1^+^ cells is comparable to those CD8^+^ T cells; both express high levels of transcription factors (*Tbx21*, *Klf2*, *Zeb2*), killer cell lectin‐like receptors (*Klrg1*, *Klrd*), and genes related to leukocyte migration (*Cx3cr1*, *Ccl5*, *S1pr1*). These features suggest that a common genetic program may exist among unique CD4^+^ and CD8^+^ T cell subsets, which allow their long‐term survival and effector function during chronic infection, that is critical for the maintenance of protective immunity in the face of ongoing low‐level infection.

Treatment of Pcc‐infected mice with antimalarial drug starting 6 days after infection prevented second wave of PbT‐II expansion induced under IL‐27 neutralizing condition. However, the development of CD127^+^KLRG1^−^ and CD127^−^KLRG1^+^ cells was unaffected by the antimalarial drug treatment implying that their development is independent of their second expansion. Furthermore, both cell types were stably maintained after clearance of *Plasmodium* infection with antimalarial drug treatment starting 21 days after infection, suggesting that they are not short lived. Therefore, IL‐27‐sensitive fate decision of PbT‐II cell differentiation occurs early after Pcc infection and that, once the decision is made, active infection is not required for their maintenance. Among PbT‐II subpopulations on day 28 after infection in anti‐IL‐27 mAb‐treated mice, KLRG1^−^CD127^−^ cells were a minor population but exhibited the highest Tmem signature. Further studies will be required to determine whether these cells can replenish CD127^+^KLRG1^−^ and CD127^−^KLRG1^+^ populations during Pcc chronic infection.

Mice infected with Pcc under IL‐27 neutralization condition were resistant against challenge infection with heterologous parasite, PbA. CD4^+^ T cells from these mice exhibited higher IFN‐γ production in response to *Plasmodium* antigen and higher anti‐*Plasmodium* antibodies in the serum 63 days after infection. However, this protective immune memory was dependent on active infection with Pcc since antimalarial treatment abrogated the maintenance of the protective immunity. This is consistent with the previous study showing that T cells from chronically infected mice protected better than those from mice that were treated with antimalarial drug, implying a critical role for persistent infection in the maintenance of protective memory CD4^+^ T cells (Stephens & Langhorne, 2010). Our study showed that not only cellular immunity but also humoral immunity was improved in chronically infected mice after early IL‐27 neutralization. The antibody response in malaria appears to be dominated by long‐lasting somatically hypermutated high affinity IgM memory B cells, and early secondary response is dominated by IgM responses in both T‐dependent and T‐independent manner as shown in human study and Pcc infection model (Krishnamurty *et al*, 2016). Among Ig isotypes, we showed that anti‐*Plasmodium* IgM levels were affected more than IgG responses by IL‐27 blockade. We speculate that IL‐27 neutralization might have direct effect on B cell compartments in addition to augmenting the maintenance of memory helper T cells.

The immune response in malaria has biphasic roles: prevention of the infection and host damage. The regulatory role of IL‐27 is critical in preventing host pathology by exacerbated Th1‐type immune responses as shown in studies of malaria models using IL‐27 receptor‐deficient mice (Findlay *et al*, 2010; Villegas‐Mendez *et al*, 2013; Yui & Inoue, 2020). Our study identified the critical window of CD4^+^ T cell activation and differentiation during *Plasmodium* infection that is targeted by IL‐27, in which its transient neutralization enhances memory CD4^+^ T cells and improves protection against challenge infection without exacerbated immune responses. IL‐27 levels are increased in individuals infected with *P. falciparum* (Otterdal *et al*, 2020), and this study opens a possibility to improve the host protective immune response while preventing tissue damage due to exacerbated immune responses. Finally, these findings show how the absence of IL‐27 enhances memory during malaria, suggesting potential applications in the development of vaccines and other strategic interventions.

## Materials and Methods

### Reagents and Tools table

**Table:** 

Reagent/Resource	Reference or source	Identifier or catalog number
**Experimental models**		
C57BL/6 mice	SLC	N/A
Mouse: *p28* ^−/−^	Hiroki Yoshida (Saga University)	Kimura *et al* (2016)
Mouse: *EBI3* ^−/−^	Hiroki Yoshida (Saga University)	Igawa *et al* (2009)
Mouse: B6.SJL (CD45.1+)	Available from Jackson Laboratory	
PbT‐II mice	William R Heath (University of Melborne)	Fernandez‐Ruiz *et al* (2017)
*Plasmodium chabaudi chabaudi* AS	Richard Culleton (Ehime University)	
*Plasmodium berghei* ANKA	Masao Yuda (Mie University)	
**Antibodies**		
Anti‐mouse CD4 BV711 (1:500 dilution for surface marker staining panel)	Biolegend	Clone: GK1.5; 100447; RRID: AB_2564586
Anti‐mouse CD4 FITC (1:250 in intracellular cytokine staining panel)	Biolegend	Clone: GK1.5; 100406; RRID: AB_312691
Anti‐mouse CD4 APC/Cy7 (1:500 dilution for PbT‐II cell sorting)	Biolegend	Clone: GK1.5; 100414; RRID: AB_312699
Anti‐mouse CD4 Pacific blue (1:500 dilution for surface marker staining panel, 1:250 in intracellular cytokine staining panel)	Biolegend	Clone: GK1.5; 100428; RRID: AB_493647
Anti‐mouse CD11a FITC (1:500 dilution for surface marker staining panel)	Biolegend	Clone: M17/4; 101106; RRID: AB_312779
Anti‐mouse CD49d BV421 (1:500 dilution for surface marker staining panel, 1:250 in intracellular cytokine staining panel)	BD OptiBuild™	Clone: 9C10 (MFR4.B); 740016; RRID: AB_2739788
Anti‐mouse CD8a APC/Cy7 (1:500 dilution for surface marker staining panel, 1:250 in intracellular cytokine staining panel)	Biolegend	Clone: 53‐6.7; 100714; RRID: AB_312753
Anti‐mouse CD45.1 APC (1:500 dilution for PbT‐II cell sorting)	Biolegend	Clone: A20; 110714; RRID: AB_313503
Anti‐mouse CD45.1 APC/Cy7 (1:500 dilution for surface marker staining panel, 1:250 in intracellular cytokine staining panel)	Biolegend	Clone: A20; 110716; RRID: AB_313505
Anti‐mouse CD45.2 BV605 (1:500 dilution for surface marker staining panel, 1:250 in intracellular cytokine staining panel)	Biolegend	Clone: 104; 109841; RRID: AB_2563485
Anti‐mouse CD3ε BV510 (1:500 dilution for surface marker staining panel)	Biolegend	Clone: 145‐2C11; 100353; RRID: AB_2565879
Anti‐mouse TCR β chain FITC (1:500 dilution for PbT‐II cell sorting)	Biolegend	Clone: H57‐597; 109205; RRID: AB_313428
Anti‐mouse TCR β chain BV510 (1:500 dilution for surface marker staining panel, 1:250 in intracellular cytokine staining panel)	BD Horizon™	Clone: H57‐597; 563221; RRID: AB_2738078
Anti‐mouse CD279 (PD‐1) PE/Cy7 (1:500 dilution for PbT‐II cell sorting)	Biolegend	Clone: 29F.1A12; 135215; RRID: AB_10696422
Anti‐mouse/human KLRG1 (MAFA) APC (1:500 dilution for surface marker staining panel, 1:250 in intracellular cytokine staining panel)	Biolegend	Clone: 2F1/KLRG1; 138412; RRID: AB_10641560
Anti‐mouse CD185 (CXCR5) PE/Cy7 (1:100 dilution for surface marker staining panel, 1:50 in intracellular cytokine staining panel)	Biolegend	Clone: L138D7; 145515; RRID: AB_2562209
Anti‐mouse CD127 (IL‐7Rα) FITC (1:100 dilution for surface marker staining panel, 1:50 in intracellular cytokine staining panel)	Biolegend	Clone: A7R34; 135008; RRID: AB_1937232
Anti‐mouse CD127 (IL‐7Rα) PE (1:500 dilution for surface marker staining panel, 1:250 in intracellular cytokine staining panel)	Biolegend	Clone: A7R34; 135010; RRID: AB_1937251
Anti‐mouse CD127 (IL‐7Rα) BV711 (1:200 dilution for surface marker staining panel, 1:100 in intracellular cytokine staining panel)	Biolegend	Clone: A7R34; 135035; RRID: AB_2564577
Anti‐mouse/human GL7 Antigen PE (1:500 dilution for surface marker staining panel)	Biolegend	Clone: GL7; 144607; RRID: AB_2562925
Anti‐mouse CD186 (CXCR6) PE (1:500 dilution for surface marker staining panel)	Biolegend	Clone: SA051D1; 151103; RRID: AB_2566545
Anti‐mouse CD186 (CXCR6) FITC (1:500 dilution for surface marker staining panel, 1:250 in intracellular cytokine staining panel)	Biolegend	Clone: SA051D1; 151107; RRID: AB_2572144
Anti‐mouse Ki‐67 PE/Cy7 (1:200 dilution)	Biolegend	Clone: 16A8; 652425; RRID: AB_2632693
Anti‐T‐bet PE/Cy7 (1:200 dilution)	Biolegend	Clone: 4B10; 644824; RRID: AB_2561761
Anti‐TCF‐7/TCF‐1 PE (1:200 dilution)	BD Pharmingen™	Clone: S33‐966; 564217; RRID: AB_2687845
Anti‐human/mouse Bcl‐6 PE (1:20 dilution)	Biolegend	Clone: 7D1; 358504; RRID: AB_2562152
Anti‐mouse IFN‐γ Alexa Fluor® (1:200 dilution)	Biolegend	Clone: XMG1.2; 505813; RRID: AB_493312
Anti‐mouse TNF‐α PerCP/Cy5.5 (1:200 dilution)	Biolegend	Clone: MP6‐XT22; 506322; RRID: AB_961434
Anti‐mouse IL‐10 PE (1:200 dilution)	Biolegend	Clone: JES5‐16E3; 505008; RRID: AB_315362
Anti‐mouse IL‐2 PE/Cy7 (1:200 dilution)	Biolegend	Clone: JES6‐5H4; 503832; RRID: AB_2561750
Rat IgG2a, κ Isotype Ctrl FITC (1:500 dilution for surface marker staining, 1:200 in intracellular cytokine staining)	Biolegend	Clone: RTK2758; 400506; RRID: AB_2736919
Armenian Hamster IgG Isotype PE (1:500 dilution for surface marker staining, 1:200 in intracellular cytokine staining)	Biolegend	Clone: HTK888; 400908; RRID: AB_326593
Armenian Hamster IgG Isotype APC (1:500 dilution for surface marker staining, 1:250 in intracellular cytokine staining)	Biolegend	Clone: HTK888; 400912
Mouse IgG1, κ Isotype PE/Cy7 (1:500 dilution for surface marker staining, 1:200 in intracellular cytokine staining)	Biolegend	Clone: MOPC‐21; 400126; RRID: AB_326448
Rat IgG2a, κ Isotype BV421 (1:500 dilution)	BD Horizon	Clone: R35‐95; 562602; RRID: AB_11153860
Rat IgG1, κ Isotype PerCP‐Cy5.5 (1:500 dilution for surface marker staining, 1:250 in intracellular cytokine staining)	Biolegend	Clone: RTK2071; 400425
Purified anti‐mouse CD16/32 (1:500 dilution)	Biolegend	Clone: 93; 101302; RRID: AB_312801
InVivoMAb anti‐mouse IL‐27 p28 (250 ug per mouse)	Bio X Cell	Clone: MM27.7B1; BE0326; RRID: AB_2819053
IgG from rat serum (250 ug per mouse)	Sigma‐Aldrich	I4131‐50MG; RRID: AB_1163627
TotalSeq™‐C0250 anti‐mouse/human KLRG1 (MAFA; 1:500 dilution)	Biolegend	Clone: 2F1/KLRG1; 138433; RRID: AB_2800649
TotalSeq™‐C0198 anti‐mouse CD127 (IL‐7Rα; 1:500 dilution)	Biolegend	Clone: A7R34; 135047; RRID: AB_2819874
TotalSeq™‐C0078 anti‐mouse CD49d (1:500 dilution)	Biolegend	Clone: R1‐2; 103633; RRID: AB_2860605
TotalSeq™‐C0238 Rat IgG2a (1:500 dilution)	Biolegend	Clone: RTK2758; 400577
**Chemicals, enzymes and other reagents**		
PbT‐II peptide	SIGMA Genosys	Custom order
7‐amino‐actinomycin D (7AAD)	Cayan Chemical Company	Cat # 11397
CD11c MicroBeads UltraPure, mouse	Miltenyi Biotech	Cat # 130‐125‐835
Chloroquine diphosphate	Sigma	Cat# C6628
Sulfadiazine	Sigma	Cat# S6387
Phorbol 12‐myristate 13‐acetate (PMA)	Cayan Chemical Company	Cat # 10008014
Ionomycin	Cayan Chemical Company	Cat # 10004974
Brefeldin A	Cayan Chemical Company	Cat # 11861
Crude Pcc antigen	Prepared in Lab	N/A
Crude PbA antigen	Prepared in Lab	N/A
**Software**		
*Include version where applicable*		
FlowJo 10	TreeStar	RRID:SCR_008520
Prism 9	GraphPad https://www.graphpad.com	RRID:SCR_002798
R version 4.2.1	R Project https://www.r‐project.org	
Cell Ranger	10X Genomics	
Seurat 4.2.0	https://satijalab.org/seurat/	
Metascape 3.5	http://metascape.org Zhou *et al* (2019)	
**Other**		
CD4^+^ T cell Isolation Kit, mouse	Miltenyi Biotech	Cat # 130‐104‐454
Foxp3/Transcription Factor Staining Buffer Set	eBioscience	Cat # 00‐5523‐00
Fixation/Permeablization Kit	BD Cytofix/Cytoperm™	Cat # 554714; RRID: AB_2869008
Chromium Next GEM Single Cell 5' v2 Reagent kits (Dual Index)	10X Genomics	1000265
Chromium 5′ Feature Barcode Kit, 16 rxns	10X Genomics	1000256
Chromium NEX GEM Chip K Single Cell Kit, 16 rxns	10X Genomics	1000287
Chromium Dual Index Kit TT Set A, 96 rxns	10X Genomics	1000215
Chromium Dual Index Kit TN Set A, 96 rxns	10X Genomics	1000250
SPRIselect	Beckman Coulter Genomics	B23317
High Sensitivity DNA Analysis Kits	Agilent Technologies	Cat # 5067‐4626

### Methods and Protocols

#### Mice

*Il‐27* ^−/−^ and *Ebi3* ^−/−^ mice were described previously (Igawa *et al*, 2009; Kimura *et al*, 2016). PbT‐II mice (Fernandez‐Ruiz *et al*, 2017) were generously provided by Dr. W.R. Heath and crossed with B6.SJL‐Ptprc mice (CD45.1^+^) to generate CD45.1^+^ PbT‐II mice. C57BL/6 (B6) mice were purchased from SLC (Shizuoka, Japan), and B6.SJL mice were bred in‐house and maintained at controlled pathogen‐free conditions in the Laboratory Animal Center for Animal Research at Nagasaki University. Mice were used at 8–12 weeks of age and were age and gender matched for each experiment. All mice were maintained in the Laboratory Animal Center for Animal Research at Nagasaki University. Animal experiments were performed with approval from the Institutional Animal Care and Use Committee of Nagasaki University (#2003091602) and were conducted according to the guidelines for Animal Experimentation at Nagasaki University.

#### *Plasmodium* parasites and antimalarial drug treatment

*Plasmodium chabaudi chabaudi* AS (Pcc) is a cloned parasite, which is originally from Dr. Richard Carter and David Walliker's rodent malaria parasite collection at the University of Edinburgh (Stephens *et al*, 2012), and was obtained from Dr. R Culleton (Ehime University, Ehime, Japan). *P. berghei* ANKA (PbA) was originally obtained from Dr. RE Sinden (Imperial College London, UK) and kindly provided by Dr. M Yuda (Mie University, Mie, Japan). Cryopreserved Pcc and PbA parasites were passaged through B6 mice before use in infecting experimental mice. Mice were infected with infected red blood cells (iRBC; 5 × 10^4^) intraperitoneally (i.p.), and parasitemia was monitored from 4 days post‐infection (dpi) by observing thin blood smears stained with a diff‐quick procedure (Sysmex, Kobe, Japan).

For antimalarial drug treatment, chloroquine (10 μg/g body weight; Sigma) was administered i.p. from 6 or 21 dpi for 7 days, and sulfadiazine in drinking water (30 mg/l; Sigma) starting on the same day for 14 days unless otherwise specified in the experimental schemes.

#### Neutralization of IL‐27 *in vivo*

For IL‐27 neutralization, anti‐IL‐27p28 mAb (250 ug/mouse; Clone: MM27.7B1; Bio X Cell) was injected i.p. 1 day before and 2, 5, 7 days after Pcc infection, unless otherwise specified in the experimental schemes. Rat IgG (250 μg/mouse; Sigma‐Aldrich) was administered to control groups following the same dose intervals as experimental groups.

#### Flow cytometry

Peripheral blood (PB) was collected from the tail vein of mice during monitoring, and by cardiac puncture when mice were sacrificed. Single‐cell suspensions were prepared from spleen, and red blood cells in PB and spleen were lysed using Gey's solution. After incubation with anti‐Fcγ receptor mAb (purified antimouse CD16/32; Clone: 93; Biolegend), cells (3 × 10^6^) were stained for surface markers for 30 min at 4°C. Isotype control antibodies were used to assess staining of specific markers. Antibodies used for multiple panels of flow cytometry analysis are listed in the Reagents and Tools table. 7‐amino‐actinomycin D (7AAD; Cayan Chemical Company) was used to excluded dead cells from analysis.

For intracellular staining of transcription factors (TF), splenocytes were treated with anti‐Fcγ receptor mAb (Clone: 93; Biolegend), stained for surface markers, fixed, and permeabilized using a Foxp3/Transcription Factor Staining Buffer set (eBioscience) following the manufacturer's instructions. The TF antibodies used were antimouse Ki‐67 PE/Cy7 (Clone: 16A8; Biolegend), anti‐T‐bet PE/Cy7 (Clone: 4B10; Biolegend), anti‐TCF‐7/TCF‐1 PE (Clone: S33‐966; BD Pharmingen™), and antihuman/mouse Bcl‐6 PE (Clone: 7D1; Biolegend). Fixed/permeabilized cells were incubated with antibodies specific for T‐bet and TCF1 in permeabilization buffer for 1 h at 4°C and for Bcl6 and Ki67 for 1 h at room temperature.

For analysis of cytokine production, cells were cultured in R10 medium (RPMI 1640 with 10% fetal calf serum (FCS), 2 mM glutamine, penicillin/streptomycin, 2‐mercaptoethanol (5 × 10^−5^ M), 0.1 mM nonessential amino acids, and 1 mM sodium pyruvate) in the presence of brefeldin A (10 μg/ml; Cayan Chemical Company). Splenocytes (2 × 10^6^) were stimulated with PMA (25 ng/ml; Cayan Chemical Company) and ionomycin (1 μg/ml; Cayan Chemical Company) for 4 h at 37°C in a humidified atmosphere of 5% CO_2_. For stimulation with antigenic peptide, DCs were prepared from splenocytes of naïve B6 using anti‐CD11c magnetic‐activated cell sorting (MACS) microbeads (Miltenyi Biotech) and AutoMACS cell separator (Miltenyi Biotech) and were pulsed with PbT‐II peptide (2 μM; SIGMA Genosys; Enders *et al*, 2021) for 1 h. The peptide was custom synthesized by SIGMA Genosys (Sigma‐Aldrich Japan, Tokyo, Japan). CD4^+^ T cells were purified from splenocytes by magnetic separation using anti‐CD4 IMag beads (BD Biosciences) and were cultured with peptide‐pulsed DCs for 4 h at 37°C in a humidified atmosphere of 5% CO_2._ After culture, cells were surface stained, fixed for 20 min using Cytofix/Cytoperm™ (BD Biosciences), and stained with anti‐cytokine mAbs in permeabilization buffer. Analysis of the stained cells was performed using a LSRFortessa X‐20 cell analyzer (BD Biosciences) and FlowJo software.

#### scRNA‐seq sample and library generation

B6 mice were transferred with PbT‐II cells, infected with Pcc, and were treated with control IgG or anti‐IL‐27 mAb between −1 and 7 days after infection with 1 mouse for each time point. Spleen cells were prepared 7 and 28 days after infection for IgG control and 7, 14, and 28 days after infection for anti‐IL‐27 mAb‐treated groups. CD4^+^ T cells were prepared from spleen using mouse CD4^+^ T cell Isolation Kit (Miltenyi Biotech) and AutoMACS cell separator (Miltenyi Biotech) according to manufacturer's instructions. Enriched CD4^+^ T cells, which included PbT‐II cells, were incubated with a panel of TotalSeq™ ‐C antibodies (BioLegend) and surface antibody markers (BioLegend) in PBS + 1% BSA: TotalSeq™‐C0250 anti‐mouse/human KLRG1 (MAFA; Clone: 2F1/KLRG1), TotalSeq™‐C0198 anti‐mouse CD127 (IL‐7Rα; Clone: A7R34), TotalSeq™‐C0078 anti‐mouse CD49d (Clone: R1‐2), and TotalSeq™‐C0238 Rat IgG2a (Clone: RTK2758), as well as antimouse CD4 APC/Cy7 (Clone: GK1.5), anti‐mouse TCR β chain FITC (Clone: H57‐597), anti‐mouse CD45.1 APC (Clone: A20), and 7AAD (Cayan Chemical Company). Stained CD4^+^ T cells were washed using the recommended Cell Wash Protocol 1 in preparation for 10X Single Cell RNA sequencing (Chromium Next GEM Single Cell 5′ v2 Reagent kits (Dual Index); 10X Genomics). PbT‐II cells (CD4^+^CD45.1^+^TCR^+^) were sorted using FACSAria II cell sorter (BD Biosciences). FACS‐sorted cells were collected in PBS + 1% BSA after washing, and resulted in > 99% purity and > 98% viability in all samples.

Single‐cell RNA‐seq libraries were prepared using the Chromium Next GEM Single Cell 5′ Reagent Kits v2 (Dual Index; 10X Genomics), SPRI reagent (Beckman Coulter Genomics), and High Sensitivity DNA Analysis Kits (Agilent Technologies), according to the manufacturer's instructions. Briefly, sorted PbT‐II cells suspended in PBS + 1% BSA (900–1,200 cells/μl). For GEM generation and barcoding, cells were mixed with master mix and loaded with the gel beads and run on the Chromium Controller (10X). After reverse transcription and barcoding in droplets, cDNA was purified from GEMs, amplified, and were used for generating the gene expression libraries and cell surface protein libraries. Libraries were quantified using Bioanalyzer High Sensitivity Chip (Agilent). Gene expression libraries and cell surface protein libraries were pooled for library construction, and sequencing was performed using MGISeq‐2000RS at Research Institute for Microbial Disease, Osaka University (Osaka, Japan).

#### Cell culture

CD4^+^ T cells were purified (> 95%) from the spleen using anti‐CD4 IMag (Miltenyi Biotech) according to the manufacturer's instructions. Dendritic cells were prepared from spleen of uninfected B6 mice using anti‐CD11c magnetic activated cell sorting (MACS) microbeads (Miltenyi Biotech) and autoMACS (Miltenyi Biotech) following manufacturer's instructions. CD4^+^ T cells (2 × 10^5^) were suspended in culture medium and cultured in a 96‐well round‐bottomed plate in the presence of dendritic cells (1 × 10^4^) with or without Pcc crude antigen (freeze–thaw lysate lysate of 5 × 10^6^ infected RBCs) for 48 h at 37°C in a humidified atmosphere of 5% CO_2_.

#### ELISA

Serum antibody levels against crude Pcc or PbA antigen (prepared in the lab) were determined using ELISA as previously described (Nakamae *et al*, 2019). Briefly, ELISA plates were coated with crude Pcc or PbA freeze–thaw lysate (5 × 10^6^ infected RBC per well) in PBS overnight and washed thrice with PBS‐T washing buffer (PBS with 0.2% Tween 20) before blocking with PBS with 10% FCS and 0.2% Tween 20 for 1 h. After washing, serum samples (1:1,000 dilution, 50 μl) were added, incubated at 4°C overnight, washed, and antimouse IgG HRP antibody (Southern Biotech; 1:1,000 dilution) was added. After another washing, TMB substrate solution (100 μl; Thermo Fisher Scientific) was added in each well, developed for at most 10 min, before adding stop solution (10% phosphoric acid, 50uL), and read at 595/450 nm dual wavelength using an iMark Microplate Absorbance Reader (Bio‐Rad, Hercules, CA, USA). For the detection of IgM and IgG isotypes, biotin‐conjugated rabbit antimouse IgG2c (Bethyl Laboratories, Montgomery, TX, USA), IgM, IgG1 or IgG2b (ZyMED, San Francisco, CA, USA) antibodies were added, incubated for 1 h, washed, incubated with alkaline phosphatase‐conjugated streptavidin (Jackson ImmunoResearch, West Grove, PA, USA), washed, and NPP (4‐Nitrophenyl phosphate disodium salt hexahydrate) solution was added. Plates were read at 405 nm absorbance.

The levels of IFN‐γ in culture supernatant were determined with sandwich ELISA using anti‐IFN‐γ (R4‐6A2) and biotin‐anti‐IFN‐γ (XMG1.2) mAbs as described previously (Nakamae *et al*, 2019).

#### Statistical analysis

All statistical analyses were performed using Graphpad Prism 9 (https://www.graphpad.com; GraphPad). Flow cytometry data were analyzed using Flowjo software (TreeStar). Data were assessed for normality using the Shapiro–Wilk test. For determining statistical significance of results, two‐tailed unpaired Student's *t*‐tests were used for pairwise comparisons for normally distributed data (parametric), while Mann–Whitney *U* test (nonparametric) was used for non‐normally distributed data. For comparing more than two groups, one‐way analysis of variance (ANOVA) with Tukey HSD *post hoc* tests (parametric) or Kruskal–Wallis test with Dunn's *post hoc* tests (non‐parametric) were performed where applicable. Survival curves were assessed using Log‐rank (Mantel‐Cox) test. Comparisons with *P* values < 0.05 were considered statistically significant.

#### scRNA‐seq and CITE‐seq data analysis

Sequence of the pooled libraries was mapped to the reference mouse genome using Cell Ranger 6.0.0. at Next‐Generation Sequencing Core Facility, Research Institute for Microbial Disease, Osaka University (Osaka, Japan). The fastq files of five PbT‐II samples (IgG‐treated Days 7 and 28, and anti‐IL‐27‐treated Days 7, 14, and 28) were processed using the Cell Ranger v.6.0.0 (10× Genomics) count pipeline against the mm10‐2020‐A mouse reference sequence. We used Seurat v.4.2.0 (Stuart *et al*, 2019) for detailed analysis. Cells with < 1,500, < 1,000, < 1,500, < 1,000, and < 1,000 or > 5,000, > 4,000, > 5,000, > 4,000, and > 3,000 detected genes were also excluded for each dataset (IgG‐treated Days 7 and 28, and anti‐IL‐27‐treated Days 7, 14, and 28), respectively. The RNA data was subsequently normalized using the “NormalizeData” function, searched for 5,000 highly variable genes using the “FindVariableFeatures” function, and the Protein data was subsequently normalized using the “NormalizeData” and “ScaleData” function. For each analysis, we integrated groups using the “FindIntegrationAnchors” and “IntegrateData” functions and visualized the integrated data using UMAP (Becht *et al*, 2018) with adjustments for resolution parameters to limit cluster numbers depending on the analysis (i.e., 0.15 resolution for the comparison of day 7 IgG and anti‐IL‐27 mAb‐treated groups in Fig 4A, 0.25 resolution for the comparison of day 28 IgG and anti‐IL‐27 mAb‐treated groups in Fig 5A and 0.3 resolution for the analysis of PbT‐II in anti‐IL‐27 mAb‐treated mice shown in Fig 5F). The cell cycle phase of each cell in the datasets was predicted using the CellCycleScoring function with genes converted from “cc.genes$s.gens” and “cc.genes$g2m.genes”. The Th1, Tfh, Tmem, and Tcmp signatures are defined by the average expression of Th1, Tfh, Tmem, and Tcmp genes based on Ciucci *et al* (2019) for each cell. To identify genes that define each cluster, differential expression analysis was performed using the FindConservedMarkers function to identify genes that are conserved across independent samples (different treatments or timepoints) in each cluster. Cluster gene expression patterns were compared for the different cluster analyses done (Figs 4A and 5A and F), and cluster labels were modified to reflect the observed similarities in gene expression patterns accordingly. Moreover, FindMarkers function was also performed to compare 2 cell subsets of interest. Gene ontology analysis of the differentially expressed genes between cell subsets was performed using Metascape (http://metascape.org; Zhou *et al*, 2019).

We analyzed our PbT‐II data on days 7 and 28 in anti‐IL‐27 mAb‐treated mouse together with IgG‐treated counterparts, which were integrated as described above, and the cluster distributions were compared. A reference‐based approach of analysis was also carried out by mapping the scRNAseq data to a reference CD4^+^ T cell atlas (Andreatta *et al*, 2022) using the ProjecTILs R package (version 3.0.0) for classifying and comparing the distribution of T cell states. We compared our PbT‐II from anti‐IL‐27 mAb‐treated and IgG control on days 7 and 28, by first downsizing each dataset to 1,000 single‐cell data points per sample before projecting onto the reference atlas using default parameters.

## Author contributions

**Maria Lourdes Macalinao:** Conceptualization; data curation; software; formal analysis; validation; investigation; visualization; methodology; writing – original draft; writing – review and editing. **Shin‐Ichi Inoue:** Supervision; investigation; methodology; writing – original draft. **Sanjaadorj Tsogtsaikhan:** Investigation. **Hirotaka Matsumoto:** Software; formal analysis. **Ganchimeg Bayarsaikhan:** Investigation. **Jiun‐Yu Jian:** Investigation. **Kazumi Kimura:** Resources. **Yoshiaki Yasumizu:** Formal analysis. **Tsuyoshi Inoue:** Resources. **Hiroki Yoshida:** Resources. **Julius Hafalla:** Supervision; writing – original draft; writing – review and editing. **Daisuke Kimura:** Conceptualization; investigation; methodology. **Katsuyuki Yui:** Conceptualization; data curation; formal analysis; supervision; funding acquisition; validation; methodology; writing – original draft; project administration; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix S1 Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

PDF+ Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

## Data Availability

The datasets produced in this study are available in the following database: Single‐cell RNA‐seq data: Deposited at the Gene Expression Omnibus (GEO) database under the accession number GSE225556 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225556).

# Supplementary material for: IL‐27 produced during acute malaria infection regulates Plasmodium‐specific memory CD4 + T cells
**Source:** EMBO Mol Med. 2023 Oct 19;15(12):e17713. doi: 10.15252/emmm.202317713
**Supplement:** Supplementary file 1 — Appendix S1

## *Appendix*

### **IL-27 produced during acute malaria infection regulates *Plasmodium*-specific memory CD4<sup>+</sup> T cells**

#### **Content**

Appendix Figure S1. IL-27 neutralization affects the differentiation of PbT-II cells in peripheral blood during chronic infection .....1

Appendix Figure S2. IL-27 neutralization affects the distribution of inflammatory monocytes during the memory phase after Pcc infection.....1

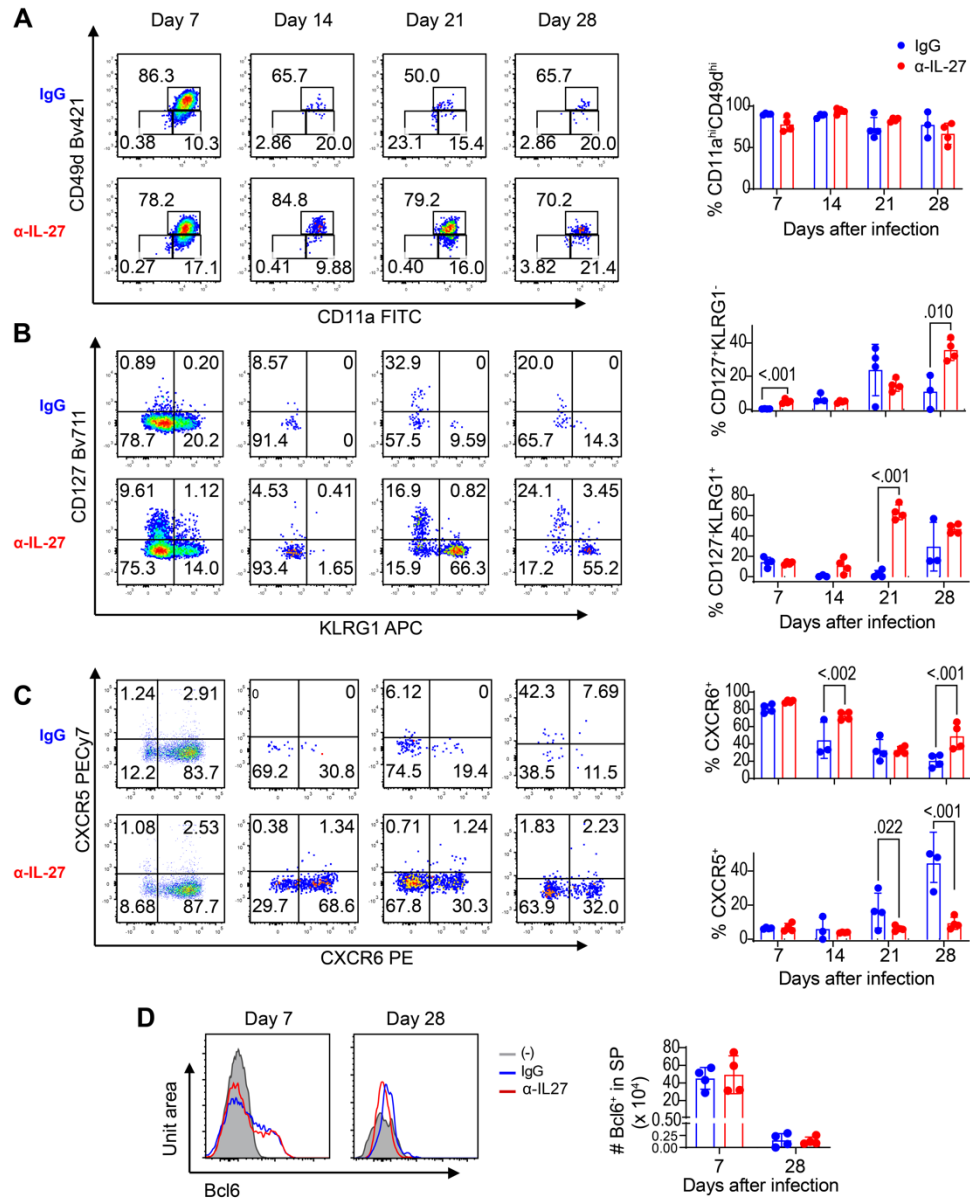

**Appendix Figure S1. IL-27 neutralization affects the differentiation of PbT-II profile in peripheral blood.** Related to Figure 2.

B6 mice were transferred with PbT-II cells and treated with either control (IgG, blue) or anti-IL-27 mAb ( $\alpha$ -IL-27, red) between -1 and 7 days post-Pcc infection. PbT-II cells in PB were analyzed by flow cytometry at 7, 14, 21, and 28 dpi.

(A-C) Representative flow cytometry plots (left) depicting cell surface marker expression of CD11a/CD49d (A), CD127/KLRG1 (B), and CXCR5/CXCR6 (C) in PbT-II cells (IgG-treated mice,  $n=4$ , 3, 4, 3, and anti-IL-27 mAb-treated mice,  $n=4$ , 4, 4, 4 mice for days 7, 14, 21, 28 days pi, respectively), and summary of the frequencies of PbT-II subpopulations indicated (right).

Representative data of 2, 2, 3 and 3 independent experiments for day 7, 14, 21, and 28 pi, respectively.

(D) Representative histograms (left) of Bcl6 expression gated on PbT-II cells in control (blue) and  $\alpha$ -IL-27 (red) mouse groups at days 7 and 28 pi ( $n = 4$  mice/group) and their isotype control (gray), with corresponding summary graphs of total numbers of Bcl6<sup>+</sup> PbT-II cells (right).

Data information: Numbers in flow cytometry profiles indicate the proportions (%) of PbT-II cells within each area. Statistical significance was assessed by Student's  $t$  test or Mann-Whitney  $U$  test, depending on normality assessment.  $p$  values ( $< 0.05$ ) are shown. Error bars represent SD.

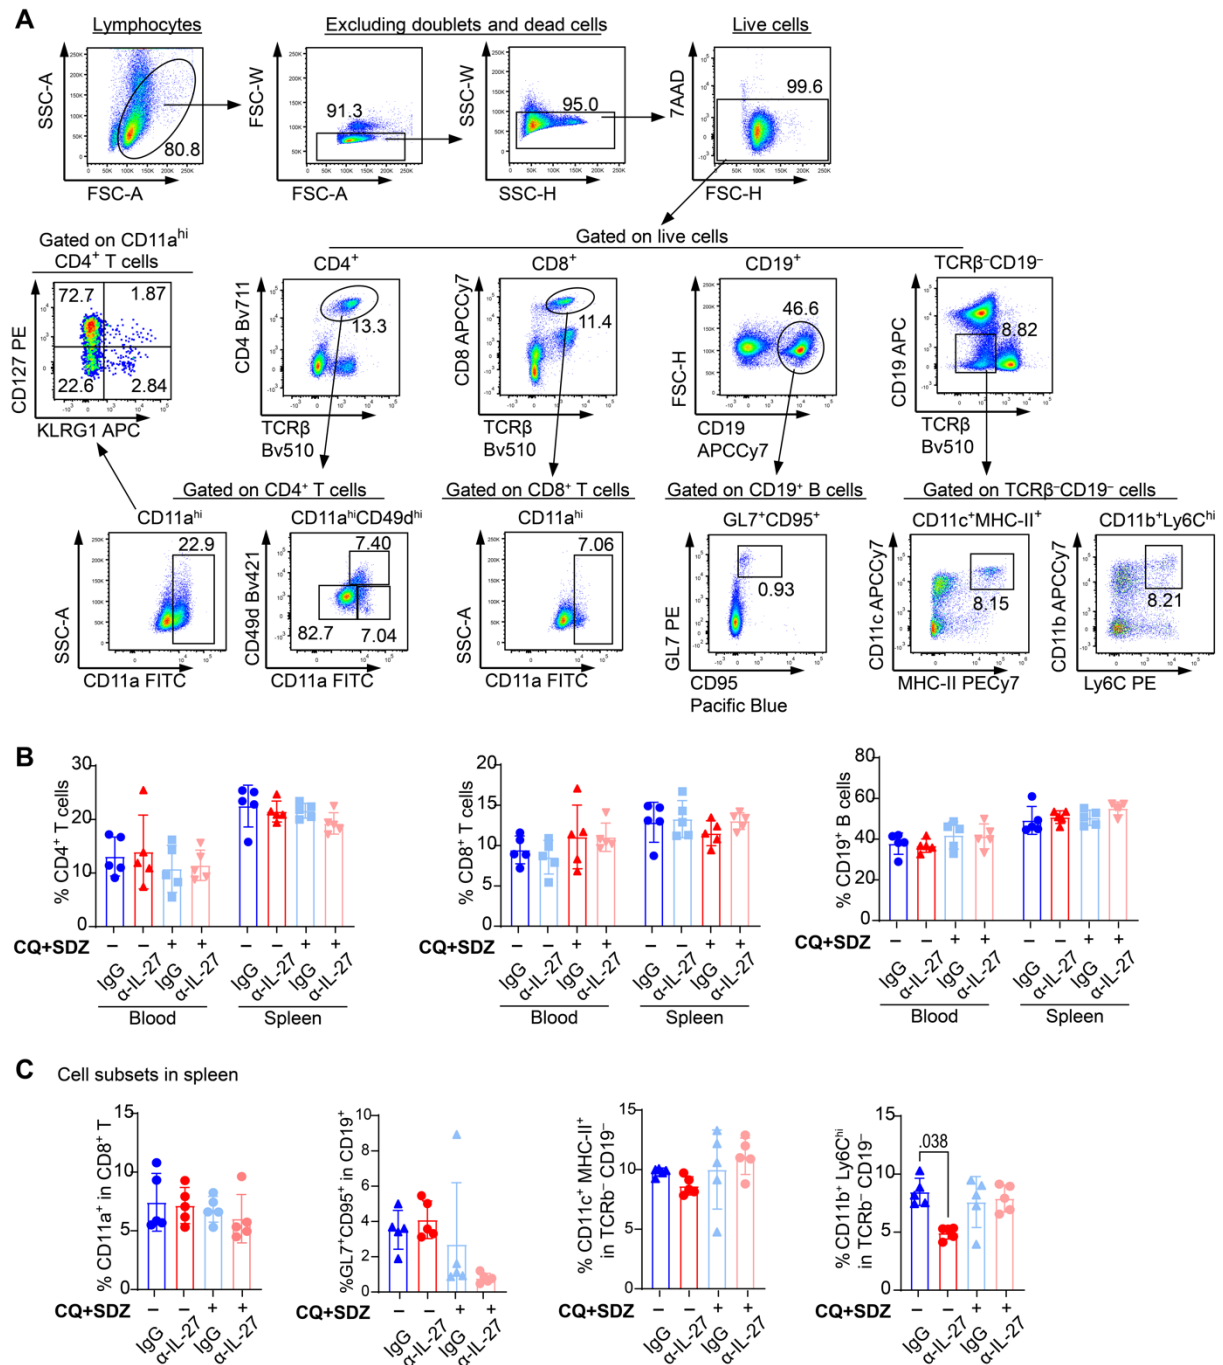

**Appendix Figure S2. IL-27 neutralization affects the distribution of inflammatory monocytes during the memory phase after Pcc infection.** Related to Figure 7.

B6 mice were prepared in 4 groups: IgG and no drug (blue), anti-IL-27 mAb and no drug (red), IgG and antimalarial drugs (light blue), and anti-IL-27 mAb and antimalarial drugs (pink) as shown in Fig 7 (n = 5 biological replicates per treatment group). Cells in PB and splenocytes were stained and analyzed using flow cytometry 63 days after infection with Pcc.

(A) Gating strategy for determining the distribution of CD4<sup>+</sup> T cells, CD8<sup>+</sup> T cells, B cells, activated lymphocytes, dendritic cells, and inflammatory monocytes.

(B) Proportions of CD4<sup>+</sup> T cells, CD8<sup>+</sup> T cells and CD19<sup>+</sup> B cells in PB and spleen.

(C) Proportions of activated CD8<sup>+</sup> T cells (CD11a<sup>+</sup>), and populations within TCRb<sup>+</sup>CD19<sup>-</sup> (non-T and B cell), including germinal center B cells (GL7<sup>+</sup>CD95<sup>+</sup>), conventional dendritic cells (CD11c<sup>+</sup>MHC<sup>+</sup>), and inflammatory monocytes (CD11c<sup>+</sup>Ly6C<sup>hi</sup>) in spleen.

Data information: Numbers in flow cytometry profiles indicate the proportions (%) of gated cells within each area. Statistical significance assessed by one-way ANOVA followed by Tukey's multiple comparison test or Kruskal-Wallis test with Dunn's *post*.

# Supplementary material for: IL‐27 produced during acute malaria infection regulates Plasmodium‐specific memory CD4 + T cells
**Source:** EMBO Mol Med. 2023 Oct 19;15(12):e17713. doi: 10.15252/emmm.202317713
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

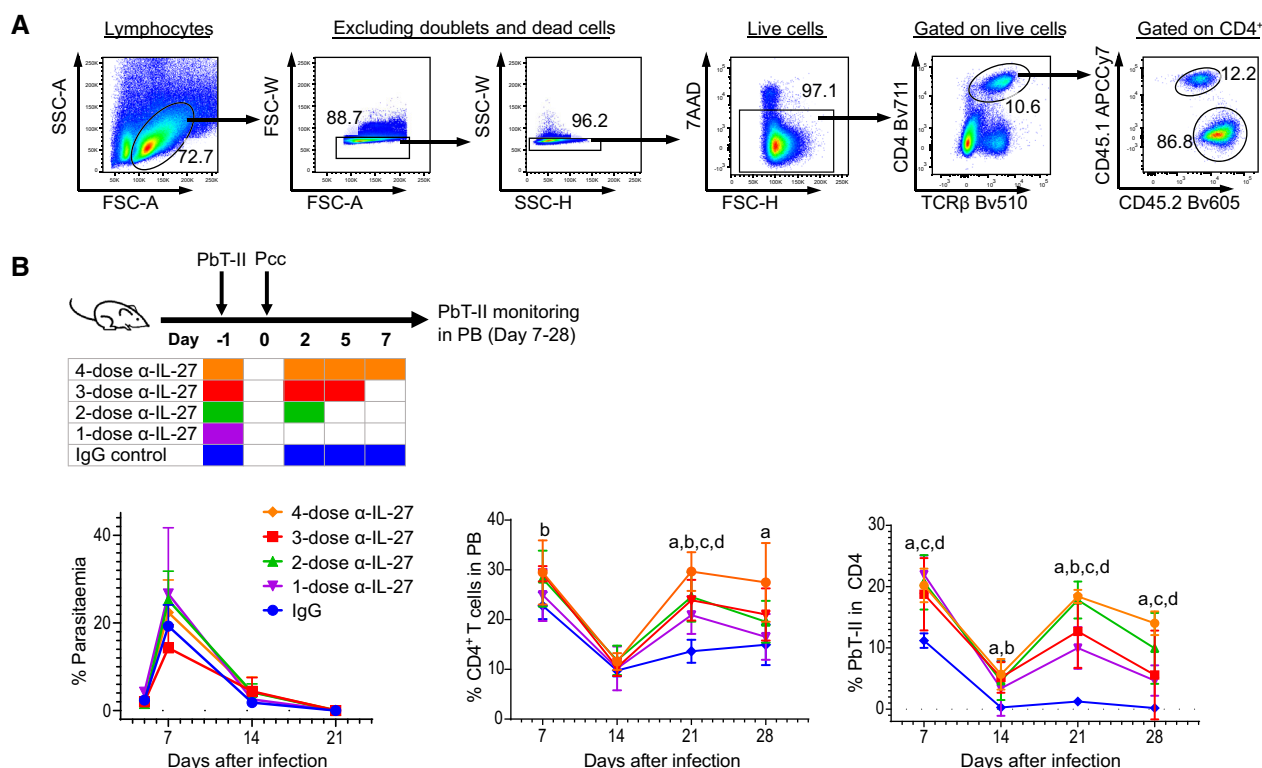

**Figure EV1. IL-27 acts on PbT-II cells during the early phase of infection. Related to Fig 1.**

- A Gating strategy for flow cytometry analysis of PbT-II cells. Samples were stained for CD4, TCRβ, CD45.1, and CD45.2 to identify PbT-II cells. APCy7 anti-CD45.1 and Bv605 anti-CD45.2 mAbs for the congenic markers and Bv510 anti-TCRβ mAb were maintained in all panels. For CD4 staining, Bv711 anti-CD4 mAb was used in Figs 1, 2A and B, and 6E, and EV2A and B; Pacific Blue-anti-CD4 mAb for Figs 2C and D, and 3, and 6E, and EV2C, and FITC anti-CD4 mAb for Figs 2E and 6F and EV2D.
- B B6 mice transferred with PbT-II cells were administered with anti-IL27 mAb in 4 different conditions or IgG control at timepoints indicated and were infected with Pcc ( $n = 4$  mice/group). Parasitemia levels, proportion of CD4<sup>+</sup> T cells, and proportions of PbT-II cells in CD4<sup>+</sup> T cells in PB were monitored. Representative data of two independent experiments are shown.

Data information: Statistical significance was assessed by one-way ANOVA followed by Tukey's multiple comparison test in (B) and by Student's *t* test in (C). *P* values ( $< 0.05$ ) are shown. Small letters in (B) indicate significant differences compared to IgG control (a = 4-dose, b = 3-dose, c = 2-dose, d = 1-dose treatment), and *P*-values are: day 7, b = 0.010; day 21, a =  $< 0.001$ , b = 0.015, c = 0.010, d = 0.022; day 28, a = 0.035 (middle graph); day 7, a = 0.031, c = 0.022, d = 0.009; day 14, a = 0.023, b = 0.029; day 21, a =  $< 0.001$ , b = 0.002, c =  $< 0.001$ , d = 0.018; day 28, a = 0.001, c = 0.044, d = 0.036 (right graph). Error bars represent SD.

**Figure EV2. IL-27 affects development of PbT-II cells during the transition from acute to chronic malaria infection.**

- Spleen cells were prepared from mice on day 7 (A, C) and 28 (B, D) pi and were stained with CD11a and CD49d, along with other markers described in Fig 2 ( $n = 4$  mice/group).
- A, B Representative CD11a/CD49d profiles of CD45.1<sup>+</sup>CD45.2<sup>-</sup> (PbT-II) and CD45.1<sup>+</sup>CD45.2<sup>+</sup> (host CD4<sup>+</sup> T) cells (left) and flow cytometry profiles of PbT-II subpopulations of CD11a<sup>hi</sup>CD49d<sup>hi</sup> and CD11a<sup>hi</sup>CD49d<sup>lo</sup> PbT-II subpopulations are shown (right).
- C, D Corresponding summary frequencies of CD11a<sup>hi</sup>CD49d<sup>hi</sup> and CD11a<sup>hi</sup>CD49d<sup>lo</sup> PbT-II subpopulations.

Data information: Numbers in flow cytometry profiles indicate PbT-II proportions (%) within each area. Statistical significance was assessed by Student's *t* test (*P* values ( $< 0.05$ ) shown in black) or Mann-Whitney *U* test (*P* values ( $< 0.05$ ) shown in brown) per time point, depending on normality assessment. Error bars represent SD.

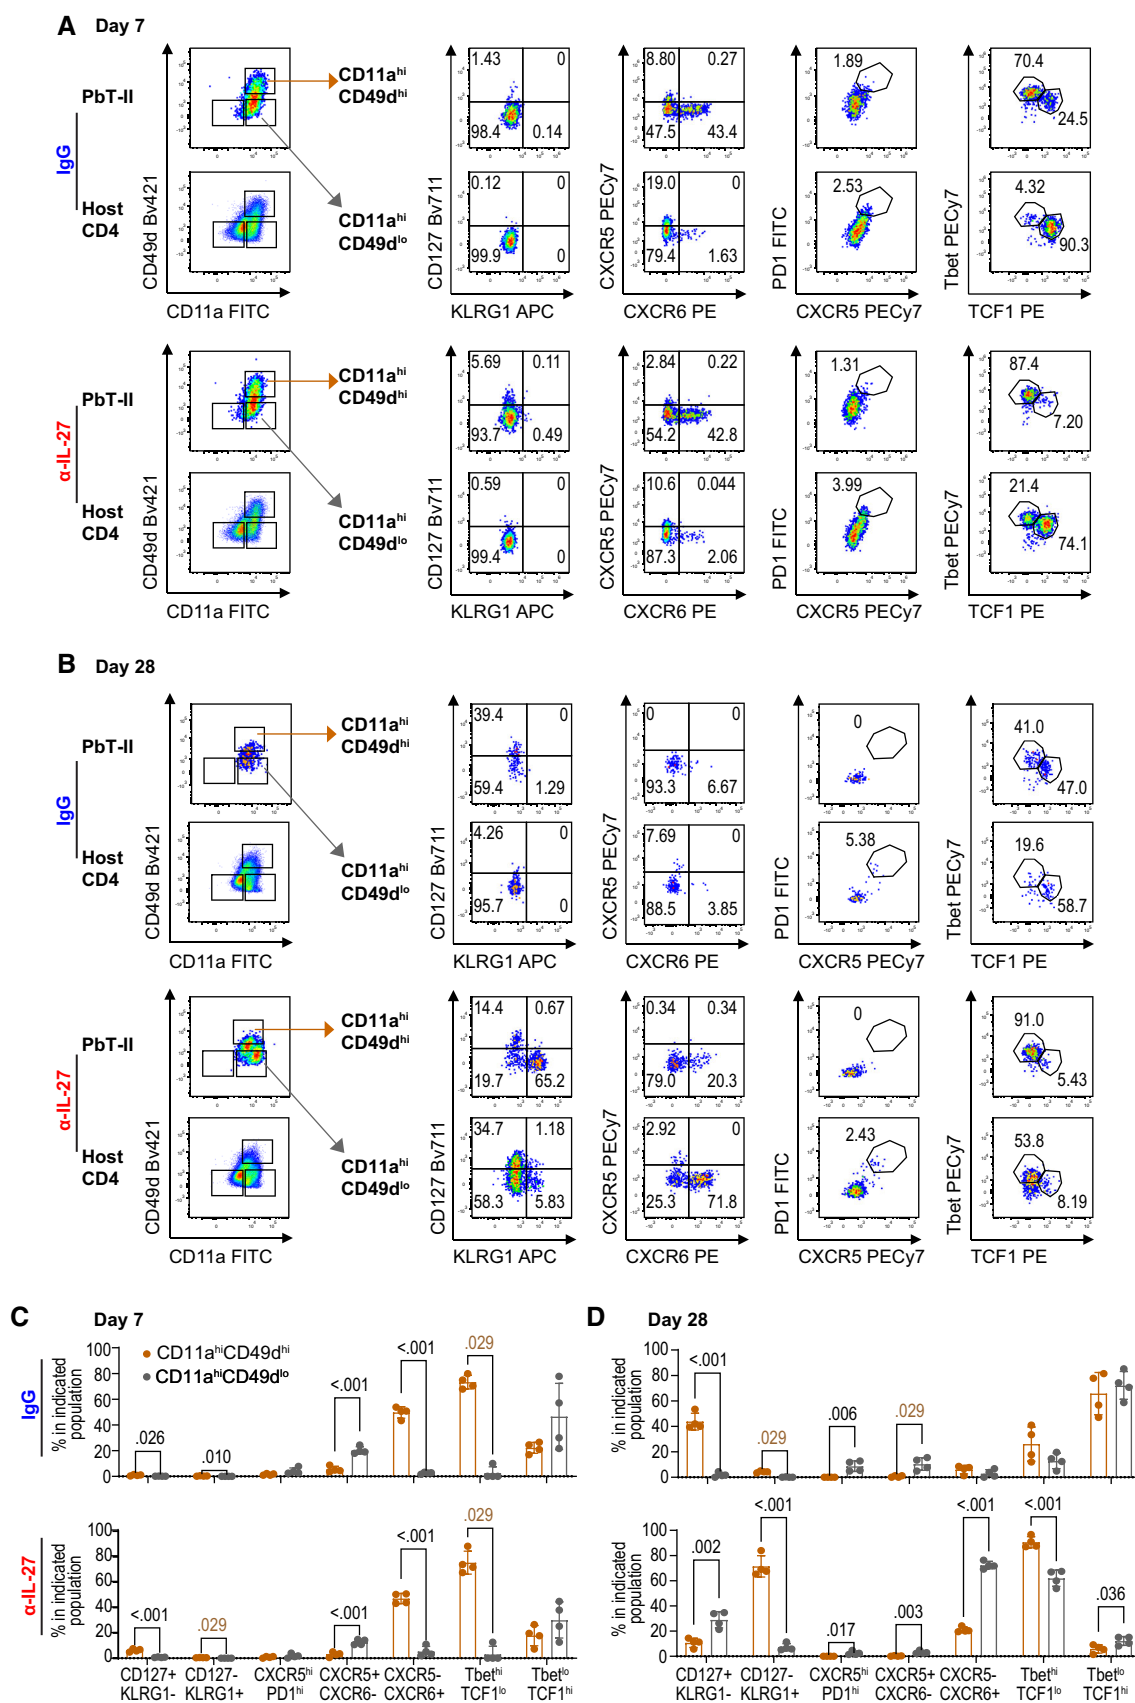

Figure EV2.

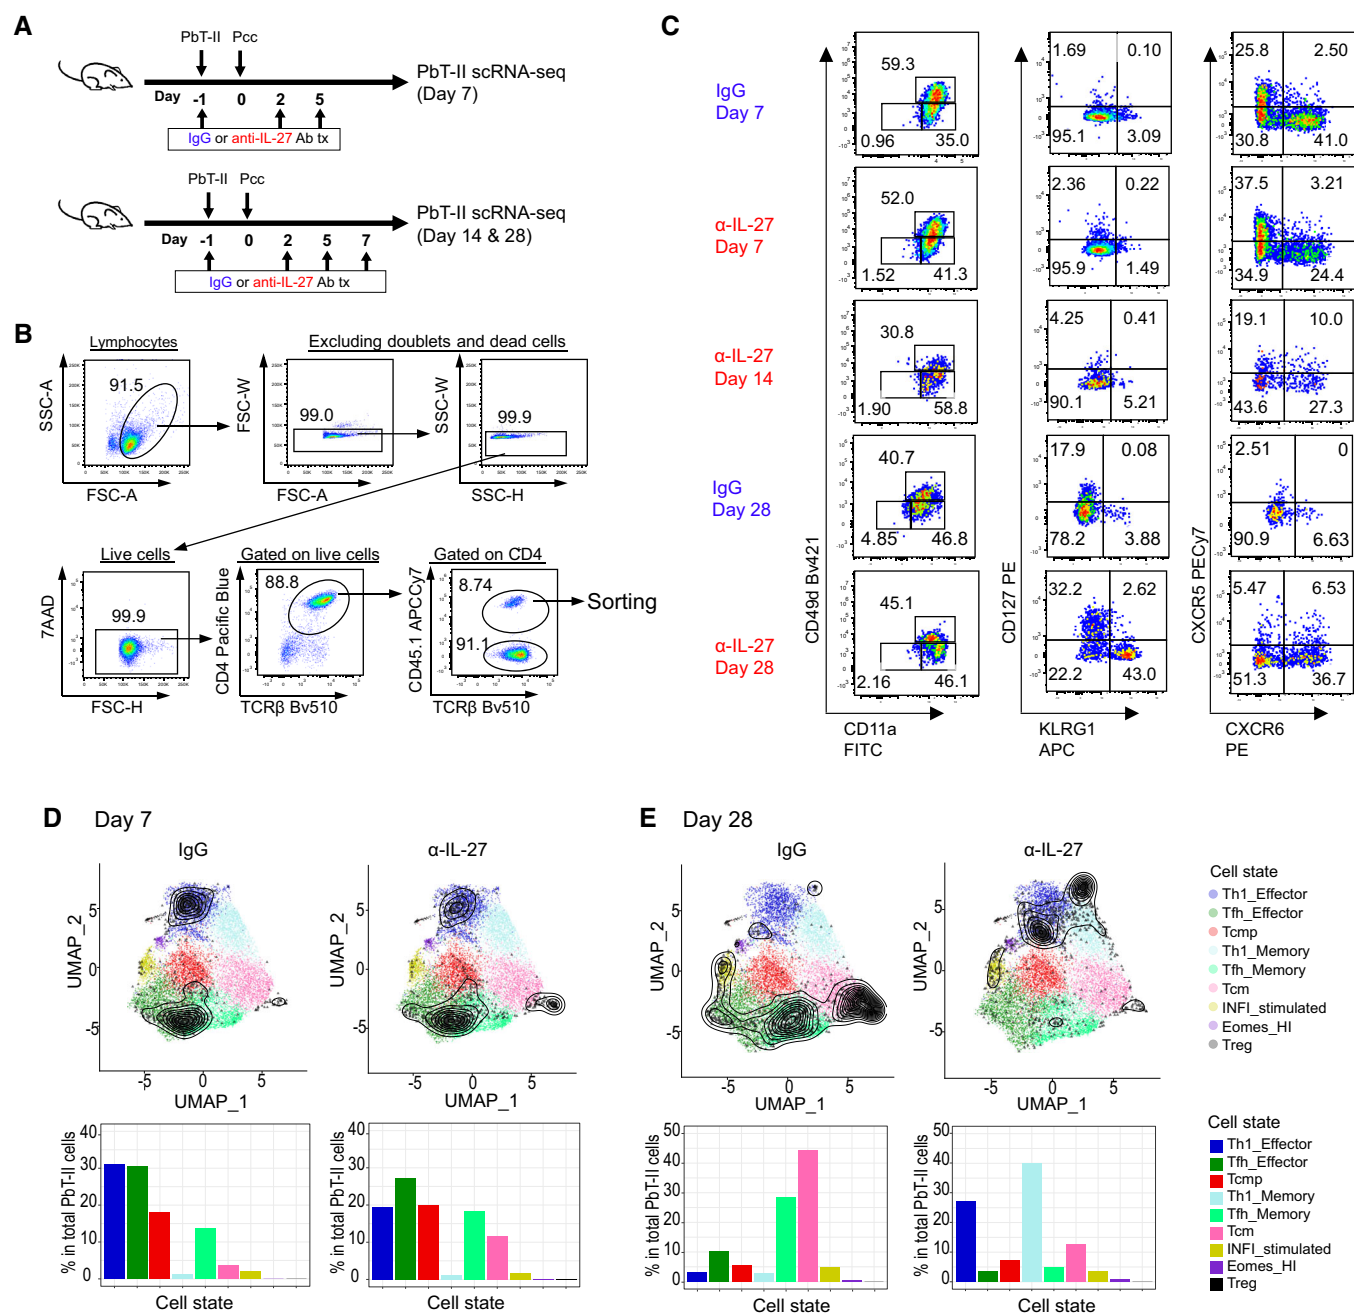

**Figure EV3. scRNAseq analysis shows Th1-biased CD4<sup>+</sup> T cell development during malaria chronic infection. Related to Figs 4 and 5.**

B6 mice were transferred with PbT-II cells, treated with IgG or anti-IL-27 mAb on day -1, 2 and 5 for day 7 analysis, while mice were treated with anti-IL-27 mAb on day -1, 2, 5, and 7 for day 14 and 28 analysis ( $n = 1$  biological replicate per timepoint). PbT-II cells were purified and subjected to single-cell RNA sequencing (scRNA-seq) and CITE-seq analysis. The ProjectTILS algorithm (Andreata et al, 2021) was used to analyze CD4<sup>+</sup> T cell states of PbT-II cells based on a published reference atlas (Andreata et al, 2022).

**A** Experimental scheme.

**B** Gating strategy for the sorting of PbT-II cells for the scRNA-seq experiments: Spleen cells were stained for CD4, TCRβ, and CD45.1 to distinguish PbT-II cells and for TotalSeq IgG2a, CD127, KLRG1, and CD49d for CITE-seq analysis.

**C** Flow cytometry profiles for each PbT-II sample analyzed for single-cell transcriptomics.

**D, E** Predicted distribution of the projected PbT-II cells in IgG and anti-IL-27 mAb-treated mice on day 7 (**D**) and day 28 (**E**) after Pcc infection as density contours in a UMAP plot of a CD4<sup>+</sup> T cell reference map (Andreata et al, 2022). The bar graphs represent the proportions of the PbT-II cells projected in the indicated reference subtype.

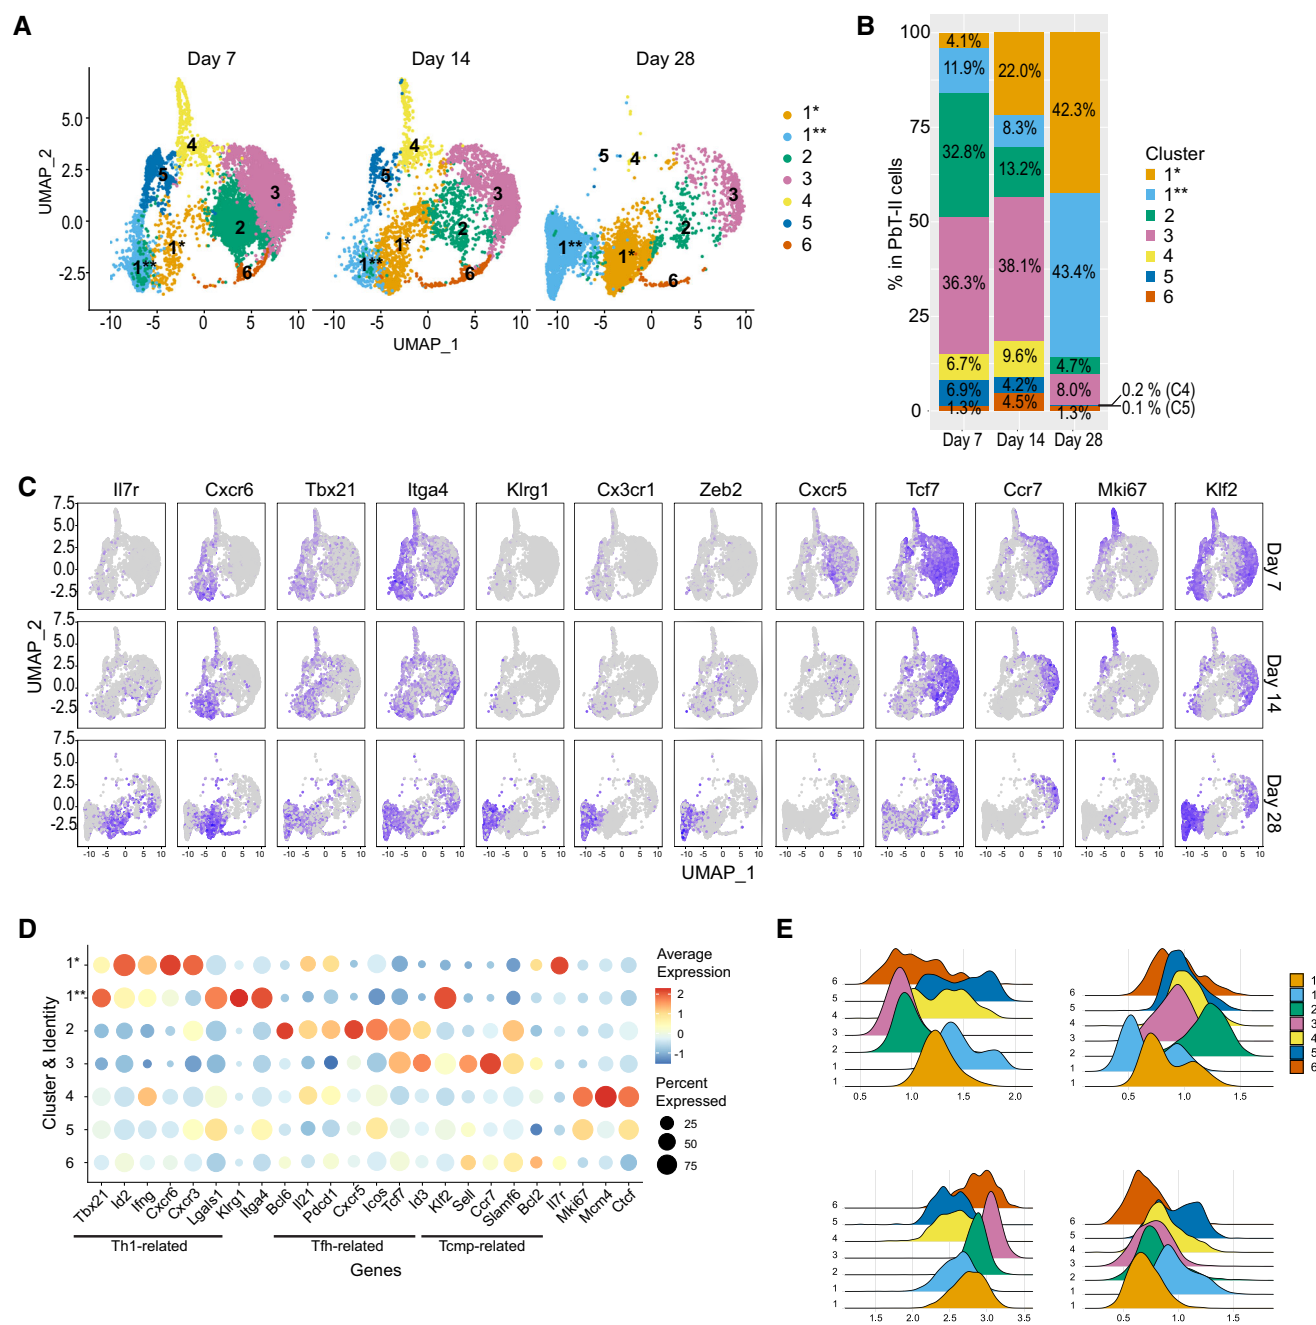

**Figure EV4. scRNA-seq analysis suggests transition of CD4<sup>+</sup> T cell subsets under IL-27-neutralization condition. Related to Fig 5.**

scRNA-seq data of PbT-II cells from Pcc-infected anti-IL-27 mAb-treated mice (day7, 14, and 28) were pooled, and unsupervised clustering was performed.

A UMAP plot colored by gene expression clustering.

B Proportions (%) of each cluster for each time point.

C Feature plots of indicated genes across cell clusters as distributed in UMAP plots.

D Dot plots showing the expression of Th1-, Tfh-, Tmem-, and proliferation-associated genes in each cluster. Dot colors represent the intensity of expression, while dot size represents the proportion of cells with the corresponding expression.

E Ridge plots of PbT-II cell clusters showing the expression of published CD4<sup>+</sup> T cell signature genes (Ciucci *et al*, 2019).

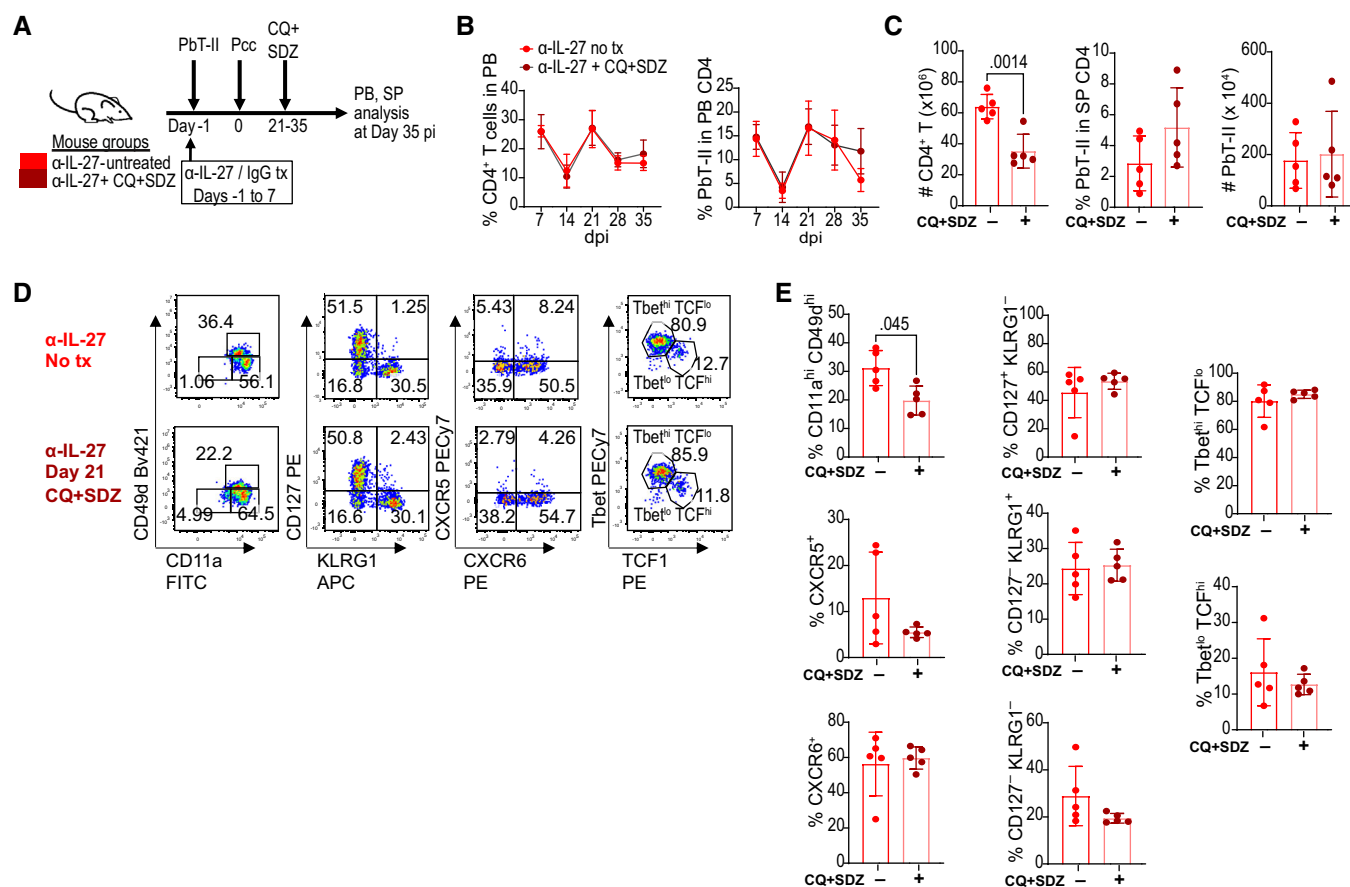

**Figure EV5.** Antimalarial treatment during chronic phase of Pcc infection does not affect the persistence and phenotype of memory PbT-II cells. Related to Fig 6.

B6 mice were transferred with PbT-II cells, treated with anti-IL-27 mAb, and treated (dark red) or not treated (red) with antimalarial drugs starting 21 days after Pcc infection ( $n = 5$  biological replicates per treatment group). PB was monitored weekly and PbT-II cells in the spleen were analyzed 35 days post-Pcc infection.

A Experimental scheme.

B Kinetics of proportions of CD4<sup>+</sup> T cells in PB and of PbT-II cells in PB CD4<sup>+</sup> T cells.

C Total number of CD4<sup>+</sup> T cells in spleen and proportions within CD4<sup>+</sup> T cells and total number of PbT-II cells in spleen ( $n = 5$  mice/group).

D Representative flow cytometry profiles of splenic PbT-II cells on day 35 of Pcc infection.

E Proportions of PbT-II cells with the indicated phenotype and those expressing the indicated transcription factors 35 days after Pcc infection ( $n = 5$  mice/group).

Data information: Representative data of two independent experiments are shown. Statistical significance was assessed by Student's *t* test (*P* values ( $< 0.05$ ) shown in black) or Mann-Whitney *U* test, depending on normality assessment. Error bars represent SD.

# Supplementary material for: IL‐27 produced during acute malaria infection regulates Plasmodium‐specific memory CD4 + T cells
**Source:** EMBO Mol Med. 2023 Oct 19;15(12):e17713. doi: 10.15252/emmm.202317713
**Supplement:** Supplementary file 3 — PDF+

# IL-27 produced during acute malaria infection regulates *Plasmodium*-specific memory CD4<sup>+</sup> T cells

Maria Lourdes Macalinao<sup>1,2</sup> , Shin-Ichi Inoue<sup>3</sup>, Sanjaadorj Tsogtsaikhan<sup>3</sup>, Hirotaka Matsumoto<sup>4</sup>, Ganchimeg Bayarsaikhan<sup>3</sup>, Jiun-Yu Jian<sup>3</sup> , Kazumi Kimura<sup>3</sup>, Yoshiaki Yasumizu<sup>5,6</sup> , Tsuyoshi Inoue<sup>7</sup>, Hiroki Yoshida<sup>8</sup>, Julius Hafalla<sup>2</sup> , Daisuke Kimura<sup>3</sup> & Katsuyuki Yui<sup>1,3,9,\*</sup> ## Abstract

Malaria infection elicits both protective and pathogenic immune responses, and IL-27 is a critical cytokine that regulate effector responses during infection. Here, we identified a critical window of CD4<sup>+</sup> T cell responses that is targeted by IL-27. Neutralization of IL-27 during acute infection with *Plasmodium chabaudi* expanded specific CD4<sup>+</sup> T cells, which were maintained at high levels thereafter. In the chronic phase, *Plasmodium*-specific CD4<sup>+</sup> T cells in IL-27-neutralized mice consisted mainly of CD127<sup>+</sup>KLRG1<sup>−</sup> and CD127<sup>−</sup>KLRG1<sup>+</sup> subpopulations that displayed distinct cytokine production, proliferative capacity, and are maintained in a manner independent of active infection. Single-cell RNA-seq analysis revealed that these CD4<sup>+</sup> T cell subsets formed independent clusters that express unique Th1-type genes. These IL-27-neutralized mice exhibited enhanced cellular and humoral immune responses and protection. These findings demonstrate that IL-27, which is produced during the acute phase of malaria infection, inhibits the development of unique Th1 memory precursor CD4<sup>+</sup> T cells, suggesting potential implications for the development of vaccines and other strategic interventions.

**Keywords** CD4<sup>+</sup> T cells; IL-27; immunological memory; malaria; Th1

**Subject Categories** Immunology; Microbiology, Virology & Host Pathogen Interaction

**DOI** 10.15252/emmm.202317713 | Received 14 March 2023 | Revised 27 September 2023 | Accepted 28 September 2023 | Published online 19 October 2023

**EMBO Mol Med (2023) 15: e17713**

## Introduction

Protective immunity to malaria develops after repeated infections over time in individuals living in endemic regions (Koch, 1900;

Langhorne *et al*, 2008; Hafalla *et al*, 2011; Crompton *et al*, 2014; Doolan *et al*, 2009). In the initial phase of infection with *Plasmodium* parasites, specific T and B cells clonally expand upon recognition of the antigen and differentiate into effector lymphocytes playing crucial roles for the control of infection and disease development. In mouse models, *Plasmodium* infection results in the differentiation of specific CD4<sup>+</sup> T cells into T helper 1 (Th1) and follicular T helper (Tfh) cells, which have important functions for the control of *Plasmodium* infection during blood-stage infection (Perez-Mazliah & Langhorne, 2014; Lonnberg *et al*, 2017). Th1 cells enhance the activation of phagocytic cells that participate in clearing parasites and infected RBCs (iRBCs), while Tfh cells support the differentiation of B cells to generate long-lived high affinity antibody responses (Hansen *et al*, 2017; Kurup *et al*, 2019; Chan *et al*, 2020; Kumar *et al*, 2020). Immunity to malaria is, however, partial in reducing the parasites, and sterile immunity is hardly achieved by natural human infection with *P. falciparum* (Langhorne *et al*, 2008). Individuals acquire resistance to infection and disease after repeated infection over time through the development of host immune responses that can control parasitemia at a low density, and chronic infection status is established. Epidemiological studies in endemic areas suggest that chronic infection offer protection against newly inoculated malaria parasite infection (Smith *et al*, 1999). Experimental studies using *P. chabaudi chabaudi* AS (Pcc) infection, a murine model of chronic infection, demonstrated that persistent infection can maintain effector and memory CD4<sup>+</sup> T cells, which effectively control re-infection, and that the loss of protective immunity against blood-stage infection correlate with the progressive decline in memory T cell responses (Achtman *et al*, 2007; Freitas do Rosario *et al*, 2008; Opat *et al*, 2018). Furthermore, continuous antigenic stimulation in chronic infection was suggested to enhance Th1 effector function and protective capacity of memory T cells in malaria in a model of TCR transgenic murine CD4<sup>+</sup> T cells specific for MSP1

1 School of Tropical Medicine and Global Health, Nagasaki University, Nagasaki, Japan

2 Department of Infection Biology, Faculty of Infectious and Tropical Diseases, London School of Hygiene and Tropical Medicine, London, UK

3 Division of Immunology, Department of Molecular Microbiology and Immunology, Graduate School of Biomedical Sciences, Nagasaki University, Nagasaki, Japan

4 School of Information and Data Sciences, Nagasaki University, Nagasaki, Japan

5 Department of Experimental Immunology, Immunology Frontier Research Center, Osaka University, Suita, Japan

6 Integrated Frontier Research for Medical Science Division, Institute for Open and Transdisciplinary Research Initiatives (OTRI), Osaka University, Osaka, Japan

7 Department of Physiology of Visceral Function and Body Fluid, Graduate School of Biomedical Sciences, Nagasaki University, Nagasaki, Japan

(Stephens & Langhorne, 2010). However, memory CD4<sup>+</sup> T cells in chronically *Plasmodium*-infected mice show altered function in which they produced cytokines but proliferated poorly upon reinfection with homologous parasites (Opata & Stephens, 2017). It remains unclear how the generation and maintenance of immunological memory is regulated during chronic malaria infection as observed in endemic areas with stable transmission (Struik & Riley, 2004).

The induction and maintenance of memory T cells is regulated by various cytokines (Raebler *et al*, 2018). IL-7 and IL-15 are two major cytokines that are essential for survival and homeostatic proliferation of memory CD8<sup>+</sup> and CD4<sup>+</sup> T cells. IL-2 signal during priming of CD8<sup>+</sup> T cells is indispensable for their robust recall response upon secondary challenge (Williams *et al*, 2006). Type I interferons that are produced by inflammatory responses act on memory CD8<sup>+</sup> T cells in the secondary response and enhance their ability to lyse target cells (Kohlmeier *et al*, 2010). IL-10 and IL-21 act together via STAT3 signaling pathway to promote memory CD8<sup>+</sup> T cell differentiation and functional maturation during LCMV infection (Cui *et al*, 2011). IL-27 is a heterodimeric cytokine of the IL-12 family composed of p28 and EB13 subunits and plays critical roles in the regulation of T cell responses (Pflanz *et al*, 2002; Hunter & Kastelein, 2012; Yoshida & Hunter, 2015). It is mainly secreted by dendritic cells and macrophages, while CD4<sup>+</sup> T cells also produce IL-27 during chronic infection such as malaria and tuberculosis (Xia *et al*, 2014; Yoshida & Hunter, 2015; Kimura *et al*, 2016). IL-27 is inhibitory for IL-2 production by CD4<sup>+</sup> T cells, suppress development of Th17 cells, and promote effector CD4<sup>+</sup> T cells to produce IL-10 and is regulatory for the immune responses (Hunter & Kastelein, 2012). Along with this line, *IL-27ra*<sup>-/-</sup> mice exhibited exacerbated Th1-mediated immune response in an acute model of *P. berghei* infection and were susceptible to infection due to liver pathology despite efficient parasite clearance, indicating that IL-27 regulates Th1 response during acute infection (Findlay *et al*, 2010; Villegas-Mendez *et al*, 2013). Furthermore, *IL-27ra*<sup>-/-</sup> mice that were infected with *P. berghei* NK65 and cured displayed improved parasite control during secondary infection with the homologous parasites, suggesting its role in the memory response (Gwyer Findlay *et al*, 2014). It is, however, unclear how IL-27 regulates the generation and maintenance of memory immune responses.

We previously showed that *IL-27ra*<sup>-/-</sup> mice that were infected with Pcc displayed reduced parasitemia during chronic phase and enhanced CD4<sup>+</sup> T cell responses following rechallenge with heterologous *P. berghei* ANKA parasites (Sukhbaatar *et al*, 2020). In this study, we investigated the role of IL-27 in the development of immunological memory to malaria during chronic *Plasmodium* infection using MHC-II restricted TCR transgenic mouse, PbT-II (Fernandez-Ruiz *et al*, 2017; Enders *et al*, 2021). Our study suggests that IL-27 produced during acute malaria infection inhibits the development of memory precursor CD4<sup>+</sup> T cell subsets that are committed to Th1 memory CD4<sup>+</sup> T cells. Inhibition of IL-27 during acute infection allowed maintenance of higher levels of memory CD4<sup>+</sup> T cells and antibody, contributing to better protection upon reinfection, which depended on persistence of the infection. Our findings indicate that IL-27 is a key cytokine that regulates the generation of memory CD4<sup>+</sup> T cells during chronic malaria infection.

## Results

### IL-27 regulates the maintenance of memory PbT-II cells

We used CD4<sup>+</sup> T cells from malaria antigen-specific TCR transgenic mice, PbT-II, to monitor antigen-specific T cell response during infection with Pcc (Figs 1A and EV1A). Mice lacking IL-27 due to a defect in p28 (*IL-27*<sup>-/-</sup>) or EB13 (*Ebi3*<sup>-/-</sup>) received PbT-II cells and were infected with *P. chabaudi*. The proportions of CD4<sup>+</sup> T cells in peripheral blood (PB) were significantly higher at day 7 and 28 compared to wild-type (WT) for *Ebi3*<sup>-/-</sup> mice and at day 21 for *IL-27*<sup>-/-</sup> mice, although parasitemia levels were comparable (Fig 1B and C). The difference between *IL-27*<sup>-/-</sup> and *Ebi3*<sup>-/-</sup> may be due to the lack of IL-35, heterodimer cytokine of EB13 and p35, in *Ebi3*<sup>-/-</sup> mice (Yoshida & Hunter, 2015). The proportions of PbT-II cells in PB CD4<sup>+</sup> T cells peaked on day 7, declined by day 14 and were maintained at low levels in WT mice. A substantial increase in the number of PbT-II cells was observed on day 21 in both *IL-27*<sup>-/-</sup> and *Ebi3*<sup>-/-</sup> mice, which allowed for higher proportions to be maintained by day 28. In the spleen of *IL-27*<sup>-/-</sup> mice, PbT-II cells had consistently higher proportions and total counts on day 14–28 post infection (Fig 1D).

**Figure 1. IL-27 signaling regulates induction and maintenance of *Plasmodium*-specific CD4<sup>+</sup> T cells during chronic malaria infection.**

- A–D B6, *Ebi3*<sup>-/-</sup>, and *IL-27*<sup>-/-</sup> mice were transferred with PbT-II cells a day before Pcc infection. Levels of parasitemia, proportion of PbT-II cells in CD4<sup>+</sup> T cells in peripheral blood (PB), as well as spleen (SP) profiles were monitored. Gating strategy for CD4<sup>+</sup> T and PbT-II cell analysis is described in Fig EV1A. (A) Experimental scheme for adoptive transfer of PbT-II to B6, *Ebi3*<sup>-/-</sup>, and *IL-27*<sup>-/-</sup> mice. (B, C) Parasitemia levels and proportions of CD4<sup>+</sup> T and PbT-II cells in PB of B6 (WT) vs. *Ebi3*<sup>-/-</sup> mice (B; *n* = 4 mice/group) and B6 (WT) vs. *IL-27*<sup>-/-</sup> mice (C; *n* = 4 mice/group). Representative data of 2 independent experiments are shown. (D) CD4<sup>+</sup> T and PbT-II cell profile in the spleen of B6 (WT) vs. *IL-27*<sup>-/-</sup> mice (*n* = 6, 8, 9, 9 for WT and *n* = 6, 7, 10, 10 for *IL-27*<sup>-/-</sup> mice at day 7, 14, 21, 28 post infection (pi), respectively). Data are pooled from 2, 2, 3 and 3 independent experiments for day 7, 14, 21, and 28 timepoint, respectively.
- E, F Adoptive transfer of PbT-II cells to B6 mice later infected with Pcc. Anti-IL-27 mAb was administered for regular, early, and late  $\alpha$ IL-27 groups at –1 to 19, –1 to 7, and 11 to 19 dpi, respectively, and IgG control group received IgG between –1 and 19 dpi. (E) Experimental scheme of IL-27 neutralization with anti-IL-27 mAb. (F) Parasitemia levels and proportions of CD4<sup>+</sup> T and PbT-II cells in PB during weekly monitoring (*n* = 3 mice/group). Dose effect results were replicated in Fig EV1B–D.
- G Adoptive transfer of PbT-II to Pcc-infected B6 mice administered with either IgG or anti-IL-27 mAb during the early phase (between –1 and 7 days after infection). Total number of cells, proportion, and number of CD4<sup>+</sup> T and PbT-II cells in the spleen were monitored (*n* = 9, 6, 11, 15 for IgG-treated and *n* = 9, 7, 11, 15 mice for anti-IL-27 mAb-treated mice at day 7, 14, 21, 28 days pi, respectively). Data are pooled from 2, 2, 3 and 4 independent experiments for day 7, 14, 21, and 28 timepoint, respectively.

Data information: Statistical significance in (B), (C), (D), and (G) was assessed by unpaired two-tailed Student's *t*-tests (*P* values (< 0.05) shown in black) or Mann–Whitney *U* test (*P* values (< 0.05) shown in brown) for comparing WT to *Ebi3*<sup>-/-</sup>/*IL-27*<sup>-/-</sup> mice or IgG- to anti-IL-27 mAb-treated mice per timepoint, depending on normality assessment. Error bars represent SD in all graphs.

Source data are available online for this figure.

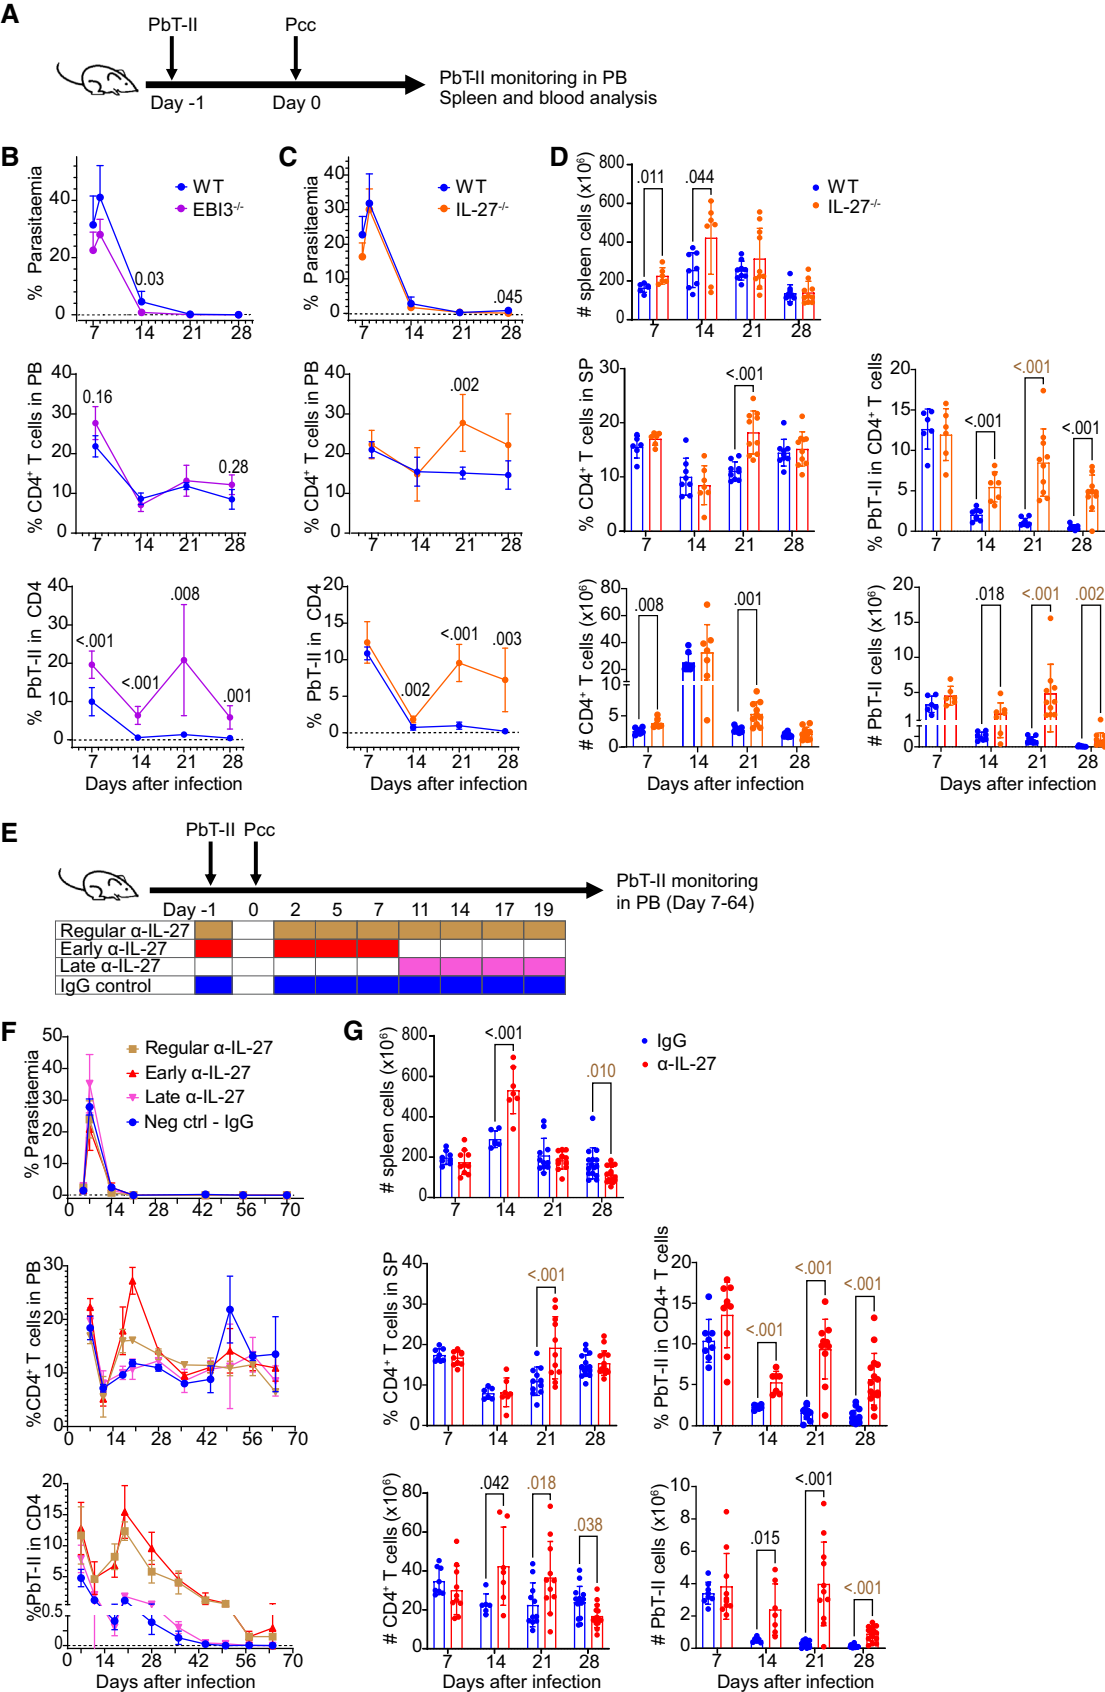

Figure 1.

To establish whether neutralization of IL-27 can lead to enhanced memory CD4<sup>+</sup> T cell responses as observed in gene-knock-out mice, we administered anti-IL-27p28 neutralizing antibody in mice infected with Pcc. In initial experiments, we administered anti-IL-27 mAb from day -1 to day 19 of Pcc infection, covering the entire period in which the PbT-II proportion increases, and found that PbT-II cells increased comparably to those in gene knock-out mice (Fig 1E and F). Since the proportion of PbT-II cells increased in the absence of IL-27 in two phases: early (day 0–7) and late (day 7–14) phases (Fig 1B and C), we administered anti-IL-27 mAb at different timepoints to determine the critical window of IL-27 action on the kinetics of PbT-II cells (Fig 1E). Mice treated with anti-IL-27 mAb in the early phase of the infection had higher proportions of PB PbT-II cells comparable to continuously treated mice; those treated during late phase did not (Fig 1F). Further analysis showed that a 2-dose treatment (days -1 and 2 post-infection) was sufficient to observe the effect of IL-27 neutralization, although the enhancing effect was reduced when compared with 4-dose treatment (Fig EV1B). Therefore, the 4-dose treatment (day -1, 2, 5, 7) was used for further experiments. Analysis of spleen cells in the treated mice showed consistently higher PbT-II proportions and counts at day 14–28 post-infection comparable to IL-27-deficient mice (Fig 1G). Altogether, these results indicate that transient IL-27 neutralization during acute phase of Pcc infection enhances the levels of *Plasmodium*-specific CD4<sup>+</sup> T cells during chronic phase of Pcc infection, with comparable kinetics and magnitude to mice genetically deficient in IL-27.

#### Distinct subsets of memory CD4<sup>+</sup> T cells were induced during chronic infection by the IL-27 neutralization

To evaluate how IL-27 signaling affects the development of PbT-II cells during Pcc infection, we characterized the phenotype of these cells (Figs 2 and EV2). The proportions of antigen-experienced CD11a<sup>hi</sup>CD49d<sup>hi</sup> PbT-II cells in the spleen were higher in anti-IL-27 mAb-treated mice on days 14 and 21, and the numbers were higher on days 21 and 28 (Fig 2A). The CD127<sup>+</sup>KLRG1<sup>-</sup> and CD127<sup>-</sup>KLRG1<sup>+</sup> phenotypes are markers of long-lived memory precursor and short-lived effector CD8<sup>+</sup> T cells, respectively (Kaech & Cui, 2012). Most PbT-II cells in the control mice were CD127<sup>-</sup>KLRG1<sup>-</sup> from day 7 to day 28. In anti-IL-27 mAb-treated mice, the proportion of CD127<sup>+</sup>KLRG1<sup>-</sup> PbT-II cells was higher when compared with those in control on day 7. On day 28 of infection, CD127<sup>+</sup>KLRG1<sup>-</sup> and CD127<sup>-</sup>KLRG1<sup>+</sup> PbT-II cells were

dominant and reached  $39.0 \pm 1.4\%$  and  $39.9 \pm 6.5\%$ , respectively (Fig 2B). The proportions of CXCR5<sup>-</sup>CXCR6<sup>+</sup> and CXCR5<sup>+</sup>CXCR6<sup>-</sup> PbT-II cells, putative Th1 and Tfh cells, respectively (Kim *et al*, 2001; Crotty, 2011), were comparable on day 7 in anti-IL-27 mAb-treated and control mice (Fig 2C). The CXCR5<sup>-</sup>CXCR6<sup>+</sup> PbT-II cells increased and were maintained at higher levels through day 28 in anti-IL-27 mAb-treated mice, while they decreased after day 14 in control mice. The proportions of CXCR5<sup>+</sup> PbT-II cells were maintained at low levels after day 14 in both groups as were the proportion of CXCR5<sup>hi</sup>PD1<sup>hi</sup> germinal center (GC) Tfh PbT-II cells. The difference in expression of these surface markers was also observed in PB PbT-II subsets (Appendix Fig S1). PbT-II cells expressing transcription factors associated with Th1 and Tfh/memory, T-bet and TCF-1, respectively, were not significantly different on day 7, while the proportion of T-bet<sup>hi</sup>TCF-1<sup>lo</sup> cells increased in anti-IL-27 mAb-treated mice from day 14 onward reaching  $93.4 \pm 1.9\%$  on day 28; however, total numbers of Tbet<sup>lo</sup>TCF-1<sup>hi</sup> PbT-II cells in the spleen were comparable (Fig 2E). The expression of Tfh-associated transcription factor Bcl6 was also comparable at days 7 and 28, further suggesting that the Tfh subset was not affected by the IL-27 neutralization (Appendix Fig S1).

Additionally, we also analyzed phenotypes of CD11a<sup>hi</sup>CD49d<sup>hi</sup> and CD11a<sup>hi</sup>CD49d<sup>lo</sup> PbT-II subpopulations 7 and 28 days after infection to determine whether they represent Th1 and Tfh cells as we previously reported (Jian *et al*, 2021; Fig EV2). On day 7 after infection, majority of CD11a<sup>hi</sup>CD49d<sup>hi</sup> PbT-II cells were Th1 type, while Tfh type cells were dominant in CD11a<sup>hi</sup>CD49d<sup>lo</sup> cells in both anti-IL-27 mAb- and IgG-treated mice (Fig EV2A and C). On day 28, however, PbT-II cells in anti-IL-27 mAb-treated mice showed strong Th1 dominance in which the majority of CD49d<sup>hi</sup>CD49<sup>hi</sup> and CD49d<sup>hi</sup>CD49<sup>lo</sup> cells were KLRG1<sup>+</sup>T-bet<sup>hi</sup> and CXCR6<sup>+</sup>T-bet<sup>hi</sup>, respectively, while both CD49d<sup>hi</sup>CD49<sup>hi</sup> and CD49d<sup>hi</sup>CD49<sup>lo</sup> PbT-II cells were dominated by T-bet<sup>lo</sup>TCF1<sup>hi</sup> phenotype in IgG-treated mice (Fig EV2B and D).

To examine the functional activity of PbT-II cells, we analyzed the cytokines produced as well as their proliferative phenotype (Fig 3). The proportions of PbT-II cells producing IFN- $\gamma$  and TNF in response to PMA and ionomycin were higher in anti-IL-27 mAb-treated mice on day 7, while those in response to antigenic peptide was not significantly different (Fig 3A and B). On day 28, however, PbT-II cells exhibited significantly higher production of IFN- $\gamma$  and TNF in response to the peptide in anti-IL-27 mAb-treated mice, consistent with the higher proportion of Th1 type PbT-II cells on day 28 (Fig 3B). Production of IL-2 and IL-10 was mostly comparable,

#### Figure 2. Inhibition of IL-27 signaling affects the phenotype of *Plasmodium*-specific CD4<sup>+</sup> T cells during chronic infection.

B6 mice were transferred with PbT-II cells and treated with either control (IgG, blue) or anti-IL-27 mAb ( $\alpha$ -IL-27, red) between -1 and 7 days post-Pcc infection. Splenic PbT-II (CD45.1<sup>+</sup>CD45.2<sup>-</sup>TCR $\beta$ <sup>+</sup>CD4<sup>+</sup>) cells were analyzed by flow cytometry at 7, 14, 21, and 28 dpi.

A–D Representative flow cytometry profiles (left) of cell surface expression of CD11a/CD49d (A), CD127/KLRG1 (B), CXCR5/CXCR6 (C), and PD-1/CXCR5 (D) on PbT-II cells from control (blue) and  $\alpha$ -IL-27 (red) mouse groups, and corresponding summary of the frequencies and total numbers of PbT-II cell subpopulations for mouse groups (right).

E Representative flow cytometry profiles (left) of expression of T-bet and TCF1 in PbT-II cells and corresponding summary of the frequencies and total numbers of PbT-II cell subpopulations (right).

Data information: Numbers in flow cytometry profiles indicate PbT-II proportions (%) within each area.  $n = 4, 3, 3, 4$  for IgG-treated and  $n = 4, 4, 4, 4$  mice for anti-IL-27 mAb-treated mice at day 7, 14, 21, 28 days pi, respectively. Data for each timepoint are representative of 2, 2, 3, and 4 independent experiments for 7, 14, 21, 28 dpi, respectively. Statistical significance assessed by Student's *t* test (*P* values (< 0.05) shown in black) or Mann–Whitney *U* test (*P* values (< 0.05) shown in brown) per time point, depending on normality assessment. Error bars represent SD.

Source data are available online for this figure.

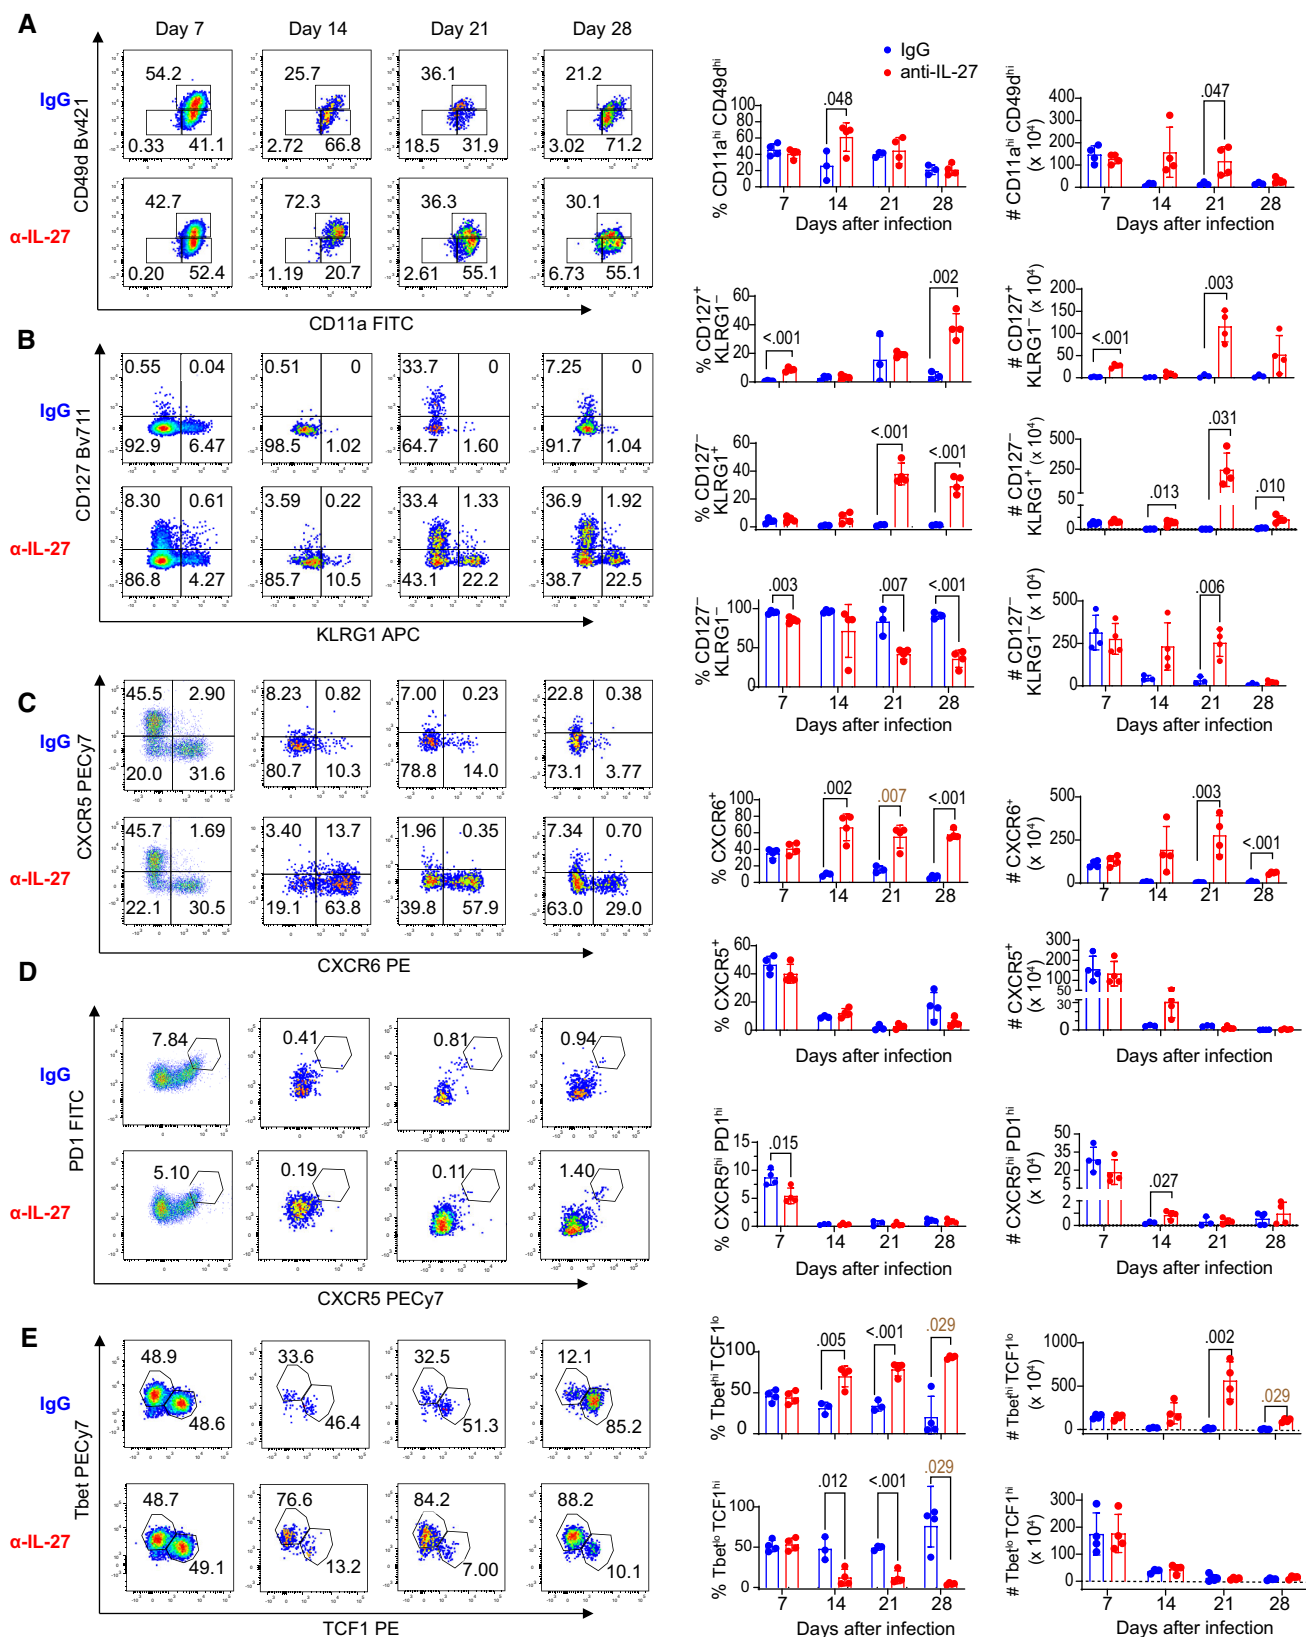

Figure 2.

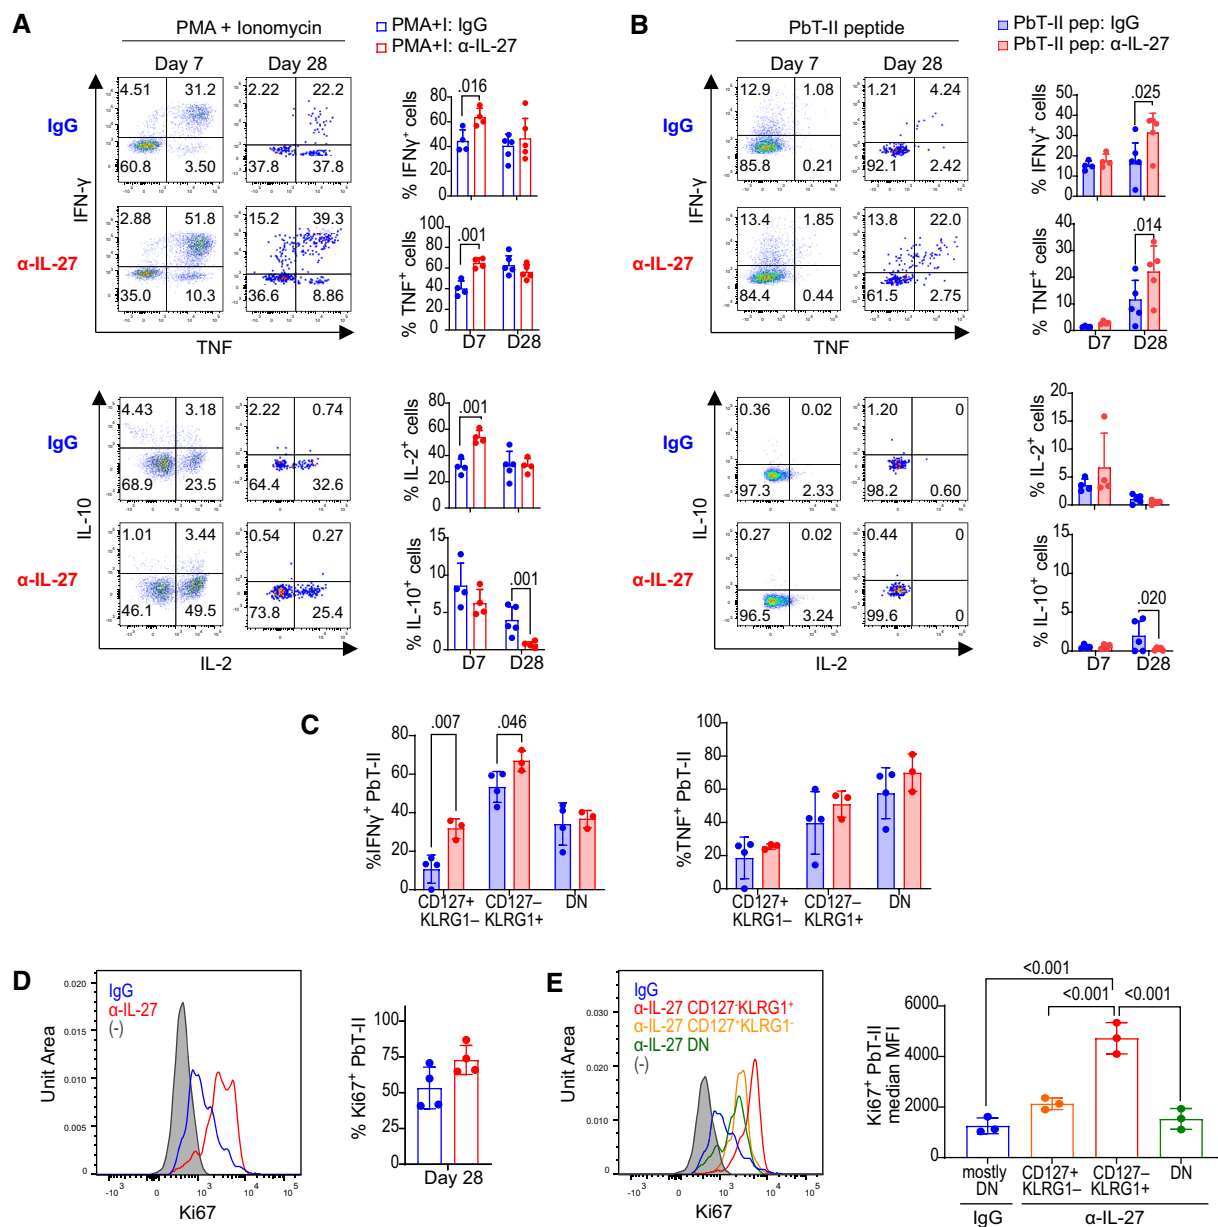

**Figure 3. *Plasmodium*-specific memory CD4<sup>+</sup> T cells induced under IL-27 neutralization exhibit enhanced cytokine production.**

Cytokine production was analyzed for PbT-II cells transferred to B6 mice infected with Pcc and were treated with control (IgG, blue) or anti-IL-27 mAb (α-IL-27, red) between –1 and 7 days after infection.

**A, B** Splenocytes from IgG and α-IL-27-treated mice collected 7 and 28 days after infection were stimulated with PMA and ionomycin for 4 h (**A**), and splenic CD4<sup>+</sup> T cells were cultured with PbT-II peptide-pulsed dendritic cells for 4 h (**B**), stained for surface markers, fixed, permeabilized, and stained for IFN-γ, TNF, IL-10, and IL-2. Representative flow cytometry profiles (left) of cytokine expression of PbT-II cells (CD45.1<sup>+</sup>CD45.2<sup>+</sup>TCRβ<sup>+</sup>CD4<sup>+</sup>) and frequencies of cytokine-producing PbT-II cells (right) are shown for control (blue) and anti-IL-27 mAb (red)-treated mice at day 7 (*n* = 4 mice/group) and day 28 (*n* = 5 mice/group) days pi. Representative data of two independent experiments are shown.

**C** Proportions of IFN-γ- or TNF-producing cells in response to PbT-II peptide within indicated subpopulations of control (*n* = 4) and anti-IL-27 mAb-treated (*n* = 3) mice.

**D, E** Splenic cells were prepared 28 days after Pcc infection and stained for TCRβ, CD4, CD45.1, CD127, and KLRG1, fixed, permeabilized, and stained for Ki67 to analyze expression in PbT-II cell subpopulations.

**D** Representative histogram plots (left) and summary graphs (right) of Ki67 expression in PbT-II cells, and isotype control of IgG group (gray) at 28 days pi (*n* = 4 mice/each group). Data are representative of three independent experiments.

**E** Representative histograms (left) and summary graph (right) of median fluorescence intensity (MFI) levels of Ki67 expression of total PbT-II cells from IgG, and CD127<sup>+</sup>KLRG1<sup>–</sup> (orange), CD127<sup>–</sup>KLRG1<sup>+</sup> (red), CD127<sup>–</sup>KLRG1<sup>–</sup> (green) PbT-II subpopulations from anti-IL-27 mAb-treated mice (*n* = 3 mice/each group). Data are representative of three independent experiments.

Data information: Statistical significance was assessed by Student's *t* test for comparing IgG and anti-IL-27 mAb-treated mouse groups in (**A**), (**B**), and (**D**), and per subpopulation in (**C**), and one-way ANOVA followed by Tukey's multiple comparison test in (**E**). *P* values (< 0.05) are shown. Error bars represent SD in all graphs.

Source data are available online for this figure.

except for the higher IL-2 production in response to PMA and ionomycin on day 7 and reduced IL-10 production in response to peptide in anti-IL-27 mAb-treated mice on day 28. Within PbT-II subpopulations on day 28, the proportion of IFN- $\gamma$ -producing cells was highest in CD127<sup>+</sup>KLRG1<sup>+</sup> cells, while production of TNF was the highest in CD127<sup>+</sup>KLRG1<sup>+</sup> PbT-II cells (Fig 3C). When compared with IgG-treated mice, CD127<sup>+</sup>KLRG1<sup>+</sup> and CD127<sup>+</sup>KLRG1<sup>+</sup> subsets of PbT-II cells in anti-IL-27 mAb-treated mice produced more IFN- $\gamma$ . Proliferation was enhanced in anti-IL-27 mAb-treated mice compared to control on day 28 as evaluated by Ki67 expression (Fig 3D). Among PbT-II subpopulations, CD127<sup>+</sup>KLRG1<sup>+</sup> cells showed highest Ki67 expression followed by CD127<sup>+</sup>KLRG1<sup>+</sup> and CD127<sup>+</sup>KLRG1<sup>+</sup> cells in anti-IL-27 mAb-treated mice (Fig 3E). Altogether, these results show that neutralization of IL-27 in the acute phase of the infection profoundly affected PbT-II cell phenotype and function during chronic phase, although PbT-II cells from anti-IL-27 mAb-treated mice were phenotypically indistinguishable from control group during acute phase except for a slight but significant increase in CD127<sup>+</sup> cells in anti-IL-27 mAb-treated mice.

#### Transcriptome analysis revealed distinct subsets of PbT-II cells induced by IL-27 neutralization during malaria

The effect of IL-27 neutralization suggested that the development of memory precursor subpopulations could be inhibited by IL-27. To uncover the responding CD4<sup>+</sup> T cell subsets at the transcriptional level, we performed single-cell RNA-seq (scRNA-seq) and compared PbT-II cells from anti-IL-27 mAb- and control IgG-treated mice on day 7 and 28 after infection (Figs 4, 5 and EV3). Dimensional reduction and clustering of the cells on day 7 of infection based on their gene expression profiles identified 5 clusters: *Tbx21*<sup>+</sup>*Id2*<sup>+</sup>*Ifng*<sup>+</sup>*Cxcr6*<sup>+</sup>*Cxcr3*<sup>+</sup> cells (cluster 1) with high Th1 as well as T central memory precursor (Tcmp) signature scores, *Bcl6*<sup>+</sup>*Id3*<sup>+</sup>*Il21*<sup>+</sup>*Cxcr5*<sup>+</sup> cells (cluster 2) with high Tfh signature scores, *Tcf7*<sup>+</sup>*Klf2*<sup>+</sup>*Sell*<sup>+</sup>*Ccr7*<sup>+</sup> cells (Cluster 3) with high memory T cell (Tmem) signature scores, *Mki67*<sup>+</sup>*Mcm4*<sup>+</sup>*Ctcf*<sup>+</sup> cells (Cluster 4) in the S phase of the cell cycle, and cells with low expression in most of the analyzed genes, including those in G2/M phase (Cluster 5; Fig 4A, B and D–F). While CD127<sup>+</sup> cells were slightly increased in anti-IL-27 mAb-treated mouse, this population (*Il7r*<sup>+</sup>) belongs to cluster 1 (Th1; Figs 2B and 4D). There were variations in the expression among individual genes in each cluster by anti-IL-27-mAb treatment such as increase in *Id2* and *Il7r* in cluster 1 and *Id3* and *Ccr7*

in cluster 3, as well as increase in *Bcl2* in minor clusters 4 and 5 (Fig 4D and E). In addition, we observed a shift in the proportions of cells in clusters 1 and 3 between 2 groups (Fig 4C) and higher Tcm population in anti-IL-27 mAb-treated mouse in reference mapping approach (Fig EV3D), suggesting an effect of anti-IL-27 mAb-treatment at day 7 after Pcc infection.

We next analyzed the scRNA-seq data of PbT-II cells anti-IL-27 mAb- and IgG-treated mice on day 28 after infection (Figs 5 and EV3A–C and E). Dimensional reduction and clustering of the cells based on their gene expression profiles identified 7 clusters and their surface markers were visualized by CITE-seq analysis (Fig 5A–G). For consistency, we numbered these clusters to correspond with the same-numbered clusters on day 7 that exhibit similar gene signature (Fig 5A, C and E). Two major clusters exhibiting high Th1 signature scores in anti-IL-27-treated mice were named cluster 1\* and cluster 1\*\* based on their relation to day 7's cluster 1, although these cells were rare in IgG control on day 28. Cluster 1\* cells were CD127<sup>+</sup>KLRG1<sup>+</sup> based on CITE-Seq and showed high *Id2*, *Ifng*, *Cxcr6*, and *Cxcr3*; Cluster 1\*\* cells were CD127<sup>+</sup>KLRG1<sup>+</sup> and expressed *Tbx21*, *Lgals1*, *Itga4*, and *Klf2* at high levels and exhibited high Tcmp signature in addition to high Th1 score, suggesting their memory potential (Fig 5E–G). Comparison of the 2 clusters showed that cluster 1\* cells are distinguished by their expression of co-inhibitory genes (*Tigit*, *Lag3*, and *Pdcd1*) and chemokine receptors (*Cxcr6*, *Cxcr3*, and *Ccr5*), while cluster 1\*\* express genes related to leukocyte migration (*Cx3cr1*, *Ccl5*, and *Slpr1*), killer cell lectin-like receptors (*Klrg1* and *Klrd1*), and transcription factors (*Klf2*, *Zeb2*, and *Tbx2*) suggesting their differential function (Fig 5H). Clusters 2–6 were CD127<sup>+</sup>KLRG1<sup>+</sup> (Fig 5A and C). Cluster 2 cells, although a minority in anti-IL-27 mAb-treated mice, were present in similar absolute numbers in anti-IL-27 mAb- and IgG-treated mice, exhibited a high Tfh signature score, and expressed genes including *Bcl6*, *Il21*, and *Cxcr5* (Fig 5A and D–G). Cluster 3 cells comprised the largest cluster in IgG-treated mice, exhibited high Tmem score and expressed memory phenotype genes including *Tcf7*, *Sell*, *Ccr7*, and *Bcl2* (Fig 5A and D–G). Cluster 4 was the third largest population in anti-IL-27 mAb-treated mice exhibiting highest Tmem score (Fig 5A, D and E). Interestingly, the expression levels of Th1 signature genes in cluster 3 and 5 cells in anti-IL-27-treated mice were higher than those in IgG-treated mice (Fig 5F). Cluster 6 was detected in IgG control alone. Mapping to the CD4<sup>+</sup> T cell reference atlas (Andreatta et al, 2022) showed that the major populations in

#### Figure 4. Early IL-27 neutralization affects memory signature during acute phase of Pcc infection.

B6 mice were transferred with PbT-II cells, infected with Pcc, and treated with control (IgG; *n* = 1 biological replicate) or anti-IL-27 mAb ( $\alpha$ -IL-27; *n* = 1 biological replicate) between –1 and 5 days of infection. PbT-II cells were purified from these mice 7 days after infection and single-cell RNA sequencing (scRNA-seq) analysis was performed. Details of the experiments are shown in Fig EV3A–C.

- UMAP plots of PbT-II cells from IgG control (*n* = 4,030) and anti-IL-27 mAb-treated mice (*n* = 7,476) after unsupervised clustering of pooled single-cell data from the two groups, with clusters colored by gene expression profiles.
- UMAP clustering of PbT-II cells colored by cell cycle profiles.
- Summary graph of proportions of PbT-II cells in each cluster for IgG and anti-IL-27 mAb-treated mice in (A).
- Dot plots showing the expression of Th1-, Tfh-, Tcmp-related genes (Ciucci et al, 2019), and other genes of interest in each UMAP cluster of PbT-II cells from IgG and anti-IL-27 mAb-treated mice. Dot colors represent the intensity of expression, while dot size represents the proportion of cells with the corresponding expression.
- Violin plots showing the expression of Th1-, Tfh-, Tcmp-, and proliferation-associated genes in PbT-II cells from IgG (light blue) and anti-IL-27 mAb (blue) treated mice.
- Ridge plots showing the expression of published Th1, Tfh, Tmem, and Tcmp CD4<sup>+</sup> T cell signatures in each of the UMAP clusters in (A) based on (Ciucci et al, 2019).

Source data are available online for this figure.

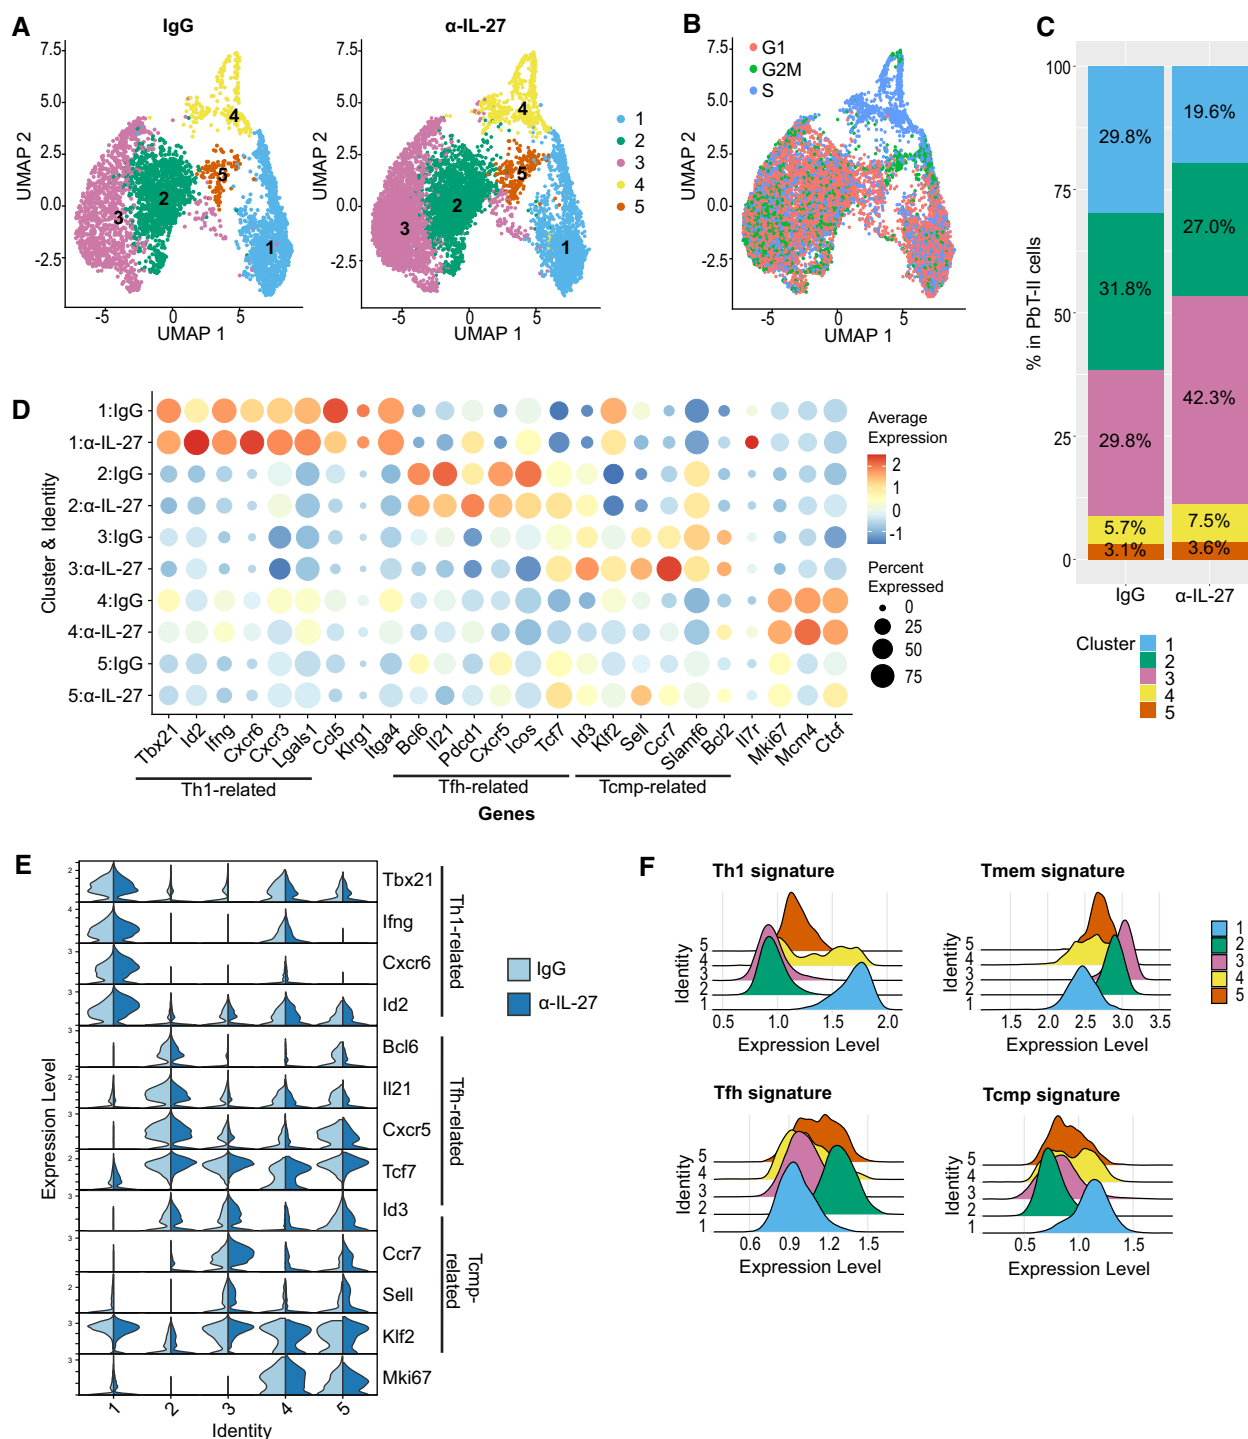

Figure 4.

PbT-II cells in the anti-IL-27 mAb-treated mouse had Th1 effector and Th1 memory subsets, while those in the IgG-treated mouse were Tcm and Tfh memory subsets (Fig EV4E). These features indicate the expansion of unique Th1-type PbT-II cells in Pcc-infected mice when IL-27 is neutralized during acute infection. Taken together, PbT-II cells in anti-IL-27 mAb-treated and IgG-treated mice were comprised of clearly distinct subpopulations on

day 28 of infection. The increase in the maintained PbT-II populations in anti-IL-27 mAb-treated mice at day 28 was due to two major populations of Th1-like clusters 1\* and 1\*\*, and Tmem-like cluster 4 as well as a minor Tfh cluster.

We next compared scRNA-seq data of PbT-II cells in anti-IL-27 mAb-treated mice in transition from acute to chronic infection (Fig EV4). The scRNA-seq data of PbT-II cells from day 7, 14, and 28

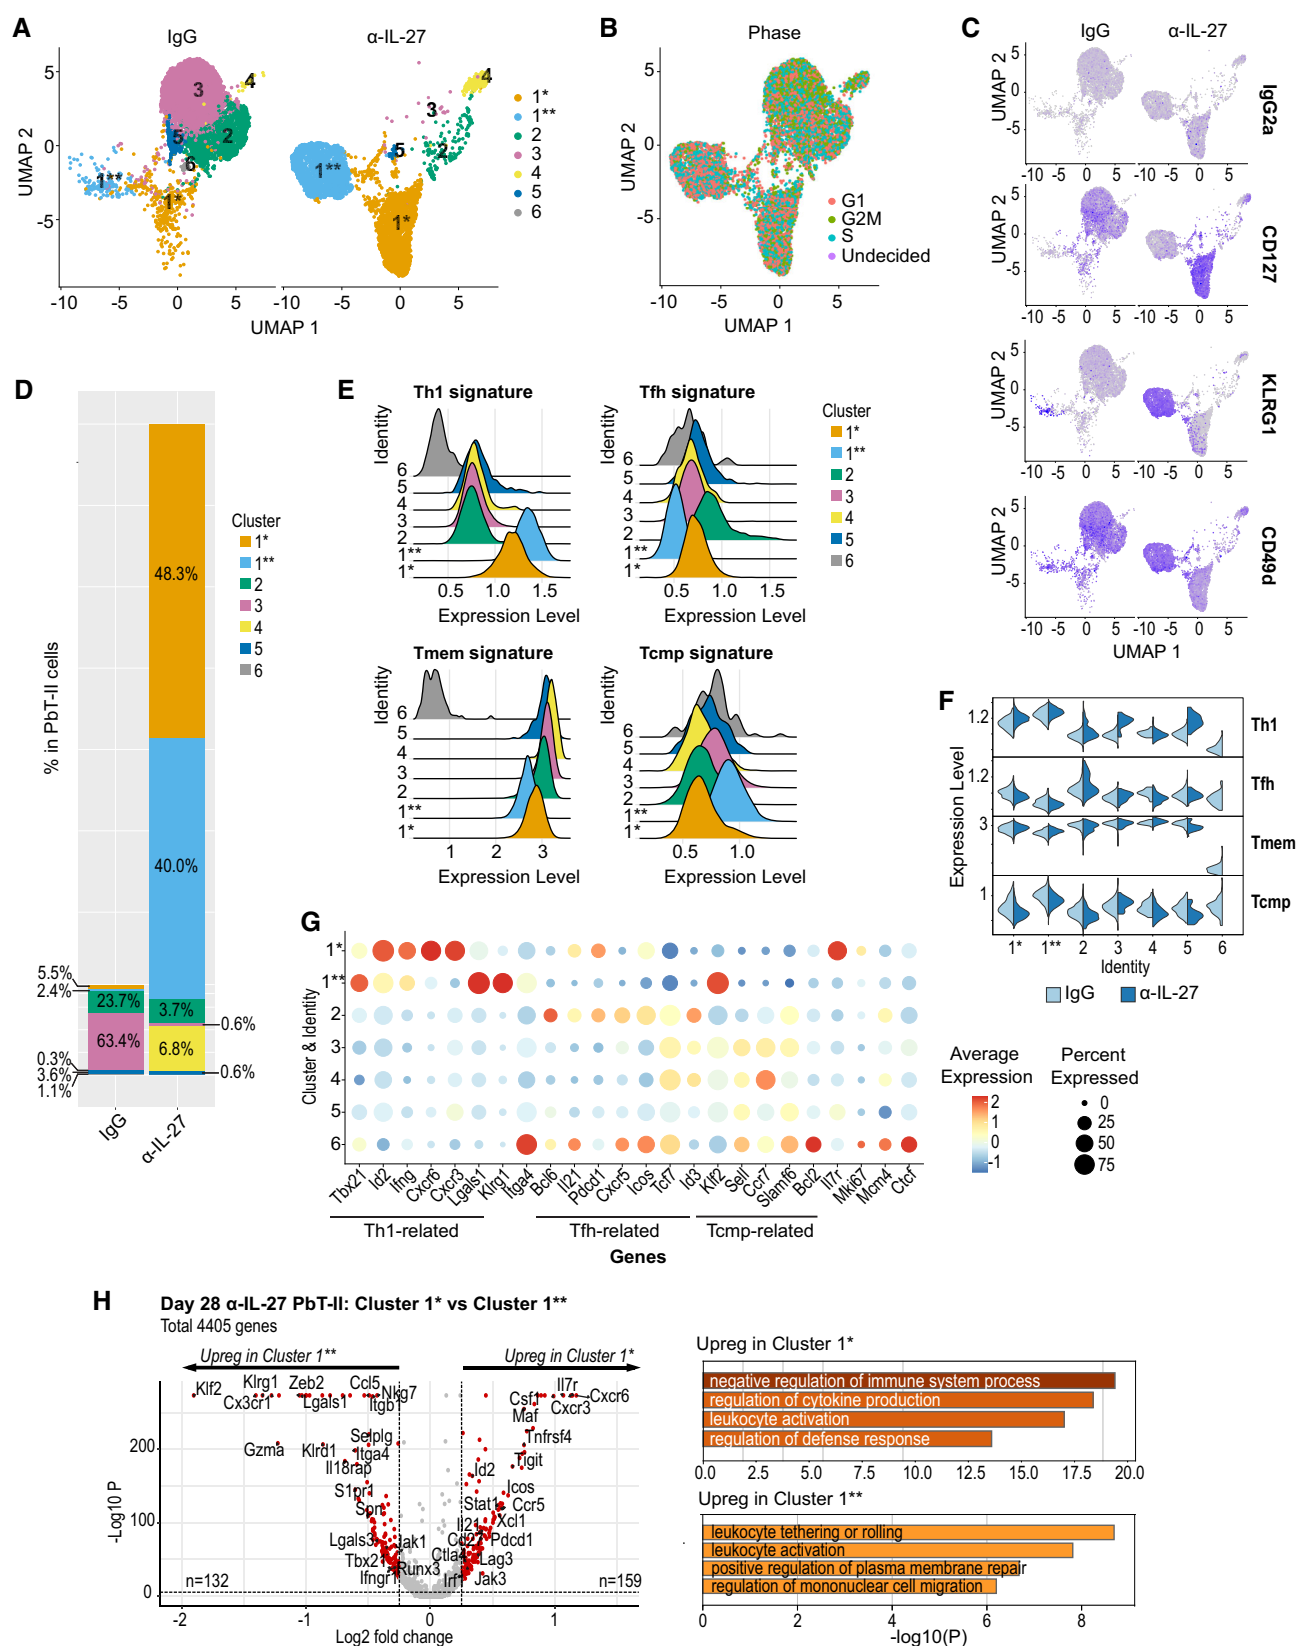

Figure 5.

**Figure 5. Transcriptome analysis reveals distinct T cell subsets during chronic infection induced by IL-27 neutralization.**

B6 mice were transferred with PbT-II cells, infected with Pcc, and were treated with either IgG or anti-IL-27 mAb between -1 and 7 days after infection ( $n = 1$  biological replicate per timepoint). PbT-II cells were prepared from spleen at day 28 pi, stained for CD4/TCR/CD45.1 and for CD127, KLRG1, and CD49d with TotalSeq antibodies, sort purified, and processed for scRNA-seq and CITE-Seq analysis. Details of the experiment are found in Fig EV3A–C.

A–G Comparative analysis of scRNA-seq data from IgG and anti-IL-27 mAb-treated PbT-II cells. (A) UMAP plot colored of day 28 PbT-II cells from IgG control ( $n = 7,491$ ) and anti-IL-27 mAb-treated mice ( $n = 4,944$ ) after unsupervised clustering of pooled single cell data from the two groups, with clusters colored by gene expression profiles. Cluster labels were harmonized to reflect similar gene expression patterns in the clusters at day 7 pi (Fig 4) and anti-IL27 mAb day 7–28 PbT-II analysis (Fig EV4). (B) UMAP clustering of PbT-II cells colored by cell cycle profiles. (C) CITE-seq analysis of PbT-II cells for IgG2a (isotype control), CD127, KLRG1, and CD49d, shown in the same UMAP clustering as (A). (D) Proportions (%) of each cluster within PbT-II cells, with bar graph sizes shown relative to the total number of PbT-II cells in IgG ( $36.8 \times 10^4$ ) and anti-IL-27 mAb treated ( $265.7 \times 10^4$ ) mice. (E) Ridge plots of PbT-II cells showing the expression of published CD4<sup>+</sup> T cell signature genes (Ciucci et al, 2019). (F) Violin plots comparing the expression of the CD4<sup>+</sup> T cell signature genes. (G) Dot plots showing the expression of Th1-, Tfh-, Tcmp-, and proliferation-associated genes in each cluster. Dot colors represent the intensity of expression, while dot size represents the proportion of cells with the corresponding expression.

H Volcano plot of differentially expressed genes between major clusters 1\* and 1\*\* within PbT-II cells from anti-IL-27-treated mice and corresponding Gene Ontology enrichment analysis for the upregulated genes in each group using Metascape.

Source data are available online for this figure.

after infection were dimensionally reduced and their clustering analysis revealed a total of 7 clusters, which were labeled with the same numbering applied to previous cluster analyses (Fig EV4A). Cluster 1\* and 1\*\*, both corresponding to Th1 cluster on day 7, increase with time and each occupied > 40% on day 28 (Fig EV4B). Cluster 2, corresponding to the Tfh cluster on day 7, was reduced on day 14 and became a minor cluster (< 5%) by day 28. Cluster 3, which corresponds to the Tmem-like cells on day 7, were maintained through day 14 but became a minor population on day 28. These features suggested a gradual shift in the phenotypes of PbT-II cells during transition from acute to chronic infection.

### Active infection is not essential for the maintenance of Th1-type memory PbT-II cells

To determine whether live parasites are required for the induction and maintenance of memory CD4<sup>+</sup> T cells, Pcc-infected mice with and without anti-IL-27 mAb were treated with antimalarial drugs (Fig 6). Antimalarial drug treatment starting 6 days post-infection did not have significant impact on the proportions of PbT-II cells in control IgG group on day 28. In anti-IL-27 mAb-treated mice, however, the increase in PbT-II cells on day 21 after infection was not observed in mice also treated with antimalarial drugs, suggesting its dependence on active infection. Despite this lack of increase, the total number of PbT-II cells remained higher in antimalarial-treated anti-IL-27 mAb-treated mice when compared with its IgG-treated counterpart in both PB and spleen after 28 days of infection (Fig 6B and C). Phenotypically, PbT-II cells in anti-IL-27 mAb-treated mice exhibited higher proportions of CD127<sup>+</sup>KLRG1<sup>+</sup>, CD127<sup>+</sup>KLRG1<sup>+</sup>, CXCR6<sup>+</sup>, and Tbet<sup>hi</sup>TCF-1<sup>lo</sup> cells than those in control IgG-treated mice in both antimalarial drug-treated and untreated mice (Fig 6D and E). These results suggest that the increase of PbT-II cells between 14 and 21 days of infection is dependent on active infection, while phenotypical differentiation of PbT-II cells during memory phase is independent of the presence of live parasites during chronic infection.

Next, we treated mice with antimalarial drug starting at day 21 post-infection (Fig EV5). The proportion of PbT-II cells in PB and the number of PbT-II cells in spleen did not decrease, although the total number of CD4<sup>+</sup> T cells decreased 14 days after infection (Fig EV5B and C). The proportions of PbT-II cells expressing CD127, KLRG1, CXCR5, CXCR6, Tbet, and TCF-1 were not significantly different

between antimalarial treated and untreated mice (Fig EV5D and E). In sum, these results imply that once memory CD4<sup>+</sup> T cells are induced, their maintenance does not require live parasite infection for more than 14 days.

### Memory CD4 T cells induced by IL-27 neutralization contribute to protective immunity

Finally, we examined whether the immunity induced under IL-27 neutralization exhibit enhanced recall response against challenge infection. Mice treated with anti-IL-27 mAb or control IgG were infected with *P. chabaudi* and treated and not treated with antimalarial drugs without transfer of PbT-II cells (Fig 7, Appendix Fig S2). Mice were sacrificed 63 days after infection, and splenocytes were examined. Phenotypical analysis did not show significant skewing in lymphocyte composition and CD4<sup>+</sup> T cell subpopulations between anti-IL-27 mAb-treated and control mice except the reduction of CD11a<sup>hi</sup>CD49d<sup>hi</sup> CD4<sup>+</sup> T cells in antimalarial-treated mice (Figs 7B and EV5B and C). However, production of IFN- $\gamma$  by CD4<sup>+</sup> T cells in response to crude Pcc antigens in antimalarial untreated mice was higher than IgG control, suggesting that memory CD4<sup>+</sup> T cells were maintained at higher levels in anti-IL-27 mAb-treated mice (Fig 7C). In the nonlymphoid compartment, there was a reduction in the proportion of CD11b<sup>+</sup>Ly6C<sup>hi</sup> inflammatory monocytes observed in anti-IL-27 mAb-treated antimalarial untreated mice, suggesting that IL-27 neutralization also has long-term effect on the non-lymphoid compartment (Appendix Fig S2C). Levels of anti-*Plasmodium* IgM and IgG were highest in anti-IL-27 mAb-treated mice without antimalarial therapy (Fig 7D). Among IgG isotypes we observed a significant difference between IgG and anti-IL-27 mAb-treated mice only in IgG1 levels (Fig 7E). IgG cross reactive to *P. berghei* ANKA (PbA) antigens was also higher in anti-IL-27 mAb-treated mice (Fig 7F). We used a previously established re-challenge infection model with heterologous virulent parasites, PbA (Nakamae et al, 2019). Mice were challenged with PbA 63 days after Pcc infection, and the protective ability was evaluated. In anti-IL-27 mAb-treated antimalarial-untreated mice, the levels of parasitemia reduced and clinical score recovered after 10 days of infection, and mice survived the infection, while parasitemia levels continued to increase, clinical scores continued to increase, and body

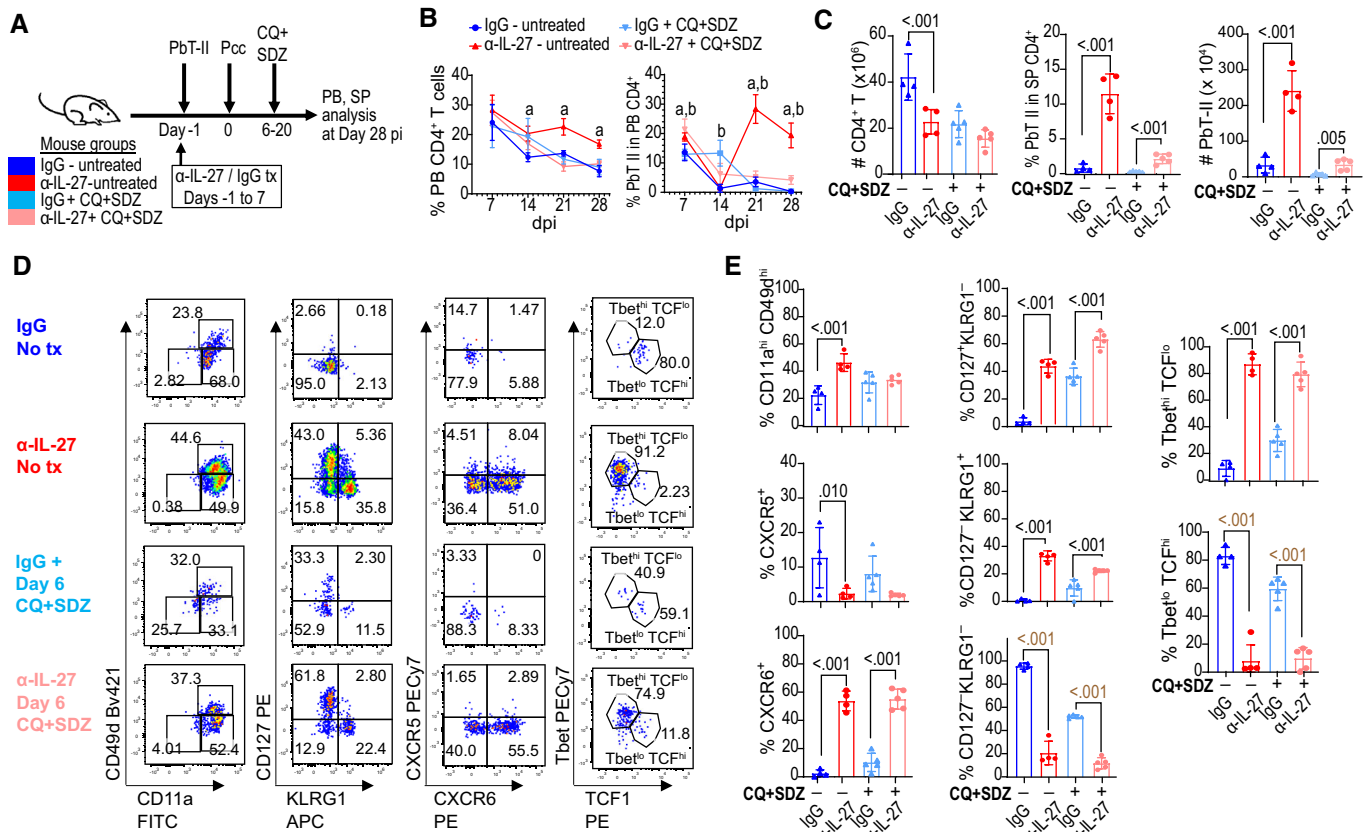

**Figure 6. Enhanced memory PbT-II cells induced by transient IL-27 neutralization are maintained without live parasites during chronic phase.**

B6 mice were transferred with PbT-II cells, treated with IgG (blue, light blue) or anti-IL-27 mAb (red, pink), and treated (light, blue pink) or not treated (blue, red) with antimalarial drugs starting 6 days after Pcc infection.

**A** Experimental scheme for antimalarial treatment experiment ( $n = 4$  for antimalarial untreated groups and  $n = 5$  mice for antimalarial-treated groups).

**B** Kinetics of the proportion of CD4<sup>+</sup> T cells in PB and of PbT-II cells in PB CD4<sup>+</sup> T cells during the course of Pcc infection. Small letters indicate significant differences ( $P < 0.05$ ) between IgG vs. anti-IL-27 in antimalarial-untreated (a), and -treated (b) mice.

**C** Total number of CD4<sup>+</sup> T cells in the spleen and proportions of PbT-II cells in CD4<sup>+</sup> T cells and their total numbers in spleen on day 28 pi.

**D** Representative flow cytometry profiles of splenic PbT-II cells on day 28 pi.

**E** Proportions of PbT-II cells with the indicated phenotype on day 28 pi.

Data information: Data are representative of 4 independent experiments. Statistical significance was assessed by Student's *t* test per time point for (B), and one-way ANOVA followed by Tukey's multiple comparison test ( $P$  values ( $< 0.05$ ) shown in black) or Kruskal–Wallis test with Dunn's *post hoc* tests ( $P$  values ( $< 0.05$ ) shown in brown) for (C, E) depending on normality assessment. In (B), “a” corresponds to the  $P$ -values of 0.002,  $< 0.001$ , and  $< 0.001$  in the left graph and 0.012,  $< 0.001$ , and  $< 0.001$  in the right graph for days 14, 21, and 28, respectively, while “b” corresponds to  $P$ -values 0.001, 0.024, 0.002, and  $< 0.001$  for days 7, 14, 21, and 28, respectively. Error bars represent SD.

Source data are available online for this figure.

weights reduced in all other three groups, with mice eventually succumbing to death (Fig 7G). We also evaluated whether the protective ability of Pcc-primed mice after rechallenge with *Plasmodium* parasites was improved in anti-IL-27 mAb-treated mice. However, these mice barely exhibited parasitemia after rechallenge with homologous Pcc due to strong protective immunity, as reported previously (Achtman *et al*, 2007). Taken together, these results denote that neutralization of IL-27 during acute infection induced and maintained cellular and humoral immune responses that are protective against recall challenge infection, although chronic infection is required for the maintenance of the protective ability.

## Discussion

This study shows that IL-27 produced during the acute phase of malaria infection quantitatively and qualitatively modulates the induction and maintenance of memory CD4<sup>+</sup> T cells. Monitoring of the *Plasmodium* specific-CD4<sup>+</sup> T cells, PbT-II, showed that they exhibit biphasic expansion in the absence of IL-27. The first phase derived from clonal expansion of activated CD4<sup>+</sup> T cells resulting in the generation of Th1 and Tfh effector cells as well as memory precursor-like cells, followed by their contraction. The second expansion phase came between 2 and 3 weeks after infection, dominated by the expansion of Th1-type memory cells, which remained

for a long time thereafter during chronic infection. In a classical model of *P. chabaudi* infection, it was proposed that CD4<sup>+</sup> T cells undergo biphasic activation; IFN- $\gamma$  producing Th1-type CD4<sup>+</sup> T cells, followed by antibody-helper-type response which were earlier proposed to be Th2 and later described as predominantly Tfh cells (Perez-Mazliah & Langhorne, 2014; Soon & Haque, 2018). We found that IL-27 is critical regulator that switches Th1 dominance to Tfh type response during *P. chabaudi* infection. Our study also shows that this second expansion phase of malaria-specific CD4<sup>+</sup> T cells is not a direct effect of IL-27 inhibition, since inhibition with anti-IL-27

Ab starting 11 days of infection had no such effect. Rather, inhibition of IL-27 during the initial 7 days of infection was critical, suggesting that IL-27 inhibits the generation of memory precursor CD4<sup>+</sup> T cells that were destined toward differentiation to Th1-type. Several studies suggest that memory CD4<sup>+</sup> T cell fate is determined early during infection with Pcc. Memory precursor CD4<sup>+</sup> T cells are detected among those with effector differentiation during early activation of lymphocytic choriomeningitis virus (LCMV) infection and these cells exhibited a gene signature that distinguishes memory precursors (Tcmp) from effectors supporting for an early decision of

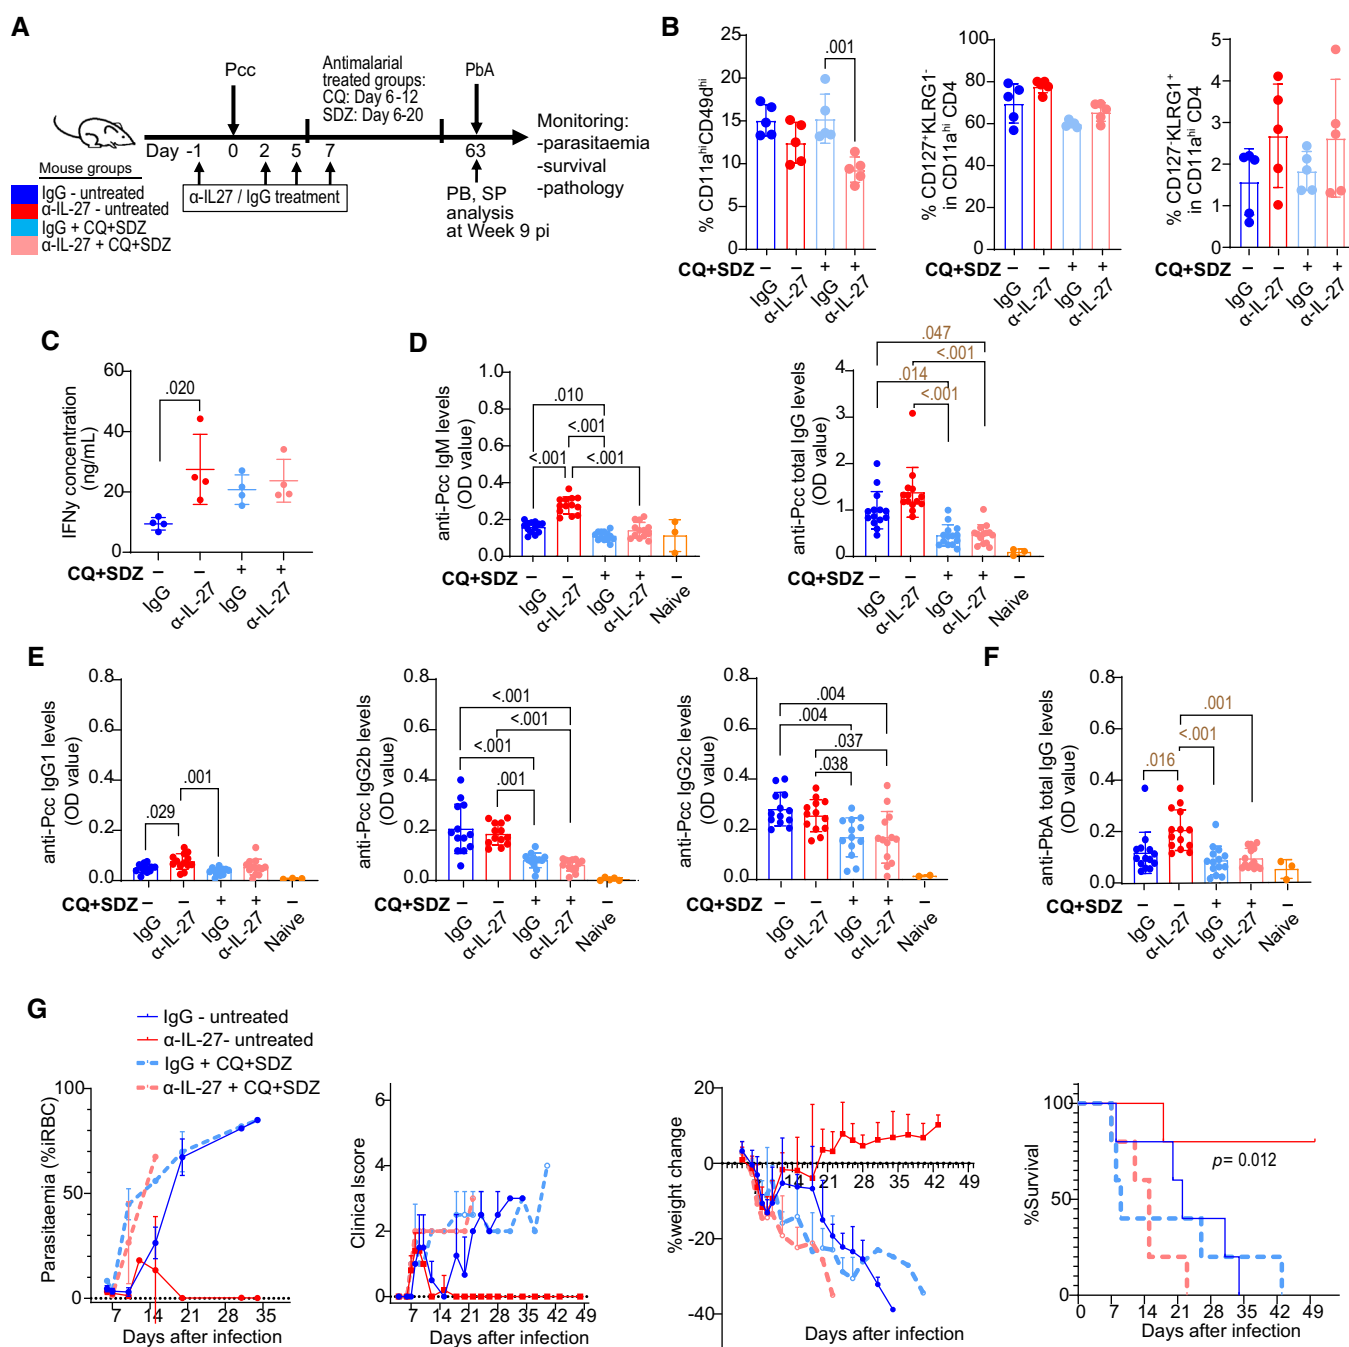

Figure 7.

**Figure 7. Transient IL-27 neutralization induces long-lasting protective immunity against challenge infection with heterologous parasites.**

B6 mice were treated with IgG (blue, light blue) or anti-IL-27 mAb (red, pink), infected with Pcc, and treated (light blue, pink) or not (blue, red) with antimalarial drugs. PB profiles were monitored weekly. Splenocytes were examined at 63 dpi (B–F), or mice were challenged with PbA at 63 days post-Pcc infection and monitored post-PbA infection (G).

A Experimental scheme.

B–F Splenocytes and serum were examined 63 days after infection. (B) Summary of the proportions of CD11a<sup>hi</sup>CD49d<sup>hi</sup> cells in splenic CD4<sup>+</sup> T cells, and the proportions of CD127<sup>+</sup>KLRG1<sup>−</sup> and CD127<sup>−</sup>KLRG1<sup>+</sup> cells in CD11a<sup>hi</sup>CD4<sup>+</sup> T cells ( $n = 4$  mice/group). (C) IFN- $\gamma$  production as determined by ELISA of splenic CD4<sup>+</sup> T cells purified and cultured in the presence of dendritic cells and crude Pcc antigens for 48 h ( $n = 4$  mice/group). (D–F) Levels of anti-Pcc IgM and IgG (D), IgG subclasses (E), and anti-PbA cross-reactive IgG (F) in the serum ( $n = 13$  mice/group). Pooled data from 3 experiments (4–5 mice/group) are shown. Serum from uninfected mice (naïve,  $n = 3$  mice) was used as negative control.

G Parasitemia, clinical scores, body weight, and survival were monitored after challenge infection with PbA at day 63 post-Pcc pi (4 mice/group). Survival was assessed using log-rank test.

Data information: Representative data of 2 independent experiments are shown before (B, C) and after challenge infection (G). Statistical significance assessed by one-way ANOVA followed by Tukey's multiple comparison test ( $P$  values ( $< 0.05$ ) shown in black) or Kruskal–Wallis test with Dunn's *post hoc* tests ( $P$  values ( $< 0.05$ ) shown in brown), depending on normality assessment. Error bars represent SD.

Source data are available online for this figure.

memory precursors (Harrington *et al*, 2008; Marshall *et al*, 2011; Pepper & Jenkins, 2011; Ciucci *et al*, 2019). In *Plasmodium* infection model, the decision of Th1-Tfh fate is suggested to be made early after activation by studies on the endogenous TCR $\alpha\beta$  sequences in PbT-II cells and by cell transfer experiments (Soon *et al*, 2020). Our study indicates that the critical time span of the effective IL-27 neutralization is limited to a short period during early activation of specific CD4<sup>+</sup> T cells, revealing the critical window of T cell activation for fate determination towards memory generation. IL-27 is produced mainly by myeloid cells including macrophages and dendritic cells in response to Toll-like receptor-dependent signaling as well as immune stimuli such as type I and type II IFNs (Yoshida & Hunter, 2015). IL-27 may directly modulate precursor memory CD4<sup>+</sup> T cells as observed in the gene expression patterns during acute infection. Alternatively, early IL-27 neutralization might have long-term effects on the environment of T cell response in a way that predominantly induce high levels of Th1-type memory cells. Further studies will reveal details of molecular mechanisms that underlie the modulation of memory CD4<sup>+</sup> T cell generation during early activation and their maintenance.

Previous studies of scRNA-seq analysis on PbT-II cells suggested that CD4<sup>+</sup> T cells bifurcate to Th1 and Tfh differentiation at a single-cell level during acute Pcc infection and these cells transit to memory cells while partially retaining effector phenotypes (Lonnberg *et al*, 2017; Soon *et al*, 2020). However, our study identified PbT-II cells that do not belong to either Th1 or Tfh on day 7 of Pcc infection and exhibit high Tmem scores. These may include memory precursor cells that differentiate in parallel to effector cells. Th1-type cells on day 7 also exhibited high Tcmp scores, suggesting their potential as memory precursors (Ciucci *et al*, 2019). While adoptive transfer experiments may resolve the relationship between memory precursor and their progenies, the limited ability of CD4<sup>+</sup> T-cell expansion *in vivo* after adoptive transfer hampered these studies. Nonetheless, during chronic infection, majority of the PbT-II cells exhibited the gene expression signatures of Th1 effector and memory in mice, in which IL-27 was neutralized during acute infection, suggesting the generation of Th1 memory-like characteristics is inhibited by IL-27 produced during acute phase of malaria infection.

Circulating memory CD4<sup>+</sup> T cells are categorized into CCR7<sup>+</sup>CD62L<sup>hi</sup>CD45RA<sup>−</sup> central memory (T<sub>CM</sub>) and CCR7<sup>−</sup>CD45RA<sup>−</sup> effector memory (T<sub>EM</sub>) subsets based on their

trafficking potential (Sallusto *et al*, 1999). Studies using Pcc infection model demonstrated that T<sub>EM</sub> cells are the major memory cells during chronic infection, which produce cytokines and participate in the control of parasitemia, while T<sub>CM</sub> were induced after short-term exposure to parasites with infection followed by the drug treatment (Stephens & Langhorne, 2010; Opata *et al*, 2018). We demonstrated that memory type PbT-II cells induced without IL-27 were phenotypically and functionally distinct from those induced in IL-27 sufficient mice. Furthermore, scRNAseq analysis clearly demonstrated that largely nonoverlapping populations of PbT-II cells are induced in IL-27-mAb-treated and IgG-treated mice. We identified three populations of PbT-II cells in IL-27 neutralized mice: CD127<sup>+</sup>KLRG1<sup>−</sup>, CD127<sup>−</sup>KLRG1<sup>+</sup>, and CD127<sup>+</sup>KLRG1<sup>−</sup> PbT-II cells. While both CD127<sup>+</sup>KLRG1<sup>−</sup> (cluster 1\*) and CD127<sup>−</sup>KLRG1<sup>+</sup> (cluster 1\*\*) populations expressed Th1-like gene signatures, they are distinct in their gene expression and function. CD127<sup>+</sup>KLRG1<sup>−</sup> cells expressed higher levels of *Id2*, *Ifng*, *Cxcr6*, and *Cxcr3*, genes, produced less IFN- $\gamma$  and TNF in response to antigenic peptide, and proliferated less *in vivo* when compared with CD127<sup>−</sup>KLRG1<sup>+</sup> cells. These cells also express *Bcl2* at high level suggesting their memory potential. CD127<sup>−</sup>KLRG1<sup>+</sup> cells expressed higher levels of *Tbx21*, *Lgals1*, *Klf2*, *Cx3cr1*, *Ccl5* and produce proinflammatory cytokines and proliferate more than CD127<sup>+</sup>KLRG1<sup>−</sup> cells. Recent studies reported KLRG1<sup>hi</sup>CD127<sup>lo</sup> effector-like long-lived memory CD8<sup>+</sup> T cells in mice with chronic viral infection that can survive long-term, have robust effector function, and are effective in clearance of pathogens against rechallenge infection, and also sensitive to checkpoint blockade therapy (Olson *et al*, 2013; Hudson *et al*, 2019; Renkema *et al*, 2020). Not only KLRG1 protein expression but the transcriptional profile of CD127<sup>−</sup>KLRG1<sup>+</sup> cells is comparable to those CD8<sup>+</sup> T cells; both express high levels of transcription factors (*Tbx21*, *Klf2*, *Zeb2*), killer cell lectin-like receptors (*Klrg1*, *Klrd*), and genes related to leukocyte migration (*Cx3cr1*, *Ccl5*, *S1pr1*). These features suggest that a common genetic program may exist among unique CD4<sup>+</sup> and CD8<sup>+</sup> T cell subsets, which allow their long-term survival and effector function during chronic infection, that is critical for the maintenance of protective immunity in the face of ongoing low-level infection.

Treatment of Pcc-infected mice with antimalarial drug starting 6 days after infection prevented second wave of PbT-II expansion induced under IL-27 neutralizing condition. However, the

development of CD127<sup>+</sup>KLRG1<sup>-</sup> and CD127<sup>-</sup>KLRG1<sup>+</sup> cells was unaffected by the antimalarial drug treatment implying that their development is independent of their second expansion. Furthermore, both cell types were stably maintained after clearance of *Plasmodium* infection with antimalarial drug treatment starting 21 days after infection, suggesting that they are not short lived. Therefore, IL-27-sensitive fate decision of PbT-II cell differentiation occurs early after Pcc infection and that, once the decision is made, active infection is not required for their maintenance. Among PbT-II subpopulations on day 28 after infection in anti-IL-27 mAb-treated mice, KLRG1<sup>-</sup>CD127<sup>-</sup> cells were a minor population but exhibited the highest Tmem signature. Further studies will be required to determine whether these cells can replenish CD127<sup>+</sup>KLRG1<sup>-</sup> and CD127<sup>-</sup>KLRG1<sup>+</sup> populations during Pcc chronic infection.

Mice infected with Pcc under IL-27 neutralization condition were resistant against challenge infection with heterologous parasite, PbA. CD4<sup>+</sup> T cells from these mice exhibited higher IFN- $\gamma$  production in response to *Plasmodium* antigen and higher anti-*Plasmodium* antibodies in the serum 63 days after infection. However, this protective immune memory was dependent on active infection with Pcc since antimalarial treatment abrogated the maintenance of the protective immunity. This is consistent with the previous study showing that T cells from chronically infected mice protected better than those from mice that were treated with antimalarial drug, implying a critical role for persistent infection in the maintenance of protective memory CD4<sup>+</sup> T cells (Stephens & Langhorne, 2010). Our study showed that not only cellular

immunity but also humoral immunity was improved in chronically infected mice after early IL-27 neutralization. The antibody response in malaria appears to be dominated by long-lasting somatically hypermutated high affinity IgM memory B cells, and early secondary response is dominated by IgM responses in both T-dependent and T-independent manner as shown in human study and Pcc infection model (Krishnamurthy *et al*, 2016). Among Ig isotypes, we showed that anti-*Plasmodium* IgM levels were affected more than IgG responses by IL-27 blockade. We speculate that IL-27 neutralization might have direct effect on B cell compartments in addition to augmenting the maintenance of memory helper T cells.

The immune response in malaria has biphasic roles: prevention of the infection and host damage. The regulatory role of IL-27 is critical in preventing host pathology by exacerbated Th1-type immune responses as shown in studies of malaria models using IL-27 receptor-deficient mice (Findlay *et al*, 2010; Villegas-Mendez *et al*, 2013; Yui & Inoue, 2020). Our study identified the critical window of CD4<sup>+</sup> T cell activation and differentiation during *Plasmodium* infection that is targeted by IL-27, in which its transient neutralization enhances memory CD4<sup>+</sup> T cells and improves protection against challenge infection without exacerbated immune responses. IL-27 levels are increased in individuals infected with *P. falciparum* (Otterdal *et al*, 2020), and this study opens a possibility to improve the host protective immune response while preventing tissue damage due to exacerbated immune responses. Finally, these findings show how the absence of IL-27 enhances memory during malaria, suggesting potential applications in the development of vaccines and other strategic interventions.

## Materials and Methods

### Reagents and Tools table

Reagents and Tools table (continued)

Reagents and Tools table (continued)

Reagents and Tools table (continued)

## Methods and Protocols

### Mice

*Il-27<sup>-/-</sup>* and *Ebi3<sup>-/-</sup>* mice were described previously (Igawa *et al*, 2009; Kimura *et al*, 2016). PbT-II mice (Fernandez-Ruiz *et al*, 2017) were generously provided by Dr. W.R. Heath and crossed with B6.SJL-Ptprc mice (CD45.1<sup>+</sup>) to generate CD45.1<sup>+</sup> PbT-II mice. C57BL/6 (B6) mice were purchased from SLC (Shizuoka, Japan), and B6.SJL mice were bred in-house and maintained at controlled pathogen-free conditions in the Laboratory Animal Center for Animal Research at Nagasaki University. Mice were used at 8–12 weeks of age and were age and gender matched for each experiment. All mice were maintained in the Laboratory Animal Center for Animal Research at Nagasaki University. Animal experiments were performed with approval from the Institutional Animal Care and Use Committee of Nagasaki University (#2003091602) and were conducted according to the guidelines for Animal Experimentation at Nagasaki University.

### Plasmodium parasites and antimalarial drug treatment

*Plasmodium chabaudi chabaudi* AS (Pcc) is a cloned parasite, which is originally from Dr. Richard Carter and David Walliker's rodent malaria parasite collection at the University of Edinburgh (Stephens *et al*, 2012), and was obtained from Dr. R Culleton (Ehime University, Ehime, Japan). *P. berghei* ANKA (PbA) was originally obtained from Dr. RE Sinden (Imperial College London, UK) and kindly provided by Dr. M Yuda (Mie University, Mie, Japan). Cryopreserved Pcc and PbA parasites were passaged through B6 mice before use in infecting experimental mice. Mice were infected with infected red blood cells (iRBC;  $5 \times 10^4$ ) intraperitoneally (i.p.), and parasitemia was monitored from 4 days post-infection (dpi) by observing thin blood smears stained with a diff-quick procedure (Sysmex, Kobe, Japan).

For antimalarial drug treatment, chloroquine (10 µg/g body weight; Sigma) was administered i.p. from 6 or 21 dpi for 7 days, and sulfadiazine in drinking water (30 mg/l; Sigma) starting on the same day for 14 days unless otherwise specified in the experimental schemes.

### Neutralization of IL-27 in vivo

For IL-27 neutralization, anti-IL-27p28 mAb (250 µg/mouse; Clone: MM27.7B1; Bio X Cell) was injected i.p. 1 day before and 2, 5, 7 days after Pcc infection, unless otherwise specified in the experimental schemes. Rat IgG (250 µg/mouse; Sigma-Aldrich) was administered to control groups following the same dose intervals as experimental groups.

### Flow cytometry

Peripheral blood (PB) was collected from the tail vein of mice during monitoring, and by cardiac puncture when mice were sacrificed. Single-cell suspensions were prepared from spleen, and red blood cells in PB and spleen were lysed using Gey's solution. After incubation with anti-Fcγ receptor mAb (purified antimouse CD16/32; Clone: 93; Biolegend), cells ( $3 \times 10^6$ ) were stained for surface markers for 30 min at 4°C. Isotype control antibodies were used to assess staining of specific markers. Antibodies used for multiple panels of flow cytometry analysis are listed in the Reagents and Tools table. 7-amino-actinomycin D (7AAD; Cayan Chemical Company) was used to excluded dead cells from analysis.

For intracellular staining of transcription factors (TF), splenocytes were treated with anti-Fcγ receptor mAb (Clone: 93; Biolegend), stained for surface markers, fixed, and permeabilized using a Foxp3/Transcription Factor Staining Buffer set (eBioscience) following the manufacturer's instructions. The TF antibodies used were antimouse Ki-67 PE/Cy7 (Clone: 16A8; Biolegend), anti-T-bet PE/Cy7 (Clone: 4B10; Biolegend), anti-TCF-7/TCF-1 PE (Clone: S33-966; BD Pharmingen™), and antihuman/mouse Bcl-6 PE (Clone: 7D1; Biolegend). Fixed/permeabilized cells were incubated with antibodies specific for T-bet and TCF1 in permeabilization buffer for 1 h at 4°C and for Bcl6 and Ki67 for 1 h at room temperature.

For analysis of cytokine production, cells were cultured in R10 medium (RPMI 1640 with 10% fetal calf serum (FCS), 2 mM glutamine, penicillin/streptomycin, 2-mercaptoethanol ( $5 \times 10^{-5}$  M), 0.1 mM nonessential amino acids, and 1 mM sodium pyruvate) in the presence of brefeldin A (10 µg/ml; Cayan Chemical Company). Splenocytes ( $2 \times 10^6$ ) were stimulated with PMA (25 ng/ml; Cayan Chemical Company) and ionomycin (1 µg/ml; Cayan Chemical Company) for 4 h at 37°C in a humidified atmosphere of 5% CO<sub>2</sub>. For stimulation with antigenic peptide, DCs were prepared from splenocytes of naïve B6 using anti-CD11c magnetic-activated cell sorting (MACS) microbeads (Miltenyi Biotech) and AutoMACS cell separator (Miltenyi Biotech) and were pulsed with PbT-II peptide (2 µM; SIGMA Genosys; Enders *et al*, 2021) for 1 h. The peptide was custom synthesized by SIGMA Genosys (Sigma-Aldrich Japan, Tokyo, Japan). CD4<sup>+</sup> T cells were purified from splenocytes by magnetic separation using anti-CD4 IMag beads (BD Biosciences) and were cultured with peptide-pulsed DCs for 4 h at 37°C in a humidified atmosphere of 5% CO<sub>2</sub>. After culture, cells were surface stained, fixed for 20 min using Cytofix/Cytoperm™ (BD Biosciences), and stained with anti-cytokine mAbs in permeabilization buffer. Analysis of the stained cells was performed using a LSRFortessa X-20 cell analyzer (BD Biosciences) and FlowJo software.

### scRNA-seq sample and library generation

B6 mice were transferred with PbT-II cells, infected with Pcc, and were treated with control IgG or anti-IL-27 mAb between –1 and 7 days after infection with 1 mouse for each time point. Spleen cells were prepared 7 and 28 days after infection for IgG control and 7, 14, and 28 days after infection for anti-IL-27 mAb-treated groups. CD4<sup>+</sup> T cells were prepared from spleen using mouse CD4<sup>+</sup> T cell Isolation Kit (Miltenyi Biotec) and AutoMACS cell separator (Miltenyi Biotec) according to manufacturer's instructions. Enriched CD4<sup>+</sup> T cells, which included PbT-II cells, were incubated with a panel of TotalSeq™-C antibodies (BioLegend) and surface antibody markers (BioLegend) in PBS + 1% BSA: TotalSeq™-C0250 anti-mouse/human KLRG1 (MAFA; Clone: 2F1/KLRG1), TotalSeq™-C0198 anti-mouse CD127 (IL-7R $\alpha$ ; Clone: A7R34), TotalSeq™-C0078 anti-mouse CD49d (Clone: R1-2), and TotalSeq™-C0238 Rat IgG2a (Clone: RTK2758), as well as antimouse CD4 APC/Cy7 (Clone: GK1.5), anti-mouse TCR  $\beta$  chain FITC (Clone: H57-597), anti-mouse CD45.1 APC (Clone: A20), and 7AAD (Cayan Chemical Company). Stained CD4<sup>+</sup> T cells were washed using the recommended Cell Wash Protocol 1 in preparation for 10X Single Cell RNA sequencing (Chromium Next GEM Single Cell 5' v2 Reagent kits (Dual Index); 10X Genomics). PbT-II cells (CD4<sup>+</sup>CD45.1<sup>+</sup>TCR<sup>+</sup>) were sorted using FACSaria II cell sorter (BD Biosciences). FACS-sorted cells were collected in PBS + 1% BSA after washing, and resulted in > 99% purity and > 98% viability in all samples.

Single-cell RNA-seq libraries were prepared using the Chromium Next GEM Single Cell 5' Reagent Kits v2 (Dual Index; 10X Genomics), SPRI reagent (Beckman Coulter Genomics), and High Sensitivity DNA Analysis Kits (Agilent Technologies), according to the manufacturer's instructions. Briefly, sorted PbT-II cells suspended in PBS + 1% BSA (900–1,200 cells/ $\mu$ l). For GEM generation and barcoding, cells were mixed with master mix and loaded with the gel beads and run on the Chromium Controller (10X). After reverse transcription and barcoding in droplets, cDNA was purified from GEMs, amplified, and were used for generating the gene expression libraries and cell surface protein libraries. Libraries were quantified using Bioanalyzer High Sensitivity Chip (Agilent). Gene expression libraries and cell surface protein libraries were pooled for library construction, and sequencing was performed using MGISEq-2000RS at Research Institute for Microbial Disease, Osaka University (Osaka, Japan).

### Cell culture

CD4<sup>+</sup> T cells were purified (> 95%) from the spleen using anti-CD4 IMag (Miltenyi Biotec) according to the manufacturer's instructions. Dendritic cells were prepared from spleen of uninfected B6 mice using anti-CD11c magnetic activated cell sorting (MACS) microbeads (Miltenyi Biotec) and autoMACS (Miltenyi Biotec) following manufacturer's instructions. CD4<sup>+</sup> T cells ( $2 \times 10^5$ ) were suspended in culture medium and cultured in a 96-well round-bottomed plate in the presence of dendritic cells ( $1 \times 10^4$ ) with or without Pcc crude antigen (freeze–thaw lysate of  $5 \times 10^6$  infected RBCs) for 48 h at 37°C in a humidified atmosphere of 5% CO<sub>2</sub>.

### ELISA

Serum antibody levels against crude Pcc or PbA antigen (prepared in the lab) were determined using ELISA as previously described (Nakamae *et al*, 2019). Briefly, ELISA plates were coated with crude

Pcc or PbA freeze–thaw lysate ( $5 \times 10^6$  infected RBC per well) in PBS overnight and washed thrice with PBS-T washing buffer (PBS with 0.2% Tween 20) before blocking with PBS with 10% FCS and 0.2% Tween 20 for 1 h. After washing, serum samples (1:1,000 dilution, 50  $\mu$ l) were added, incubated at 4°C overnight, washed, and antimouse IgG HRP antibody (Southern Biotech; 1:1,000 dilution) was added. After another washing, TMB substrate solution (100  $\mu$ l; Thermo Fisher Scientific) was added in each well, developed for at most 10 min, before adding stop solution (10% phosphoric acid, 50  $\mu$ l), and read at 595/450 nm dual wavelength using an iMark Microplate Absorbance Reader (Bio-Rad, Hercules, CA, USA). For the detection of IgM and IgG isotypes, biotin-conjugated rabbit antimouse IgG2c (Bethyl Laboratories, Montgomery, TX, USA), IgM, IgG1 or IgG2b (ZyMED, San Francisco, CA, USA) antibodies were added, incubated for 1 h, washed, incubated with alkaline phosphatase-conjugated streptavidin (Jackson ImmunoResearch, West Grove, PA, USA), washed, and NPP (4-Nitrophenyl phosphate disodium salt hexahydrate) solution was added. Plates were read at 405 nm absorbance.

The levels of IFN- $\gamma$  in culture supernatant were determined with sandwich ELISA using anti-IFN- $\gamma$  (R4-6A2) and biotin-anti-IFN- $\gamma$  (XMG1.2) mAbs as described previously (Nakamae *et al*, 2019).

### Statistical analysis

All statistical analyses were performed using Graphpad Prism 9 (<https://www.graphpad.com>; GraphPad). Flow cytometry data were analyzed using Flowjo software (TreeStar). Data were assessed for normality using the Shapiro–Wilk test. For determining statistical significance of results, two-tailed unpaired Student's *t*-tests were used for pairwise comparisons for normally distributed data (parametric), while Mann–Whitney *U* test (nonparametric) was used for non-normally distributed data. For comparing more than two groups, one-way analysis of variance (ANOVA) with Tukey HSD *post hoc* tests (parametric) or Kruskal–Wallis test with Dunn's *post hoc* tests (non-parametric) were performed where applicable. Survival curves were assessed using Log-rank (Mantel–Cox) test. Comparisons with *P* values < 0.05 were considered statistically significant.

### scRNA-seq and CITE-seq data analysis

Sequence of the pooled libraries was mapped to the reference mouse genome using Cell Ranger 6.0.0. at Next-Generation Sequencing Core Facility, Research Institute for Microbial Disease, Osaka University (Osaka, Japan). The fastq files of five PbT-II samples (IgG-treated Days 7 and 28, and anti-IL-27-treated Days 7, 14, and 28) were processed using the Cell Ranger v.6.0.0 (10 $\times$  Genomics) count pipeline against the mm10-2020-A mouse reference sequence. We used Seurat v.4.2.0 (Stuart *et al*, 2019) for detailed analysis. Cells with < 1,500, < 1,000, < 1,500, < 1,000, and < 1,000 or > 5,000, > 4,000, > 5,000, > 4,000, and > 3,000 detected genes were also excluded for each dataset (IgG-treated Days 7 and 28, and anti-IL-27-treated Days 7, 14, and 28), respectively. The RNA data was subsequently normalized using the “NormalizeData” function, searched for 5,000 highly variable genes using the “FindVariableFeatures” function, and the Protein data was subsequently normalized using the “NormalizeData” and “ScaleData” function. For each analysis, we integrated groups using the “FindIntegrationAnchors” and “IntegrateData” functions and visualized the integrated data using UMAP (Becht *et al*, 2018) with adjustments for resolution parameters to limit cluster numbers depending on the analysis (i.e., 0.15 resolution for the

## The paper explained

### Problem

Immunity to malaria tends to decline along with the reduction in parasite exposure. It is not clear how the generation and maintenance of immunological memory is regulated during malaria infection.

### Results

In this paper, we elucidated the role of the cytokine IL-27 in modulating CD4<sup>+</sup> T cell memory during malaria infection. Transient inhibition of IL-27 during acute malaria expanded unique Th1-type memory CD4<sup>+</sup> T cells that are maintained during chronic infection independent of active infection. Moreover, IL-27-neutralized mice exhibited enhanced immune responses and protection.

### Impact

Our results suggest that transient IL-27 neutralization enhanced cellular and humoral immune responses against chronic malaria infection, which contributed to better protective immunity, thus demonstrating its potential application in vaccine development and other interventions.

How the deposited data were processed for this re-analysis (not part of the article)

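The data are 5 single-cell libraries of PbT-II cells sorted from spleens, 1 mouse each, for IgG on days 7 and 28 and anti-IL-27 mAb on days 7, 14 and 28 after infection with Pcc. The deposited files hold UMI counts, which the authors made with Cell Ranger from droplet-based 5′ RNA libraries and from libraries of antibody tags, for 32285 genes and 4 antibodies, and no normalization had been applied to these counts. The file headers name Cell Ranger 6.0.0, except that of IgG day 28, which names 7.1.0, and for that library all barcodes were read, for the others those called as cells. Each condition being a single mouse, there are no replicates, and no test between conditions, SD over mice or number of changed genes is given. Of the barcodes, 4071, 7611, 3711, 7708 and 5048 were kept (in the order IgG day 7, anti-IL-27 day 7, 14, IgG day 28, anti-IL-27 day 28) by the limits on detected genes that the methods state, with antibody features not counted as genes. At this depth a gene without a UMI has an upper limit of 3 counts over the group's total, and a class share near 0 the upper end of its exact interval.

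Clustering used Seurat 5.3.0 (the paper names an earlier version) in R 4.3.3, with log-normalization, 5000 variable genes, anchor integration, 30 dimensions, and resolutions of 0.15, 0.25 and 0.3 for day 7, day 28 and the anti-IL-27 time course. The number of dimensions is not stated in the methods, and the resolutions are. Clusters were named from marker lists written before the data were examined: Th1 (30 genes), Tfh (20), Tmem (20), proliferating (25), interferon-stimulated (14), Treg (7), B cell (10), erythroid (7), myeloid (9) and CD8 (2). Folds were taken within each library holding at least 20 cells of the cluster, and averaged. The rule that at least 1 listed marker stand among the leading genes was added once clusters had been seen. Th1-like clusters were divided by their KLRG1 antibody signal. The lists also gave scores, the mean log-normalized expression over a list, compared as differences of medians, and again with cells thinned to 1500 UMIs. In thinned cells few counts fall on a list, so its median moves in coarse steps. Published signature lists of the paper were not used here.

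Antibody gates were set on log2(count + 1) from a 2-component Gaussian mixture in the anti-IL-27 day 28 library and moved to the background peak of every other library. Gene counts were summed over the cells of a group, scaled to CPM and given with exact Poisson intervals, and shares with exact Clopper-Pearson intervals at 95%. Genes were chosen by a rule set before the data were examined: every gene the text names in the single-cell results (31), and the 5 genes with the largest log2 ratio in each direction, among those with at least 200 UMIs, in the day 7 and day 28 whole libraries and between the gates of anti-IL-27 day 28. Mitochondrial genes, T cell receptor and immunoglobulin segments and sex-linked genes stayed out of the ranking. Cell cycle phases were called with Seurat's 2019 lists (43 S and 54 G2/M genes) as set in advance, and since the methods name the earlier lists (42 and 52 of their genes found), those were run as an added alternative. Intronic lengths came from GENCODE M21 on GRCm38, in which 32158 of the genes have a model.

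Alternatives set before the data were examined changed the resolution, the integration, the number of variable genes (2000) and of dimensions (15), the genes that define clusters, the doublet and mitochondrial filters, the limits on detected genes, the gate thresholds, the pseudocount (10 CPM), the minimum count, and the scaling (edgeR 4.0.16 TMM factors, the mean over cells, thinning). Alternatives added afterwards were the removal of the cells with the highest doublet scores, clustering and ranking without long-intron genes, and the phase lists. Doublets were scored with Scrublet in scanpy 1.11.5 (seed 1) and kept, as the methods name no doublet step, and it called 1, 0, 0 and 0 cells in all libraries but anti-IL-27 day 28 (195). Python 3.11.15 with scipy 1.17.1, scikit-learn 1.9.0 and pandas 2.3.3 did the rest. Gate placement, gene ratios, scores, the intervals of differences and the intron comparison were each tested on simulated data with known answers. The projection on a reference atlas, T cell receptor sequences and all other data of the paper were not analysed here, and results for some genes are not reported here.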

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

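Of the tests in this part, those of intronic counting on the Tmem-like and Tfh-like shares were chosen after the result had been seen, and clustering without long-intron genes and the ranking among genes with short introns are alternatives added after the data had been examined. Between the days, the Th1-like share moved in opposite directions, with a difference between anti-IL-27 mAb and IgG of -8.47 percentage points on day 7 and 80.2 on day 28. The Tmem-like share did the reverse, with 11.6 and -55.8 points. The difference between the days was not tested, since each share comes from a single mouse. Depth was weighed for day 7 by thinning all cells to 1500 UMIs and assigning each to the higher of its Th1 and Tmem list scores, which gave a difference of 12.7 points in the cells assigned to Tmem, against 11.3 before thinning (58.7% and 70.0%). That argues against depth as the source, although 358 IgG and 602 anti-IL-27 cells lay near the boundary after thinning. For the Th1-like share of day 28, leaving genes with over 5000 intronic bases out of the variable genes changed the difference by 1.21 points, which argues against intronic counting in one library as its source. The Tmem-like difference came nearer to 0 by -7.07 points, that is, moved away from it. This cannot decide the question for the Tmem-like share. In the same clustering the Tfh-like difference changed by 18.0 points, and the class shares of a library are not independent of each other. For the Tfh-like share, whose difference of -18.6 came nearer to 0 by 18.0 points, intronic counting and the choice of variable genes cannot be told apart, since leaving out the named genes moved it to -3.08 as well. An effect of the treatment that depends on the day stays open, and so does a difference between the mice or between their libraries, which nothing in these data separates from it.

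Single genes showed the same opposition between the days over whole libraries. The log2 ratio of anti-IL-27 mAb over IgG was -1.29 on day 7 and 4.59 on day 28 for *Ccl5* and 1.35 and -2.43 for *Ccr7*. This difference between the days was not tested either. The genes have 3781 and 8904 intronic bases, and counting introns in the IgG day 28 library would raise them with IgG, which is the direction of *Ccr7* alone on day 28. Within the Tmem-like class, the ratio of *Ccr7* was 1.01 on day 7 and 0.44 on day 28, so its opposition was not seen inside that class, whereas *Ccl5* kept it there with -2.60 and 4.17. Within the Tfh-like class both kept it, *Ccl5* with -2.26 and 3.17 and *Ccr7* with 0.72 and -2.56, the latter from 5 UMIs with anti-IL-27 mAb, or -0.76 in the Tfh-like class of the clustering on all variable genes. No share of free RNA or of misplaced cells was taken off, and in the anti-IL-27 Tmem-like cells of day 28 *Ccl5*, *Cxcr6* and *Klrg1* stood at 1425, 62.6 and 29.2 CPM, against 13027, 758 and 328 CPM over their library, a fraction as Th1-like cells placed among them would give. The shares of the classes, the day and the mouse therefore stay open for both genes, and none of them was tested.

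In data that the paper does not discuss, the haemoglobin gene *Hbb-bs* reached 109 CPM in the anti-IL-27 day 14 library, against 0.130, 0.0894, 0.698 and 0.697 CPM in the IgG day 7, anti-IL-27 day 7, IgG day 28 and anti-IL-27 day 28 libraries. *Hba-a1* went with it, at 24.8 CPM. Free RNA of red blood cells would spread alike over the clusters, but haemoglobin CPM differed 77.6-fold between clusters, from 9.62 to 747, and 38 cells held 95.9% of the 3671 haemoglobin UMIs. The values therefore argue against free RNA. Whether those cells are droplets shared with red blood cells was not tested, and no biological explanation was tested.

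The other signal that the paper does not discuss lies in the IgG day 28 library, where *Cmss1* had 12928 CPM, *Cdk8* 11699, *Il31ra* 1474, *Gm19951* 1452 and *Gm15564* 227. In the anti-IL-27 day 28 library *Cmss1*, *Cdk8* and *Gm19951* had 13.4, 28.8 and 1.08 CPM, and *Il31ra* and *Gm15564* no UMI, which allows up to 0.190 CPM. Genes with the most intronic sequence were higher than genes without introns by at least 1.06 (log2) in every pair with that library and by -0.06 to 0.20 in the pairs of the other libraries, which is consistent with intronic reads counted in that library alone, as the Cell Ranger version in its header would do by default. A different make-up of cell classes is argued against, since the step was 1.24 within Tmem-like cells. *Il31ra*, *Cmss1* and *Cdk8* hold 68790, 302868 and 61813 intronic bases, *Gm15564* 15658 and *Gm19951* 2801. For *Gm19951*, which stays among the most changed genes with at most 5000 intronic bases, the step for long-intron genes says nothing, and a difference between the mice stays open for it.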

How the results depend on the processing

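The removal of the highest doublet scores, the clustering without long-intron genes, the ranking among genes with short introns and the phase lists that the methods name were chosen after the results had been seen, and the other alternatives before the data were examined. No paired analysis was possible because each condition is a single mouse, and for the same reason none could be left out in turn. The alternatives changed 1 choice at a time. Across the differences in the shares of Th1-like, Tfh-like and Tmem-like cells, 140 values were recomputed, of which 71 stayed within the counting interval of the reported value, 64 moved outside it without counting as reversed and 5 reversed. Of 19 further values, for differences in other class shares, 14 stayed within it and 5 moved outside it. The protein gates gave 4 values within and 8 beyond the interval and 4 reversed of 16. Cells kept (10 values) stayed within 1.5-fold of the reported number in every alternative run. List scores (3 values) changed by less than the SD over cells, a wide limit, and 2 of them kept their sign. The day 28 difference in the Tmem list score of Tmem-like cells is not among these 3, and it shrank in thinned cells. Except where the construction of an alternative shows it, the cause was not tested.

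In percentage points, the reported differences between anti-IL-27 mAb and IgG are -8.47 for Th1-like, -4.58 for Tfh-like and 11.6 for Tmem-like cells on day 7, and 80.2, -18.6 and -55.8 on day 28, with 40.2 for Th1-like KLRG1- and 40.0 for Th1-like KLRG1+ cells. In the time course they are 11.9, -15.6 and -1.39 for Th1-like, Tfh-like and Tmem-like cells from day 7 to day 14, and 70.9, -28.2 and -25.9 from day 7 to day 28. Without integration, the differences became -10.7 for Th1-like, -11.9 for Tfh-like and 18.2 for Tmem-like on day 7, 33.7 for Th1-like, -6.49 for Th1-like KLRG1-, -23.2 for Tfh-like and -52.7 for Tmem-like on day 28, -14.3 for Th1-like, -32.1 for Tfh-like and -31.8 for Tmem-like from day 7 to day 14, and -32.8 for Tfh-like and -32.9 for Tmem-like from day 7 to day 28. At a halved resolution, the values were -1.00 for Tfh-like and -76.7 for Tmem-like on day 28, 1.46 for Tmem-like from day 7 to day 14, and -27.4 for Tmem-like from day 7 to day 28. At a doubled resolution, the differences came to 13.8 for Tmem-like on day 7, 42.99 for Th1-like KLRG1-, 37.0 for Th1-like KLRG1+ and -54.3 for Tmem-like on day 28, 5.68 for Th1-like and -18.3 for Tfh-like from day 7 to day 14, and 30.6 for Th1-like, -24.6 for Tfh-like and -21.4 for Tmem-like from day 7 to day 28. With 2000 variable genes, the values moved to 78.1 for Th1-like, 38.4 for Th1-like KLRG1+, -10.6 for Tfh-like and -62.8 for Tmem-like on day 28, 16.2 for Th1-like and -4.14 for Tmem-like from day 7 to day 14, and -22.7 for Tfh-like from day 7 to day 28. With the named genes left out of the variable genes, the differences became -3.08 for Tfh-like on day 28, 16.5 for Th1-like and -20.0 for Tfh-like from day 7 to day 14, and -23.4 for Tmem-like from day 7 to day 28. On 15 dimensions, the values were -57.5 for Tmem-like on day 28, 2.25 for Th1-like and -19.3 for Tfh-like from day 7 to day 14, and 29.0 for Th1-like and -27.3 for Tmem-like from day 7 to day 28. After removal of Scrublet doublets, the differences came to -10.2 for Th1-like on day 7, -19.9 for Tfh-like and -53.8 for Tmem-like on day 28, -2.38 for Th1-like, -17.3 for Tfh-like and -3.41 for Tmem-like from day 7 to day 14, and 30.5 for Th1-like, -24.5 for Tfh-like and -27.8 for Tmem-like from day 7 to day 28. After removal of cells over 10% mitochondrial UMIs, the values moved to -10.2 for Th1-like on day 7, -1.09 for Th1-like and -19.8 for Tfh-like from day 7 to day 14, and 31.2 for Th1-like from day 7 to day 28. Under common limits on detected genes, the differences became -17.4 for Tfh-like on day 28, -13.2 for Tfh-like and -3.63 for Tmem-like from day 7 to day 14, and -21.8 for Tfh-like and -30.3 for Tmem-like from day 7 to day 28. After removal of the cells with the highest doublet scores, the values were -20.0 for Tfh-like and -54.2 for Tmem-like on day 28, -1.46 for Th1-like and -18.3 for Tfh-like from day 7 to day 14, and 30.9 for Th1-like, -24.2 for Tfh-like and -28.2 for Tmem-like from day 7 to day 28. With long-intron genes left out of the variable genes, the differences came to 79.0 for Th1-like, -0.580 for Tfh-like and -62.9 for Tmem-like on day 28. The construction shows the cause of the fall in the Th1-like values of the time course after the removals, on 15 dimensions and at a doubled resolution, since the naming rule left a large KLRG1- cluster unnamed there (of 3286, 3207, 3228, 3173 and 1771 cells) whose best list was Th1 but with 0 of its markers among the leading genes. The mitochondrial filter took 1 cell from the day 7 and 1 from the day 14 library, so the name of a whole cluster turned on the loss of very few cells. The day 28 Th1-like KLRG1- value reversed without integration because a cluster of 2358 cells, 99.9% anti-IL-27, stayed unnamed, with none of the markers of its best list among the leading genes. Settings that gave no value for a class were a halved resolution for Tfh-like and Tmem-like cells on day 7 and for interferon-stimulated-like cells on day 28, where no cluster took the class.

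The gates moved with their threshold, from reported differences of 2.44 points for CD127+KLRG1- and -2.02 for CD127-KLRG1+ on day 7 and 21.0 and 34.9 on day 28. A threshold without centring gave -0.972 for CD127+KLRG1- on day 7 and 37.5 for CD127+KLRG1- on day 28. The 99th percentile of the isotype control gave 0.331 for CD127+KLRG1- on day 7 and 9.64 for CD127+KLRG1- on day 28. A mixture in each library gave -21.1 for CD127+KLRG1- on day 7, 5.35 for CD127+KLRG1- on day 28, 19.2 for CD127-KLRG1+ on day 7 and 21.3 for CD127-KLRG1+ on day 28. Depth-scaled counts gave -0.435 for CD127+KLRG1- on day 7, 42.4 for CD127+KLRG1- on day 28, -0.0246 for CD127-KLRG1+ on day 7 and 37.3 for CD127-KLRG1+ on day 28. The direction of both day 7 gates is therefore not fixed by these data, and that of both day 28 gates was the same under each threshold run. Thinning by the sum of the antibodies, however, turned that of CD127+KLRG1- on day 28, to 13.2% with anti-IL-27 mAb against 20.3% with IgG. That sum includes KLRG1 itself, so it also carries the difference in that marker between the libraries.

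For single genes, 1488 log2 ratios were recomputed, of which 1183 stayed within the counting interval, 303 moved outside it without counting as reversed and 2 reversed. A pseudocount of 10 CPM moved 102 of 392 ratios, by up to 3.31 for *Il31ra*, which has no UMI in the anti-IL-27 day 28 library. The mean over cells moved 67 of 325, TMM factors 43 of 325, thinned cells 7 of 67, removal of doublets 5 of 67, isotype-based gates 34 of 67 besides the 2 that reversed, and clusters from all variable genes 45 of 245. With isotype-based gates, the log2 ratio between the anti-IL-27 day 28 gates reversed to -0.0603 for *Id3* (reported 0.73) and -0.43 for *Ccr7* (reported 1.52). Phase calls with the lists that the methods name gave day 28 differences of 13.9 points in S and -0.867 in G2/M, against reported 11.3 and 0.901. They are calls and no measure of cycling, since *Mki67* had 5.22 (IgG) and 17.0 CPM (anti-IL-27 mAb) on day 28, with 35.2% and 46.5% of the cells called S, against 70.3 and 81.2 CPM on day 7, with 10.9% and 13.1%. Of the 10 ranked genes of day 28, 3 remained in the ranking among genes with at most 5000 intronic bases, as its construction takes long-intron genes out, while with all genes of at least 1 UMI the rankings kept 10, 10 and 9 genes on day 7, on day 28 and between the gates.

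The antibody counts of the IgG day 28 library, with a median of 1 CD127 UMI per cell, limit the CD127 gate there, and the 95 CD127-KLRG1+ cells limit its gene ratios. The 28 interferon-stimulated-like anti-IL-27 cells of the clustering without the named genes, with 99288 UMIs in all, limit every ratio within that class.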

Differences from the paper's values

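No test in this part was chosen after its result had been seen. For the cluster that the paper describes in IgG control alone, the paper's share of the IgG cells, from its source data, is 1.05%, and the share found here is 2.67%. All 8 alternatives set before the data were examined that gave such a cluster differ in the same way, with 2.62 to 2.67%, and no integration gave no cluster to compare. In the anti-IL-27 library the paper's share is 0% and the one found here 0.0990%, from 5 cells. Of the same alternatives, 3 had no difference (the named genes left out, 15 dimensions and common limits on detected genes) and 5 had one (a halved resolution, a doubled resolution, 2000 variable genes, Scrublet doublets removed and the mitochondrial filter).

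In the time course, the paper's day 7 share of its cluster 1* is about 4.1% in Fig EV4B, read by eye, and the Th1-like KLRG1- share found here is 14.8%. The 9 alternatives set before the data were examined all differ, with 11.0 to 16.3%. For cluster 1** the paper's shares are about 12% on day 7 and about 8.3% on day 14 in Fig EV4B, read by eye, and the Th1-like KLRG1+ shares found here are 0% and 0.0539%. All 9 alternatives differ on day 7, with at most 0.104%, and all 9 on day 14, with at most 0.485%. On day 14 the share of cluster 1* is about 22% in the same figure and the Th1-like KLRG1- share here 26.7%, which is not counted as a difference, but 3 of the 9 alternatives differ, with 0.512 to 32.5% over all of them. The Th1-like class as a whole held 14.8% on day 7 and 26.8% on day 14 here, close to the paper's clusters 1* and 1** taken together, so the difference lies mainly in the split. The KLRG1+ and KLRG1- classes were set here by the antibody signal of each cluster, and whether that matches the paper's assignment of day 7 and day 14 cells is not known.

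The paper states that Th1 signature genes were higher with anti-IL-27 mAb in cells of its clusters 3 and 5 on day 28. Here the median Th1 list score of Tmem-like cells differed by -0.00172 and, in thinned cells, by 0. Thinning leaves few counts per list, so this 0 does not exclude a small difference in Tmem-like cells. In UMIs summed over those cells, with no share of free RNA or of misplaced cells taken off, *Cxcr6* and *Ccl5* were higher with log2 ratios of 4.83 and 4.17. Those cells are not split between the paper's clusters 3 and 4, which in its source data, headings exchanged, hold 27 and 338 anti-IL-27 cells. The values for Tmem-like cells therefore do not bear on cluster 3 alone. Interferon-stimulated-like cells scored higher by 0.597. Its clusters 2 to 6 are described as low in CD127 and KLRG1, and here 81.5% of the 27 interferon-stimulated-like anti-IL-27 cells were CD127+, against 31.5% of Tmem-like and 37.8% of Tfh-like cells. A separate cluster with the highest Tmem score is described for the anti-IL-27 mAb-treated mouse, and here its 372 Tmem-like cells shared a cluster with IgG cells. Without integration, however, a Tmem-like cluster of 523 cells was 98.7% anti-IL-27. In the clustering without the named genes, its 385 Tmem-like cells scored -0.101 relative to those with IgG, or -0.0313 in thinned cells. Tfh cells are described as similar in absolute number, and here the ratio of anti-IL-27 mAb to IgG was 1.54, or 3.07 with the named genes left out of the variable genes. Without integration the Tfh-like shares were 0.376% of anti-IL-27 and 23.5% of IgG cells. With totals 7.22-fold apart that means fewer cells with anti-IL-27 mAb, so the direction depended on the clustering. *Tbx2* is listed among genes of cluster 1**, and here it had 0 UMIs in CD127+KLRG1- and 1 in CD127-KLRG1+ cells, while *Tbx21* had -1.12 (log2 ratio of the former over the latter).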

Other observations

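Chosen after the results had been seen were the tests on the cluster held by IgG cells, on the split of the Tmem-like cells, on KLRG1 in day 7 cells, on the headings of the source data, on each of the gates alone, and on the paralogs and the variant behind day 7 genes. The gates held 21.5% of the IgG and 77.4% of the anti-IL-27 cells of day 28 when CD127+KLRG1- and CD127-KLRG1+ cells were summed. A gate threshold as the source is argued against, since the difference was never below 26.6 points under the thresholds run. Antibody depth and a difference between the mice cannot be told apart for the summed gates. After thinning to the IgG depth by the sum of the antibodies, 53.2% of the anti-IL-27 cells passed, between the levels that would have decided it. The sum includes KLRG1 itself, so this thinning is no measure of depth alone. Thinning by CD49d, on which the test did not rest, left 62.7%. Taken alone, the CD127-KLRG1+ gate still held 32.5 times the IgG share at the lowest, which argues against depth for that gate, but the CD127+KLRG1- gate held 1.08 times the IgG share (by CD49d) or 0.649 times (by the sum), so depth is a candidate explanation for its lower share with IgG.

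The unnamed day 28 cluster of 206 IgG and 5 anti-IL-27 cells had 50 leading genes whose median intronic length was 12.4 times that of all tested genes, or 13.3 times without the 4 that are also in the proliferating list. Cells with mostly unspliced RNA, seen only where intronic reads are counted, are a candidate explanation. Its leading genes include *Mki67*, *Rrm2* and *Stmn1*, but the median proliferating list score of its IgG cells, thinned, was 0.0815 (SD 0.161), against 0.163 (SD 0.0988) in IgG Tmem-like cells, while its 5 anti-IL-27 cells had 1.06, so a part of cycling cells in it stays open. Doublets are argued against by a median UMI number 0.496 times that of the library. The split of Tmem-like cells by library that the paper's separate cluster raises cannot be told apart from a class of its own. In the integrated clusterings 100% of the anti-IL-27 Tmem-like cells lay in a cluster held mostly by IgG cells, as integration itself would bring about. Without integration 0% did, and each cluster came almost wholly from a single library (at least 98.7%). Of the day 7 Th1-like cells of the time course, 37 of 1129 were KLRG1+ by protein, 3.28% (2.32 to 4.49%), and the KLRG1+ cluster held 0 of the 7611 day 7 cells. If the paper's cluster 1** holds day 7 cells, Th1-like cells without KLRG1 that share other genes with it are a candidate explanation. This explanation rests on the gate used, by which 0.591% of all anti-IL-27 day 7 cells were KLRG1+. That share was 71.0% with the 99th percentile of the isotype control, 48.2% with a mixture in each library, 0.999% without centring and 0% with depth-scaled counts.

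*Ifng* stood at 147, 1193 and 263 CPM on days 7, 14 and 28 with anti-IL-27 mAb. A few cells with very high counts are argued against, since the 38 cells with the most *Ifng* held 23.7% of its UMIs on day 14, out of 1736 cells with any. A larger share of Th1-like cells is argued against too, since within those cells *Ifng* had 544, 2351 and 296 CPM, 7.94 times as much on day 14 as on day 28. Whether the parasite load or the single day 14 mouse lies behind this was not tested.

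In the paper's source data for day 28, the shares multiplied by the cell number of the other condition gave whole numbers for 14 of 14 entries (tolerance 0.01), and multiplied by the cell number of their own heading for 1. An exchange of the headings of these columns is a candidate explanation, and the shares were compared here with the headings exchanged, as Fig 5 and the text have them.

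Over the whole day 7 libraries, the genes with the largest log2 ratio of anti-IL-27 mAb over IgG among the 10138 with at least 200 UMIs were *Igfbp4* (3.04), *Nrgn* (2.26), *Sostdc1* (2.21), *Tnfsf4* (2.19) and *Lgals7* (2.00), and the first of these moved most with 10 CPM added, to 1.64. At the other end were *Tgtp1* (-2.93), *Usp50* (-2.91), *Dynlt1f* (-2.90), *Iigp1* (-2.77) and *Rps27rt* (-2.74). Reads shared between paralogs are argued against for *Dynlt1f* and *Tgtp1*, since summed with their paralogs the ratios were -1.08 and -2.54. *Rps27rt* (chromosome 9, 114982366 to 114982739) was higher in both IgG libraries, at 712 and 475 CPM, than in the anti-IL-27 libraries, at 106, 109 and 90.8 CPM. It is a copy of *Rps27*, and reads shared with that gene cannot be told apart from a change of its own, because the summed ratio of -0.15 is set by *Rps27*, which held at least 81.4% of the sum in each library. A variant of the transferred cells near the gene stays undecided as well, since 2 (*Ccr8* and *Ulk4*) of the 50 other genes that separate the IgG from the anti-IL-27 libraries most lie within 10 Mb, where 0.765 would by chance (one-sided exact hypergeometric test, p = 0.178). No biological explanation was tested for these genes.

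None of the clusters, under any setting, took the class of the Treg, B cell, erythroid, myeloid or CD8 lists. *Foxp3* stood at 0.954, 0.626, 1.64, 0.867 and 1.14 CPM in the IgG day 7, anti-IL-27 day 7, anti-IL-27 day 14, IgG day 28 and anti-IL-27 day 28 libraries, *Cd79a* at 0.313 to 0.634 CPM, and *Cd8a* had 2 UMIs in the anti-IL-27 day 7 library and none in the others.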
